# Biomimetic Scaffolds Modulate the Posttraumatic Inflammatory Response in Articular Cartilage Contributing to Enhanced Neoformation of Cartilaginous Tissue In Vivo

**DOI:** 10.1002/adhm.202101127

**Published:** 2021-10-28

**Authors:** Guillermo Bauza‐Mayol, Marcos Quintela, Ava Brozovich, Michael Hopson, Shazad Shaikh, Fernando Cabrera, Aaron Shi, Federica Banche Niclot, Francesca Paradiso, Emman Combellack, Tom Jovic, Paul Rees, Ennio Tasciotti, Lewis W. Francis, Patrick Mcculloch, Francesca Taraballi

**Keywords:** cartilage repair, osteoarthritis, scaffolds, tissue engineering

## Abstract

Focal chondral lesions of the knee are the most frequent type of trauma in younger patients and are associated with a high risk of developing early posttraumatic osteoarthritis. The only current clinical solutions include microfracture, osteochondral grafting, and autologous chondrocyte implantation. Cartilage tissue engineering based on biomimetic scaffolds has become an appealing strategy to repair cartilage defects. Here, a chondrogenic collagen‐chondroitin sulfate scaffold is tested in an orthotopic Lapine in vivo model to understand the beneficial effects of the immunomodulatory biomaterial on the full chondral defect. Using a combination of noninvasive imaging techniques, histological and whole transcriptome analysis, the scaffolds are shown to enhance the formation of cartilaginous tissue and suppression of host cartilage degeneration, while also supporting tissue integration and increased tissue regeneration over a 12 weeks recovery period. The results presented suggest that biomimetic materials could be a clinical solution for cartilage tissue repair, due to their ability to modulate the immune environment in favor of regenerative processes and suppression of cartilage degeneration.

## 1 Introduction

Focal chondral lesions of the knee are the most frequent trauma in younger patients^[^ ^1^ ^]^ and are associated with a high risk of developing early posttraumatic osteoarthritis (OA).^[^ ^2^, ^3^ ^]^ However, there are limitations on articular cartilage regeneration due to a lack of vasculature, lymphatic, and nerve supply.^[^ ^4^ ^]^ As a result, stabilization surgery is required in most clinical cases in order to relieve the pain associated with the chondral lesion/trauma, as well as to enhance functional recovery.^[^ ^5^ ^]^

Current treatments for articular cartilage lesions include microfracture, osteochondral grafting, and autologous chondrocyte implantation (ACI). These techniques however have several drawbacks. While ACI has the limitation of site morbidity and cartilage tissue availability,^[^ ^6^ ^]^ allografts may potentially elicit immune responses.^[^ ^7^ ^]^ In addition, chondroplasty involves exposing subchondral bone or layers of cartilage, and the natural history of progression after treatment is unknown. Moreover, ACI requires full‐thickness cartilage at the margins around the defect and prolonged protection postoperatively is needed to allow for chondrocyte maturation.^[^ ^8^ ^]^ Although these techniques assure joint stabilization, more recently it is thought that OA may also develop in joints that have been successfully stabilized by surgery, that have normal biomechanics.^[^ ^8^ ^]^ Since traditional therapies assure pain reduction but do not truly restore the original cartilage homeostasis, tissue engineering represents the most promising tool to greatly improve outcomes following joint lesion development.^[^ ^9^ ^]^

There have been a few groups that have explored the use of immune modulation through tissue engineering.^[^ ^9^, ^10^ ^]^ However, it appears that the tissue engineering field has yet to apply these principles to joint trauma and concurrent OA development. For instance, OA has traditionally been classified as a noninflammatory disease. However, this view has been recently challenged as new research suggests the presence of ongoing immune processes’ within the OA joint and the synovium.^[^ ^5^, ^10^ ^]^ Moreover, OA disease management using anti‐inflammatory drugs and corticosteroids provides further evidence that there is an inflammatory component to the disease.^[^ ^11^ ^]^

Although the goal of tissue engineering has always been to boost the regeneration process at the site of the cartilage defect,^[^ ^12^ ^]^ recent considerations and knowledge related to the inflammatory nature of OA, could point towards the development of new solutions that not only improve the regeneration of lost tissue but also reduce the likelihood of developing late‐onset OA. In this regard, the pioneering work of the Elisseeff group^[^ ^13^ ^]^ has shown the possibility to conjugate a scaffold with an anti‐inflammatory drug in order to reduce the activation of NF‐kB and the subsequent inflammatory cascade. Our group has recently developed a biomimetic scaffold that we have shown to have not only anti‐inflammatory effects,^[^ ^14^ ^]^ but also chondrogenic potential in vitro.^[^ ^15^ ^]^ These properties are both linked to the specific composition, architecture, and mechanical features of the scaffold.

Following injury, inflammation occurs at the site of the joint, and we believe that by tuning the inflammatory reaction, an immune‐modulatory implant can favor cartilage homeostasis. Most recently we have shown that the chondroitin sulfate (CS) functionalized collagen scaffolds (CLCS) used in a 3D in vitro culture model demonstrate the ability to modulate the inflammatory cascade while housing both chondrocyte progenitor and bone marrow‐derived mesenchymal stem cells (MSCs).^[^ ^16^ ^]^ Following these promising results, in this study, we aimed to understand how an immune‐modulatory scaffold helps to restore cartilage homeostasis after trauma, indicated by articular cartilage regeneration.

This study aimed to assess the ability of the CLCS to treat full‐thickness chondral defects in vivo. Using a combination of delayed gadolinium‐enhanced MRI of cartilage (dGEMRIC), CyTOF, total RNA sequencing, and standard histological analysis, we monitored the effect of our CLCS immuno‐tuning scaffold material for cartilage regeneration following defect introduction. Activated gene expression cascades indicate the potential regulation of transcriptomic networks consistent with modified inflammation, extracellular matrix (ECM)–cell communication, and renewed cartilage homeostasis at 12 weeks postimplantation. Our tissue engineering design displays a new proof of concept to manage OA using a scaffold material that is safe for use in humans. If used clinically, it could provide a regenerative treatment approach to a disease with limited treatment options.

## 2 Results

The porous structure of CSCL scaffolds after freeze‐drying has been determined by SEM imaging (Figure S1A, Supporting Information). At lower magnification, the sample structure is composed by interconnected pores with boundaries defined by sheet‐like structure of fibrillar collagen. At higher magnification, it can be appreciated how the presence of chondroitin sulfate resulted in a fibrous substructure (Figure S1B,C, Supporting Information). FTIR spectra reported in Figure S1D (Supporting Information) showed the characteristic collagen vibration peaks like Amide I (1700–1600 cm^−1^) and amide II (1600–1500 cm^−1^), related to the stretching vibration of C═O bonds and to C—N stretching and N—H bending vibration, respectively. The sample contained C ═ O, C—N, and N—H bonds. Amide III region (approximately 1200–1300 cm^−1^) is related to the C—N and C—C stretching, N—H bonds, and CH2 wagging from the glycine backbone and proline side chain.

Compressive tests were carried out to evaluate the compressive strength and stiffness of the scaffold (Figure S1E, Supporting Information). The machine was set up with an appropriate loading cells of 10 N, the scaffold placed between two steel plates, and the force record for 60 s to a strain level of approximately 35%. The results summarized in Figure 1E (Supporting Information) show very weak resistance to compression as expected for spongy scaffolds^[^ ^17^, ^18^ ^]^ Shear rheometry is currently gaining interests as a diagnostic tool to quantify the mechanical properties of soft tissues, since it allows evaluation of entire tissue volume mechanic instead of just a thin surface layer of cells performed by other techniques like atomic force microscopy.^[^ ^15^ ^]^ In this work, we use rheometric analysis to evaluate the mechanical parameters of the whole CSCL scaffold (Figure 1F, Supporting Information). The rheometer system was optimized to characterize the elastic, elastoplastic and viscous flow behavior of the scaffold. Scaffold storage modulus and loss modulus as a function of frequency at 1 Hz was recorded. CSCL storage modulus (*G*′) was 35244 ± 9439.18 kPa and loss modulus (*G*″) 10728.5 ± 3462.967 kPa, confirming a high elastic behavior of the scaffold used for this work (*G*′ ≥ *G*).

An experimental procedure was performed with the utilization of the CLCS scaffold implanted into a critical size defect in vivo model at an orthotopic site in a lapine joint.^[^ ^19^ ^]^ A pipeline of the regeneration study is shown in **Figure** **1**A,B. New Zealand rabbits underwent a surgical procedure to generate a critical size defect at the trochlear groove of the knee joint. A 5 mm diameter by 1 mm height CLCS scaffold was implanted at the right leg defect, while the left knee was left untreated and used as a control defect. The patella was then reduced and aligned by checking knee joint flexion mechanics, followed by fascial and skin closures performed using absorbable sutures. Images of the critical defects are shown in Figure 1C.

**Figure 1:**
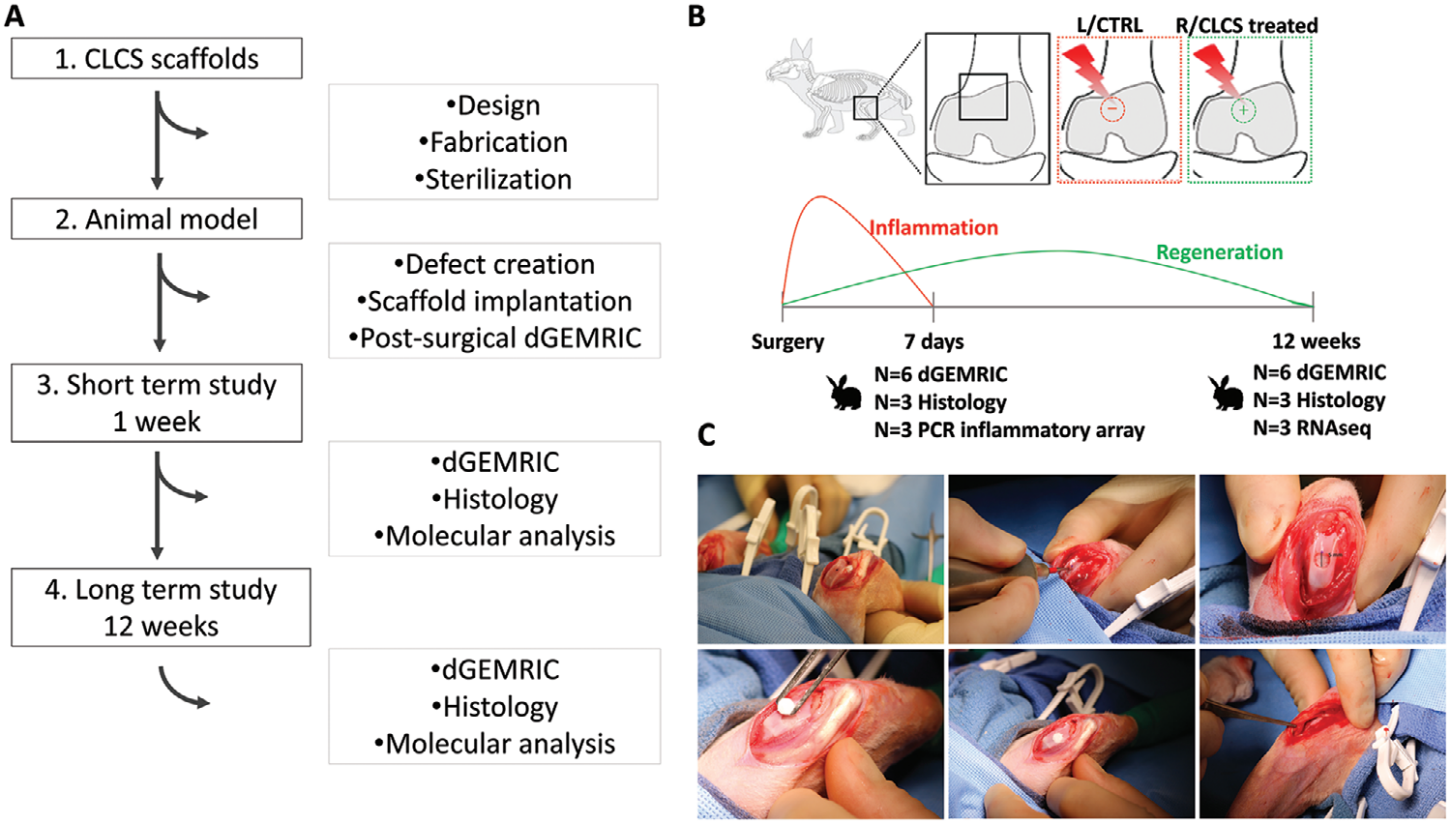
In vivo *s*tudy design. A) Pipeline of articular cartilage regeneration in vivo. B) Defects were created in the trochlear groove of NZW rabbits and treated with biomimetic CLCS scaffolds or left untreated. The molecular composition and pathway analysis were evaluated at 7 days, 6 and 12 weeks respectively to assess inflammation resolution and regeneration. C) Cartilage defect model surgical procedure from left to right top to bottom. Right and left knee joints opened with lateral incision and manual lateral patellar dislocation followed by knee flexion to expose the femoral condyles. Creation of the surgical defect 5 mm diameter by 1 mm depth using a surgical drill. Cartilage full‐thickness defect. Positioning of the CLCS scaffold in the created defect without external attachments. Initiation of the manual patella repositioning with the leg in extension, visual inspection of the surgical procedure after patellar reposition and successive joint flexion and extensions to regain correct mechanics of the join and maintain the CLCS scaffold under the patella.

All rabbits were processed for post‐surgery dGEMRIC MRI in order to monitor the success of the surgery and create a baseline for the potential repair process. dGEMRIC is a non‐invasive technique that generates cartilage images that can be used as an indirect measurement of glycosaminoglycan (GAG) concentration in the extracellular cartilage matrix.^[^ ^20^ ^]^ Representative dGEMRIC MRI images and post‐surgical T1 quantification results are shown in **Figure** **2**.

**Figure 2:**
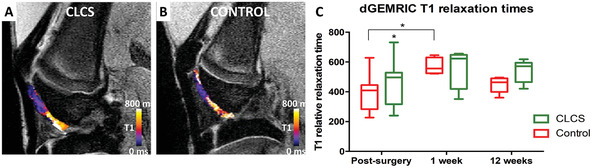
dGEMRIC noninvasive analysis. A,B) Empty defect (control) and CLCS scaffold treated representative dGEMRIC MRI images showing gadolinium contrast T1 relaxation times color coded post‐surgery and 12 weeks after treatment. C) CLCS treated cartilage T1 relaxation times compared to empty defect controls at different time points. Results were tested for significance using two‐way ANOVA followed by Sidak's multiple comparisons test between groups from a minimum of six biological replicates. * was used for *p* values lower than 0.05.

The area where the defect was created can be clearly differentiated from the untouched cartilage zone displaying a brighter color coding (Figure 2A). Right and left knee T1 relaxation time images were then quantified resulting in 391.45 ± 113.34 s and 458.5 ± 136.37 s, respectively (Figure 2B). Interestingly, CLCS implanted right knees exhibited a significant increase (1.17 ± 0.35‐fold, *p* < 0.05) in T1 relaxation time in comparison to the untreated control.

Images and T1 relaxation times were quantified at 1 and 12 weeks postsurgery. CLCS T1 relaxation mapping displayed a greater area of colored coding and very few purple GAG depleted areas. In comparison, untreated controls exhibited less stained areas, showing higher heterogenicity and purple areas related to poor GAG content (Figure 2A). CLCS exhibited non‐significant differences in T1 relaxation time average at 1 and 12 week postsurgery respectively (563.58 ± 123.01 s and 538.43 ± 68.24 s) in comparison to untreated controls. Interestingly, untreated cartilage displayed a significant increase (1.46 ± 0.13‐fold, *p* < 0.05) in T1 relaxation time 1 week postsurgery in comparison to untreated postsurgery controls.

In order to corroborate the above data, cells were extracted from the excised CLCS scaffolds 1 week following implantation. Total RNA was extracted, and a gene expression profile was performed. The inflammatory pathways induced by CLCS implanted at damaged cartilage tissue in vivo were compared to untreated damaged tissue and healthy controls through an inflammatory cytokines and receptors PCR array^[^ ^21^ ^]^ (**Table** **1**).

**Table 1:** List of genes found over‐expressed and underexpressed among the 84 tested through the RT^2^ Profiler PCR array rabbit inflammatory cytokines & receptors in CSCL scaffolds in vivo compared to untreated defect and to healthy articular cartilage 1 week postimplantation

Symbol	Refseq	Description	Fold Change	95% CI
Differentially expressed genes in CSCL compared to empty defect				
*CXCR4*	XM_002712124	Chemokine (C‐X‐C motif) receptor 4	2.05	0.02
*IL7R*	XM_002714135	Interleukin 7 receptor	1.91	0.03
*ADIPOQ*	NM_001082222	Adiponectin, C1Q and collagen domain containing	5.04	0.002
*BMP2*	NM_001082650	Bone morphogenetic protein 2	‐8.59	0.01
*OSM*	XM_008274704	Oncostatin M‐like	‐42.79	0.008
*CX3CL1*	XM_002711541	Chemokine (C‐X3‐C motif) ligand 1	‐3.75	0.0001
*IL23A*	XM_002711079	Interleukin 23, alpha subunit	‐1.99	0.03
Differentially expressed genes in CLCS compared to healthy control				
*IL1A*	NM_001101684	Interleukin 1, alpha	2.89	0.03
*IL1RN*	NM_001082770	interleukin 1 receptor antagonist	3.53	0.002
*MIF*	XM_002722561	Macrophage migration inhibitory factor	2.02	0.01
*IL10RA*	XM_008249453	Interleukin 10 receptor, alpha‐like	2.1	0.001
*BMP4*	NM_001195723	Bone morphogenetic protein 4	‐2.89	0.008
*CXCL13*	XM_008267697	Chemokine (C‐X‐C motif) ligand 13	‐9.55	0.01
*NAMPT*	XM_002712033	Nicotinamide phosphoribosyltransferase‐like	‐1.73	0.007
*IL21*	XM_008267970	Interleukin 21‐like	‐21.02	0.04
*IL7*	XM_008255687	Interleukin 7‐like	‐2.82	0.03
*IL22*	XM_002711248	Interleukin 22	‐9.06	0.03
*LEPR*	XM_008265107	Leptin receptor‐like	‐10.78	0.03
*TNFSF10*	XM_002716426	Tumor necrosis factor (ligand) superfamily, member 10‐like	‐2.19	0.01
*SPP1*	NM_001082194	Secreted phosphoprotein 1	‐5.05	0.02

Seven genes were found to be differentially expressed in CLCS treated explants in comparison to damaged untreated cartilage. The anti‐inflammatory adipokine ADIPOQ and chemokine receptors CXCR4 and IL7R, as well as the anti‐inflammatory proteins IL1RA and IL10, were significantly up regulated (*p* = 0.002 and *p* = 0.001 respectively). Pro‐inflammatory cytokines IL23A, CX3CL1, BMP2 and OSM and signaling molecules CXCL13, IL7, IL21, IL22, TNFSF10, SPP1 and LEPR were found downregulated compared to the healthy control.

Volcano scatter and heatmap plots of differentially expressed genes between in vivo explants are shown in **Figure** **3**. Volcano plots display the *p* values in the vertical axis over the fold change expression in the horizontal axis. ADIPOQ was the most significantly overexpressed gene in CLCS treated cartilage compared to untreated, damaged control (Figure 3A). IL1RN and IL10RA displayed the highest level of significantly increased expression when compared to healthy cartilage control (Figure 3B). On the opposite site, IL21 expression displayed the most significant decrease in expression compared to the healthy controls. In addition, differentially expressed genes between the CL and CLCS in vivo explants were clustered in a heatmap of expression (Figure 3C). Interestingly, RNA expression profiles from CLCS treated explants clustered together with the healthy control explants and were opposing to the untreated, damaged cartilage explants.

**Figure 3:**
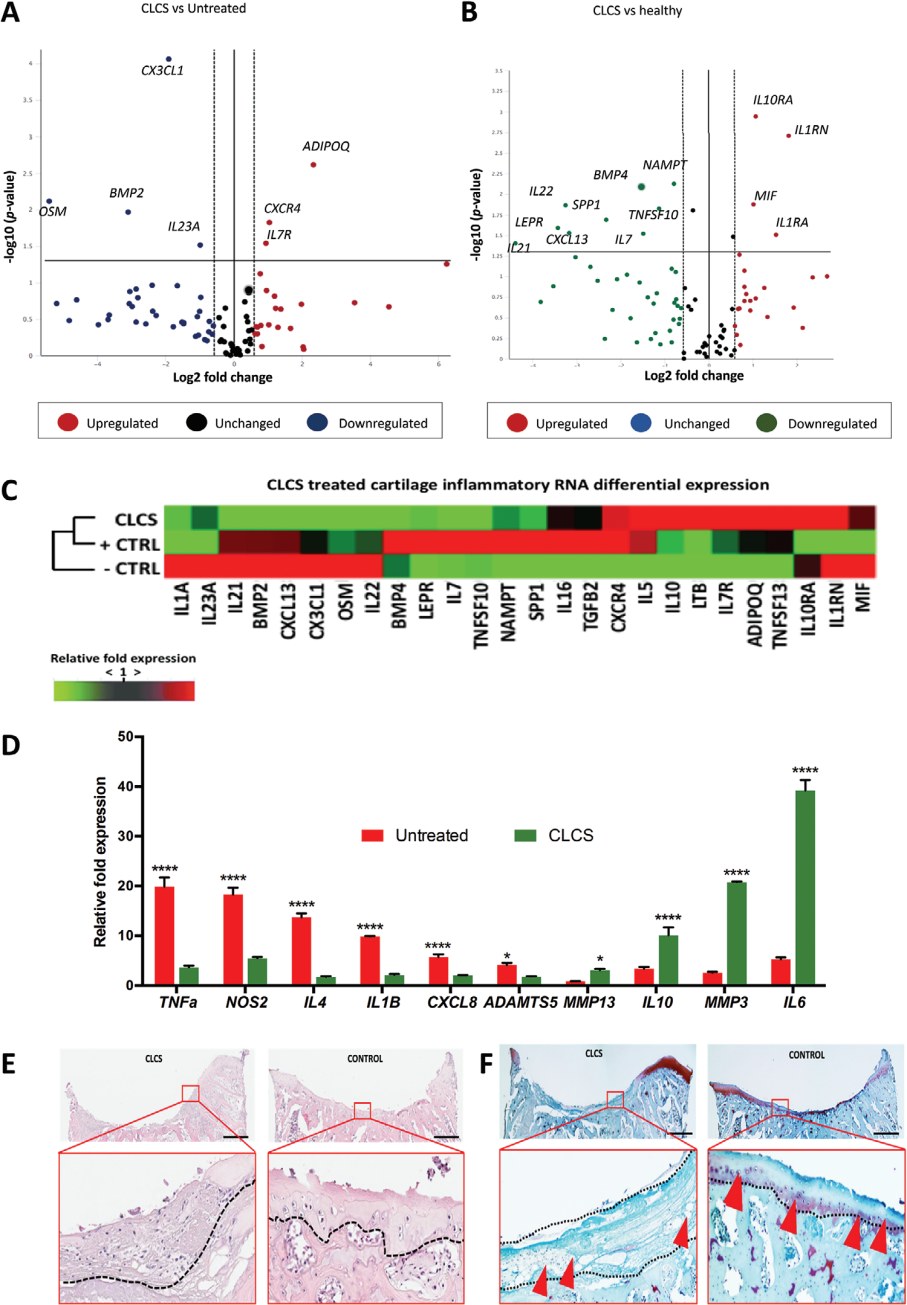
CLCS implanted scaffolds induction 1 week after surgery.A,B) Scatter volcano plots to visualize differential expression patterns tested through the RT^2^ Profiler PCR array rabbit inflammatory cytokines & receptors between CLCS treated and untreated control A) and between CLCS treated and B) healthy control cartilage. Vertical dotted lines correspond to 1.5‐fold up and down respectively, and the horizontal line represents a *p* value of 0.05. C) Heatmap of differentially expressed genes between hierarchically clustered CSCL treated, untreated (‐CTRL) and healthy cartilage (+CTRL) in in vivo explants. Differential expression levels of genes are displayed as color‐coded: red represents over‐expression while green under‐expression. D) Inflammatory pathway‐specific gene markers relative expression of CLCS treated tissue explants compared to untreated control explants 1‐week postimplantation (healthy control = 1 not shown). Results were tested for significance using two‐way ANOVA followed by Sidak's multiple comparisons test between groups from a minimum of three biological replicates. * and **** were used for *p* values lower than 0.05 and 0.0001. E,F) Representative images of E) hematoxylin and eosin staining of the cellular composition and structure and safranin‐O tissue staining F) of ECM composition. All images refer to untreated empty control (CONTROL) and CLCS scaffold (CLCS) treated joint defects (and insets in red boxes) at 7 d postsurgery. Scale bar represents 1 mm.

To further evaluate the tissue molecular inflammatory response induced by CLCS scaffolds implanted at damaged articular cartilage, the RNA expression was evaluated using specific gene markers involved in inflammation within the cartilage.^[^ ^22^ ^]^ Cytokine expression including TNFa, NOS2, IL1B, IL4, IL6, CXCL8, and IL10 and cartilage proteases MMP3, MMP13, and ADAMTS5 specific primers were used to detect the level of expression in real‐time polymerase chain reaction (RT‐PCR) experiments (Figure 3D). CLCS treated explants exhibited a significant decrease (0.18 ± 0.01‐fold, *p* < 0.0001) in TNF*α* expression compared to untreated damaged control explants. Similarly, CLCS treated explants displayed a significant decrease (0.30 ± 0.01‐fold, *p* < 0.0001) in NOS2 expression. In addition, CLCS treated explants inflammatory cytokines IL1B, IL4, and CXCL8 RNA expression was found downregulated (*p* < 0.0001) in comparison to untreated damaged control. However, CLCS treated explants exhibited a significant increase (7.45 ± 0.34‐fold, *p* < 0.0001) in IL6 expression compared to untreated damaged control explants (Figure 3D).

Matrix proteases expression was also compared between groups. CLCS treated explants displayed a significant decrease (0.43 ± 0.01‐fold, *p* < 0.05) in ADAMTS5 expression compared to untreated damaged control. Differently, CLCS treated cartilage exhibited a significant increase (3.64 ± 0.26‐fold and 8.22 ± 0.05‐fold, *p* < 0.05 and *p* < 0.0001) in MMP13 and MMP3 expression respectively in comparison to untreated controls 1 d postsurgery. Interestingly, CLCS treated cartilage explants showed a significant increase (2.99 ± 0.40‐fold, *p* < 0.0001) in anti‐inflammatory IL10 expression compared to controls.

In order to determine the tissue level effect of these gene expression networks, CLCS treated and untreated explants were examined using H&E and Safranin O staining. H&E stained slides from 1 week postsurgical CLCS treated samples displayed nuclear and ECM staining, indicating the presence of cellular infiltrates at the damaged area (Figure 3E). The pink‐stained porous collagen‐based scaffolds could be delimited from the surrounding cartilage tissue. Interestingly, the CLCS scaffolds exhibited nuclei eosin staining indicating cellular infiltration from the surrounding tissues. In comparison, untreated defects displayed poor cellular presence (Figure 5E). Safranin O stained slides (Figure 3F) displayed dark nuclear staining confirming the cellular infiltration into the porous scaffolds. Moreover, CLCS treated samples lacked the presence of Safranin O stained areas, showing ECM depletion at the trauma site. The CLCS scaffold may be expected to stain red in the presence of Safranin O, however in some instances, monoclonal antibodies are required to stain proteoglycans following significant depletion.^[^ ^23^ ^]^ On the contrary, untreated defects displayed a continuous fade layer of reddish Safranin O stained area (probably the mineralized cartilage part remained after the defect) including the presence of round big cells neighbored close together (Figure 3F).

In order to confirm the data of the RNA array, CyTOFwas used to evaluate the infiltration of immune cells 1 week postimplantation. Following implant, the CLCS scaffold has immediate effects on the type of immune cells that migrate and infiltrate to the site. **Figure** **4** demonstrates that among untreated and CLCS samples, the relative prevalence of immune cells within the knee joint are significantly different. CLCS samples had a higher proportion of CD^11b+^ and CD206 cells, markers that demonstrate immune cells that are more involved in inflammation resolution. When examining the cell density of different clusters, there is a statistically significant difference in a variety of immune cells; CLCS samples had a statistically higher number of CD^3+^ (*p* = 0.03) and CD^206+^ (*p* = 0.07) cells, but had a statistically lower number of CD^14+^ (*p* = 0.09), compared to untreated samples (Figure 4B). Moreover, when all CLCS samples are pooled, the clustering of immune cells is different compared to untreated samples (Figure 4A). Figure 4A demonstrates visually that CLCS samples have a smaller proportion in cluster 2 (CD^14+^) and cluster 8 (Ki^67+^).

**Figure 4:**
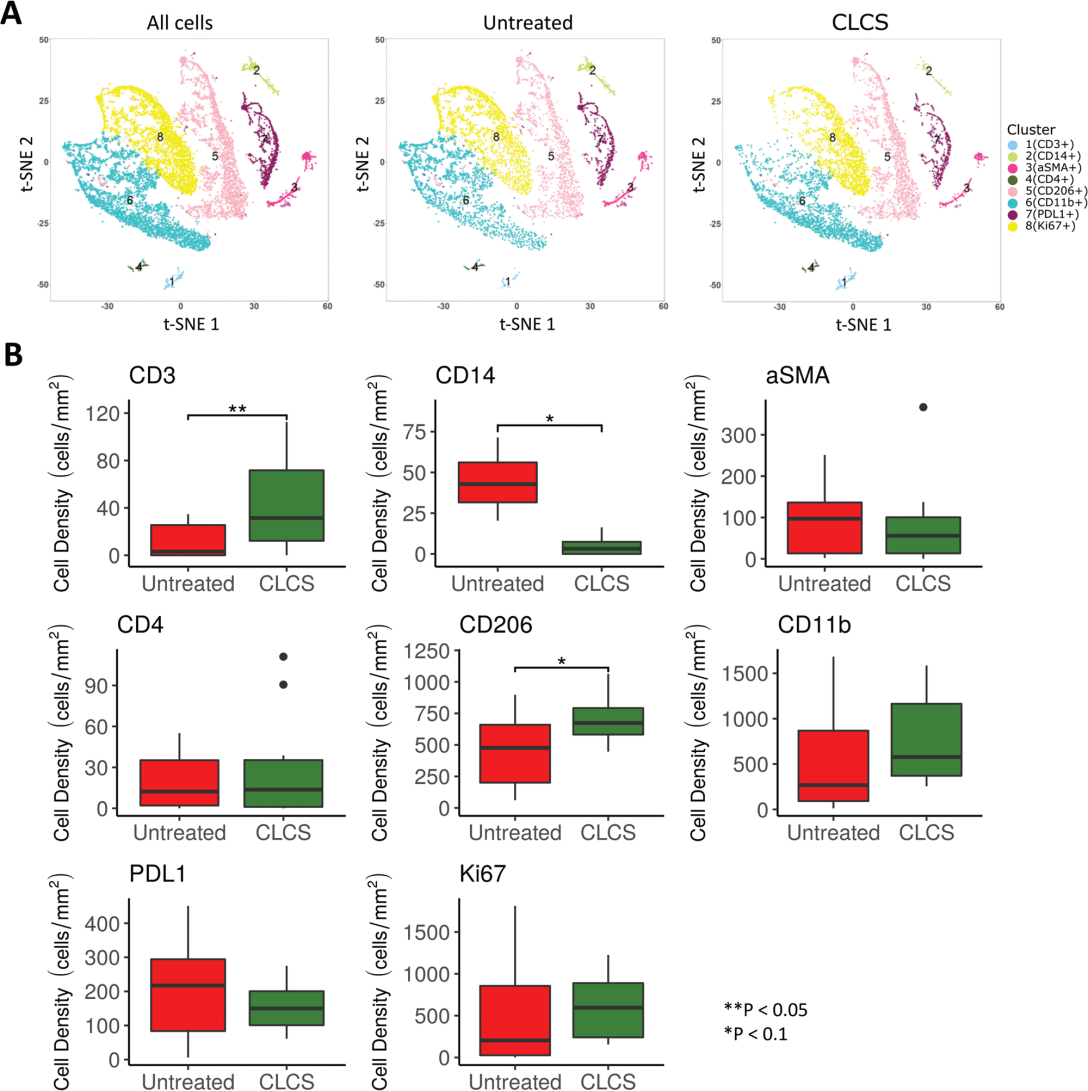
Immune cells’ infiltration after 1 week. A) Total data and empty defect (control) and scaffold treated tSNE plots constructed from Cytof imaging of inflammatory marker stain panels showing color‐coded CD marker‐based immune cell clusters, 1 week after treatment. B) Cell density values for each cluster, separated by ilastik and CellProfiler and attributed to the predominant maker. Results were tested for significance using a nonpaired t‐Test and significant differences in cell clusters denoted with an *. In order to determine the immunomodulary effects of CLCS scaffolds following injury, CyTOF was used to evaluate the infiltration of immune cells 1 week postimplant. Following implant, the CLCS scaffold has immediate effects on the type and number of immune cells that migrate and infiltrate to the site. Following implantation, sections of the knee joint were obtained and stained with different antibodies to determine relative prevalence of different cells. Figure 4B demonstrates that among untreated and CLCS samples, the relative prevalence of immune cells prevalent within the knee joint are different. CLCS samples had a higher proportion of CD^11b+^ and CD^206^ cells, markers that demonstrate immune cells that are more tissue regeneration rather than inflammation. When examining the cell density of different clusters, there is a statistically significant difference in a variety of immune cells; CLCS samples had a statistically higher number of CD^3+^ (*p* = 0.03) and CD^206+^ (*p* = 0.07) cells, but had a statistically lower number of CD^14+^ (*p* = 0.09), compared to untreated samples (Figure 4B). Moreover, when all CLCS samples are pooled, the clustering of immune cells is different compared to untreated samples (Figure 4A). Figure 4A demonstrates visually that CLCS samples have a smaller proportion in cluster 2 (CD^14+^) and cluster 8 (Ki^67+^).

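RNA sequencing was performed on 9 libraries collected 12 weeks after surgery: 3 from CLCS treated defects, 3 from untreated defects and 3 from healthy cartilage. The defects lay in the trochlea, and the scheme in Fig. 5A takes the healthy tissue from the condyle, so each difference from healthy cartilage is also a difference in site. The authors selected polyA RNA with the TruSeq protocol, aligned read pairs to oryCun2.0 with TopHat and Bowtie, disregarded multiple alignments, counted alignments per gene with eXpress and normalized the counts with DESeq2. The deposited tables, one per comparison with the 3 healthy libraries repeated in both, list 14870 genes by Ensembl identifier, 11076 of them with a symbol. The columns are headed as total counts but hold decimals. Each value is a whole number of reads divided by the DESeq2 size factor of its library, and 100% of the values of every library could be returned to whole reads.
The recovered reads summed to between 751908 and 944448 per library in healthy cartilage (median 918630), between 724986 and 915657 in untreated defects (median 800866) and between 780191 and 1226408 in CLCS treated defects (median 957031). These sums amount to 1.22% to 2.06% of the aligned pairs that the paper's Table 2 gives for the same libraries. All values reported here rest on the deposited values or the recovered reads. A single gene without a symbol, ENSOCUG00000023467, held between 1.49% and 49.4% of the reads of a library. Of the reads on the 13 mitochondrial protein genes, 86.0% to 94.4% lay on ND6, the one among them encoded on the other strand. Genes that most tissues express abundantly had few reads, such as ACTB with 10 to 128 and GAPDH with 15 to 91 reads per library. Whether reads were counted on the strand opposite to the gene is not settled. A value given at a gene may therefore hold reads of a neighbouring gene.
Gene expression was compared between pairs of groups with limma and its empirical Bayes step on log2 of the deposited value plus 1, after the low-count filter of edgeR (filterByExpr) on the recovered reads. P-values were adjusted by the Benjamini-Hochberg method, and a gene is called when its adjusted p is under 0.05. Normalized reads, the deposited unit, are given as mean ± SD of 3 libraries, and a standard error follows a log2 fold change. Where all 3 libraries of a group had 3 reads or fewer, a limit on the fold is given in place of a fold change. With 3 against 3 libraries an exact two-sided p cannot go under 0.1. The labels give replicate numbers 1 to 3 in each group, and the paper's text does not state whether the same number marks the same rabbit. Gene positions and neighbouring genes were taken from the RefSeq annotation of mOryCun1.1, another assembly than the one the reads were aligned to.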

Finally, in order to monitor the cartilage repair process at a molecular level, animals were sacrificed, and tissue was harvested at 12 weeks post surgery; CLCS treated, untreated and healthy cartilage tissues were then processed for RNA‐sequencing analysis (**Figure** **5**A). Prior to alignment, FastQC was used to monitor the quality of raw Illumina reads, all of which displayed acceptable QC metrics. High‐quality reads were unequivocally aligned to the reference genome, and multiple alignments were disregarded following recommended ENCODE Guidelines (**Table** **2** and Figure 5B).^[^ ^24^ ^]^

**Figure 5:**
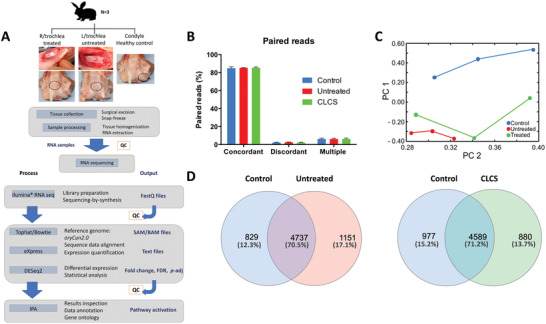
RNA sequencing 12 weeks postsurgery. A) Study design and pipeline analysis. CLCS scaffolds treated trochlear defects were excised surgically 12 weeks after surgery and compared to untreated defect and healthy cartilage controls. RNA was extracted from tissue samples and sequenced using Ilumina RNA sequencing technology. Data were aligned to “oryCun2.0” using Bowtie to produce SAM files. Unique alignments were then counted using eXpress to produce Text files. Using DESeq2, data were normalized prior to calculation of differential gene expression. IPA software was used to annotate the results obtained. L (left), R (right), QC (quality control). B) Quality control of the alignment to “oryCun2.0” displaying concordant discordant and multiple alignment percentages. C) PCA plot displaying the similarities correlated to the distances between experimental groups normalized according to gene expression. D) Venn diagrams showing the overlap between the lists of expressed transcripts in control, untreated, and CLCS cells.

**Table 2:** RNA sequencing quality control parameters prior to data analysis. The table reports the sequencing data of the experimental samples number of reads in the right direction, left direction, and paired reads, the % alignment to the reference genome oryCun2a.fa, multiple and discordant alignments

Sample	Reads	Right reads		Left reads		Aligned pairs			
		Mapped	Multiple alignments	Mapped	Multiple alignments	Paired reads	Concordant	Discordant	Multiple
Control 1	59616857	90.40%	4.90%	89.80%	4.90%	51987157	85.50%	1.90%	4.90%
Control 2	61583331	88.50%	6.50%	87.90%	6.50%	52360874	83.10%	2.30%	6.50%
Control 3	60644061	91.50%	6.90%	90.80%	6.90%	53498659	86.00%	2.50%	6.90%
Untreated 1	70829783	90.90%	5.60%	90.10%	5.60%	62037139	85.60%	2.20%	5.60%
Untreated 2	62623989	91.20%	6.90%	90.20%	6.90%	54847093	85.20%	2.80%	7.00%
Untreated 3	68335605	90.80%	5.50%	89.70%	5.60%	59555514	85.00%	2.40%	5.60%
CLCS 1	59156456	90.20%	5.90%	88.90%	5.90%	51135627	84.50%	2.20%	6.00%
CLCS 2	67797552	90.90%	7.20%	89.70%	7.30%	59146477	85.20%	2.40%	7.30%
CLCS 3	67854294	91.10%	5.10%	90.10%	5.10%	59582743	86.40%	1.60%	5.20%

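Replicates were compared across the 3812 genes that passed the low-count filter over all 9 libraries. Pearson correlations across genes were taken on log2 of the deposited value plus 1. They were between 0.867 and 0.887 for the pairs of healthy libraries and between 0.852 and 0.923 for the pairs of untreated libraries. For the pairs of CLCS libraries they were between 0.910 and 0.924. Genes are not independent replicates, so these values describe similarity only. Pairs that joined an untreated and a CLCS library ranged from 0.871 to 0.951, which overlaps the range within either group. Pairs of a healthy and an untreated library ranged from 0.761 to 0.862, and pairs of a healthy and a CLCS library from 0.814 to 0.882. In every pair of libraries, replicates included, the difference exceeded what counting noise alone would give, with a chi-square per degree of freedom of at least 7.31. Principal components were taken on log2 CPM (counts scaled to the library total, here adjusted by the TMM normalization of edgeR). The first component held 35.4% of the variance. On it the healthy libraries lay between -35.0 and -29.0, the untreated libraries between 9.6 and 34.6 and the CLCS libraries between 8.2 and 18.3. On the second component, with 16.3% of the variance, untreated libraries lay from -25.8 to 23.9 and CLCS libraries from -21.4 to 12.0.

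**Figure D1:**
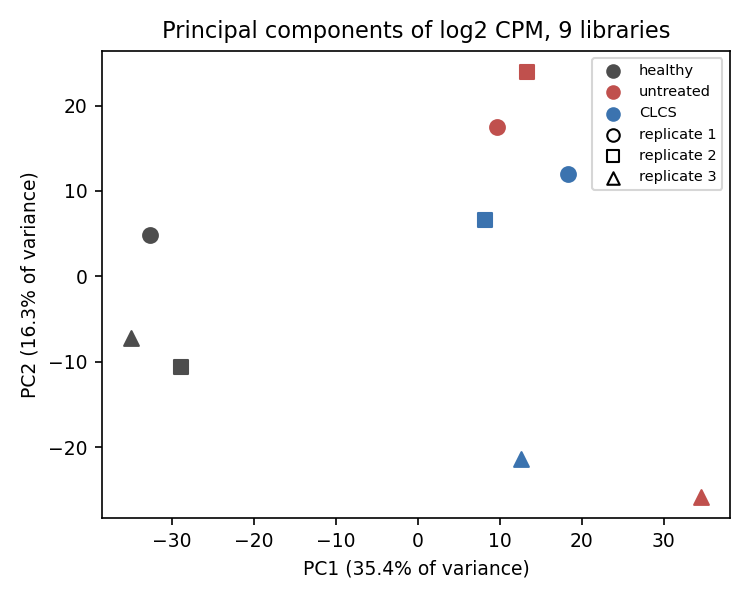
First and second principal component of log2 CPM of 3812 genes in 9 libraries; each point is one library, colors mark the group and symbols the replicate number. The 3 healthy libraries lie between -35.0 and -29.0 on the first component and all 6 libraries from defects lie above 0.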

Sample replicates displayed significant reproducibility in terms of gene expression, as inferred from the principal component analyses (PCA) (Figure 5C). 

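The position of each CLCS library between both controls was measured as its share of the way from the mean of the healthy libraries (0%) to the mean of the untreated libraries (100%), over all genes of the principal component plot. The 3 CLCS libraries lay at 91.1%, 74.5% and 72.7% of the way, a mean of 79.4% ± 10.2 (SD, n = 3). The untreated libraries themselves lay at 85.6%, 96.8% and 118%, and their mean is 100% by construction. Because an untreated library takes part in its own mean, each was also left out of it in turn, and then lay between 65.0% and 86.5% of the way (mean 74.8%). When the labels of the 6 libraries from defects were exchanged in all 20 ways, 10 labelings placed the group named CLCS as close to healthy or closer (exact one-sided permutation test, p = 0.5, where the smallest p the design allows is 0.05). That exchange ignores that the scaffold was placed in the right knee of an animal and the left knee left untreated. Exchanged only within pairs of equal replicate number, which was chosen after the values were seen, 3 of 8 labelings did so (exact one-sided permutation test, p = 0.375, smallest possible 0.125). The distance between the means of the healthy and CLCS libraries was 48.4 on the log2 scale. It was 53.1 between healthy and untreated and 26.0 between untreated and CLCS libraries. Single libraries lay 45.0 to 64.0 apart within the untreated group, 43.8 to 49.7 within the CLCS group and 34.9 to 60.4 between these groups. A distance between means also holds this spread, so 26.0 does not by itself show that the groups differ. A healthy library left out of its own mean lay between 20.8% and 31.5% of the way. Leaving out untreated replicate 1 moved the mean position of the CLCS libraries to 69.2%, the largest move of the alternatives tried. From the intermediate position on its own principal component plot, the paper proposes a more efficient transition of CLCS treated cartilage towards a healthy state.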

Interestingly, CLCS treated cartilage repaired for 12 weeks positioned somewhere in between both controls, suggesting a more efficient transition towards a healthy cartilage state (Figure 5C). 

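A gene was taken as detected in a group when all 3 of its libraries had at least 1 read, since the paper's text gives no rule for presence. By gene identifier, 6887 genes were detected in healthy cartilage, 7320 in untreated defects and 6746 in CLCS treated defects. Counted as distinct symbols, a choice made after seeing the data, the numbers were 5565, 5887 and 5468. They depended on the minimum set for presence. With at least 100 reads in all 3 libraries, the alternative that moved them most, 520, 583 and 505 genes were detected. Detection also depends on depth, so the reads of every library were drawn down to 724986, the smallest total. At this equal depth 6419 genes were detected in healthy, 7068 in untreated and 5980 in CLCS samples. This draw leaves fewer reads for the other genes in libraries where ENSOCUG00000023467 takes a large share. Drawn again without this gene, to 613952 reads per library, a choice made after the values were seen, the reads gave 6746, 7047 and 6660 genes.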

The sequencing analysis of the healthy control sample identified 5566 different transcripts, while 5888 and 5469 transcripts were identified in the untreated and CLCS samples respectively (Figure 5D). Overall, transcript expression levels seemed consistent among specimens, however the untreated sample showed a modest increase in the percentage of unique transcripts as opposed to control in comparison with the CLCS sample (17.1% > 13.7%, **Figure** **6**D). These differences may account for increased transcriptional activity related to continuous wound healing.

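Of the genes detected in healthy or untreated samples, 1472 were detected in untreated samples and not in healthy ones, which is 17.6% of their union. For CLCS and healthy samples the number was 1100, or 13.8%. At equal depth, the shares were 19.6% and 12.4%, and the draw without ENSOCUG00000023467, chosen after the values were seen, brought them closer, to 17.1% and 14.1%. Most of these genes were close to the limit of detection: the median of their highest read number was 4 reads for those of untreated samples and 3 reads for those of CLCS samples. A read in at least 1 healthy library was found for 89.7% of the former and 90.4% of the latter. Only 4 and 2 of them, respectively, were called against healthy samples. A rule of at least 1 CPM in all 3 libraries was also tried, in which ENSOCUG00000023467 counts towards the total of a library. The share was then 8.44% for CLCS samples and stayed at 17.6% for untreated samples. This rule asked for more than 1 read only in CLCS replicate 3, which had the most reads (1226408). The share of untreated samples could therefore not move. The genes of healthy cartilage that the other group lacked made up 12.4% of the union with untreated samples and 15.5% of the union with CLCS samples.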

**Figure 6:**
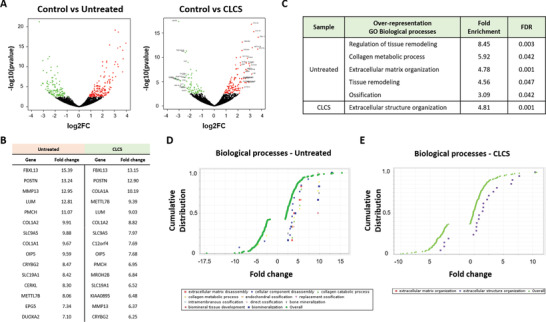
Cartilage transcriptome pathway analysis. A) Volcano plots comparing statistical significance against log2 fold change between control and untreated/CLCS samples. Green color dots represent significantly down‐regulated genes (log_2_FC < = ‐0.3, FDR < 0.05). Red color dots represent significantly upregulated genes (logFC > = 0.39, FDR <0.05). B) Top 15 genes altered (up) in untreated/CLCS cells compared with the control. C) Table containing the list of PANTHER pathways identified as over‐represented when comparing the lists of genes expressed in untreated/CLCS samples as opposed to control (PANTHER Annotation “GO Biological process”). D,E) Cumulative distribution analyses of the differentially expressed genes in untreated/CLCS cells, the graphs display fold‐change distributions of significantly enriched processes.

In order to investigate the level of differential expression between samples (false discovery rate (FDR)<0.05), both untreated and CLCS expression profiles were compared to healthy cartilage using the DESeq2 software package. 

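In untreated against healthy samples, 3496 genes had enough reads to be tested, and 89 of them were called, 47 with higher and 42 with lower expression. An unadjusted p under 0.05 was found for 582 genes. Of the called genes, 15 had no symbol in the deposited table. The 3 untreated libraries lay entirely above or below the 3 healthy libraries for 769 of the tested genes, 22.0% where 10% are given by chance, and all 89 called genes were among them. The number of genes called moved with the test: DESeq2 on the recovered reads called 275 genes, including 88 of those above, and edgeR with TMM called 87, with 77 in common. It fell further when a library was left out, to 4, 2 and 7 genes without healthy replicate 1, 2 and 3, and to 2, 5 and 2 genes without untreated replicate 1, 2 and 3.
The largest increases among the called genes were those of POSTN, FBXL13, MMP13, COL1A1 and PMCH, and the largest decreases those of ENSOCUG00000005327, TPR, ENSOCUG00000010646, UVRAG and ENSOCUG00000009111. ENSOCUG00000005327, a gene without a symbol, had 3801 to 7091 reads per healthy library and 77 to 130 per untreated library, with a log2 fold change of -5.67 (SE 0.32, adjusted p = 0.000966 from limma), and was called in 6 of the 6 fits that left out 1 library. TPR, whose position overlaps that of PRG4 and lies within 1000 bases of ODR4, had a log2 fold change of -4.37 (SE 0.53, adjusted p = 0.0244). ENSOCUG00000009111, with 28 to 69 reads in healthy and 1 to 4 in untreated libraries, had -3.76 (SE 0.45, adjusted p = 0.0244). UVRAG was at least 5.82-fold lower, and ENSOCUG00000010646 at least 15.5-fold lower. Of the 6 fits that left out 1 library, 1 called TPR, 0 called ENSOCUG00000009111, 0 called UVRAG and 1 called ENSOCUG00000010646. Of the genes that the paper names for this experiment, 60 are in the table and 48 were tested, of which 12 were called over all genes and 40 when adjusted over the list alone. The latter is not independent evidence, because the study chose these genes on the same libraries.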

Results of differential gene expression analysis between healthy control and untreated samples pinpointed 293 genes with significantly different levels of expression (Figure 6A); 169 upregulated and 124 downregulated (Table S3, Supporting Information). Similarly, 198 genes significantly changed their expression levels when evaluating the differential expression levels of healthy control and CLCS samples (Figure 6A); 125 and 73 genes with up‐regulated and down‐regulated expression respectively (Table S3, Supporting Information). 

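In CLCS against healthy samples, 104 of the 3294 tested genes were called, 70 with higher and 34 with lower expression, and 576 had an unadjusted p under 0.05. Symbols were missing for 18 of the called genes. The groups lay entirely apart for 796 genes (24.2%, against 10% by chance for libraries that are not paired). Without CLCS replicate 1 the number of called genes was 0, with 436 at an unadjusted p under 0.05. It was 25 and 31 without CLCS replicate 2 and 3, and 56, 81 and 19 without healthy replicate 1, 2 and 3. With the replicate number as a block, 125 genes were called, 85 of them also without it. The largest increases were those of POSTN, FBXL13, ENSOCUG00000027376, COL1A1 and KCTD19, and the 4 largest decreases those of ENSOCUG00000005327, UVRAG, TMIE and CA9. KCTD19, which overlaps PLEKHG4 and lies within 1000 bases of LRRC36, rose from 85.7 ± 59.3 to 1256 ± 645 normalized reads, and was called in 3 of the 6 fits that left out 1 library. ENSOCUG00000027376 was at least 16.9-fold higher, UVRAG at least 4.68-fold and TMIE at least 5.48-fold lower. CA9, within 1000 bases of TPM2, fell to 0 to 5 reads from 18 to 69, and ENSOCUG00000005327 had a log2 fold change of -4.10 here. Of the genes the paper names, 47 were tested, 16 were called over all genes and 28 when adjusted over the list alone.
Both comparisons called 47 genes, all in the same direction, 42 were called in untreated samples only and 57 in CLCS samples only. Of the former, 31 were tested in CLCS against healthy samples, and all 31 changed in the same direction, 29 with an unadjusted p under 0.05. Of the latter, 51 were tested in untreated samples, all 51 changed in the same direction and 47 had an unadjusted p under 0.05. Between CLCS and untreated samples, 11 of the 31 tested genes of the former had an unadjusted p under 0.05 in limma. Of the latter, 1 of 48 did. Both sets were chosen on the same libraries, so these numbers are not independent evidence. Across the 3213 genes tested in both, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.88 across genes and the same sign for 81.0%. Both comparisons share the healthy libraries, which alone gave a median correlation of 0.51 and the same sign for 67.0% of genes in 20 simulations without any change. The direct test of CLCS against untreated samples called 0 of 3275 genes, with 95 at an unadjusted p under 0.05. With the replicate number as a block it also called 0, with 164 at an unadjusted p under 0.05. These groups lay apart for 8.34% of genes, where chance gives 10% for libraries that are not paired. Libraries of equal number were alike in these groups, so this level need not hold for them. Of the genes the paper names, 48 were tested directly, with 0 called when adjusted over the list alone and 4 at an unadjusted p under 0.05.

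**Figure D2:**
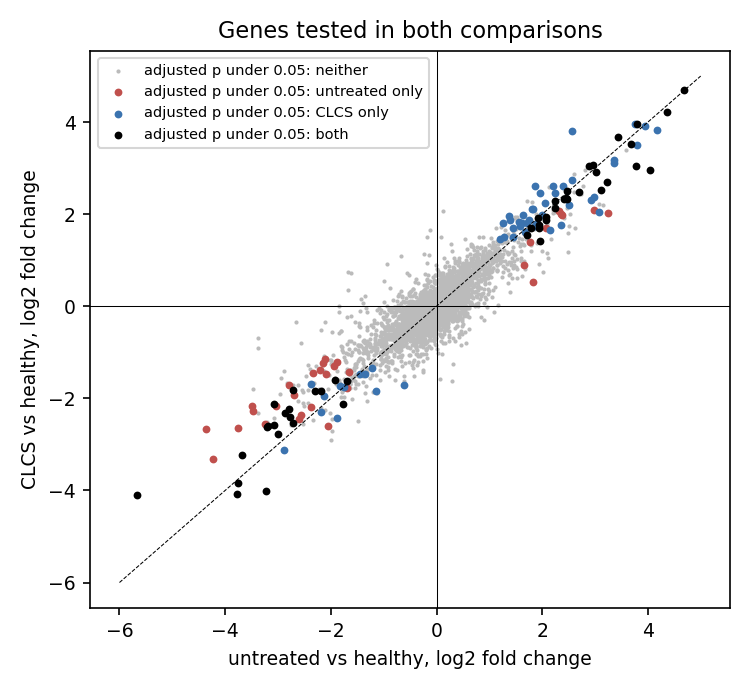
Log2 fold change against healthy cartilage of the 3213 genes tested in both comparisons, with untreated samples on the horizontal axis and CLCS samples on the vertical axis; each point is a gene, colored by the comparison in which its adjusted p from limma is under 0.05, and the dashed line marks equal values. All 47 genes called in both changed in the same direction.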

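MMP13 (ENSOCUG00000002481; chromosome 1, 94628016 to 94640054 in mOryCun1.1) encodes a collagenase. It had 4.13 ± 0.552 normalized reads in healthy, 85.7 ± 26.3 in untreated and 39.7 ± 12.1 in CLCS samples. Its log2 fold change was 4.04 (SE 0.32, adjusted p = 0.00513) in untreated samples and 2.95 (SE 0.31, adjusted p = 0.0104) in CLCS samples. Of the 6 fits that left out 1 library in each comparison, 6 called it in untreated and 5 in CLCS samples, where the fold change was 2.74 and no longer called without CLCS replicate 1. In CLCS against untreated samples its log2 fold change was -1.10 (SE 0.35, unadjusted p = 0.0146, adjusted p = 0.996), and the libraries of these groups did not overlap.
COL1A2 (ENSOCUG00000012264; chromosome 16, 41507387 to 41543613) encodes a chain of type I collagen and had 88.6 ± 79.5 normalized reads in healthy, 899.9 ± 123 in untreated and 825 ± 238 in CLCS samples. The log2 fold changes were 3.68 (SE 0.59, adjusted p = 0.0292) and 3.53 (SE 0.59, adjusted p = 0.0288), called in 1 and 1 of the 6 fits that left out 1 library. POSTN, with 0 to 7 reads in a healthy library, rose by 4.69 (SE 0.74, adjusted p = 0.0286) in untreated and 4.69 (SE 0.67, adjusted p = 0.0168) in CLCS samples. FBXL13, which overlaps LRRC17, ARMC10 and FAM185A, rose by 4.36 (SE 0.62, adjusted p = 0.0251) and 4.21 (SE 0.43, adjusted p = 0.0104), and PMCH, which overlaps PARPBP, by 3.77 (SE 0.43, adjusted p = 0.0244) and 3.05 (SE 0.37, adjusted p = 0.0105). Of the 6 fits that left out 1 library, 1 in untreated and 3 in CLCS samples called POSTN, 0 and 5 called FBXL13, and 1 and 5 called PMCH. Some genes of Fig. 6B were called in CLCS samples only. The adjusted p was 0.0783 in untreated and 0.0104 in CLCS samples for SLC19A1, 0.0627 and 0.0496 for SLC9A5, and 0.0927 and 0.0160 for CRYBG2, and the log2 fold change was 3.36 and 3.17, 4.18 and 3.83, and 3.36 and 3.11, respectively. DESeq2 called these 3 genes in untreated samples as well. SLC9A5 lies within 1000 bases of FHOD1 and of PLEKHG4, which KCTD19 overlaps, and CRYBG2 within 1000 bases of ZNF683. CERKL, which overlaps ITGA4, was called in untreated samples (3.25, adjusted p = 0.0272) and not in CLCS samples (2.02, adjusted p = 0.0851), where it was called with the replicate block (adjusted p = 0.0214, among values of 0.00285 to 0.244 over all alternatives).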

The list of top differentially expressed genes is depicted in Figure 6B and includes well‐known markers of tissue remodeling and extracellular matrix organization such as MMP13 and COL1A2 (Figure 6B).

To gain insight into which processes or pathways were significantly enriched within the list of differentially expressed transcripts, we performed overrepresentation and enrichment tests using the evolutionary relationship platform PANTHER. Interestingly, overrepresentation analyses on the genes differentially expressed in the untreated sample compared to control identified a series of enriched pathways that include processes such as “Regulation of tissue remodeling” or “Ossification” (Figure 6C). On the other hand, the only pathway that was significantly enriched upon cartilage growth on CLCS was “Extracellular structure organization” (Figure 6C). These results suggest the prevalence of remodeling features on the untreated wound at twelve weeks post‐injury, while the addition of CLCS seems to significantly abbreviate the duration of recovery. 

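Gene ontology annotation was not at hand, so gene families and short marker lists written before the data were examined were tested in its place with camera of limma, at a preset correlation between genes of 0.01. Of 17 lists with at least 3 tested members, 6 had an adjusted p under 0.05 in untreated against healthy samples. The bone list, which includes IBSP, SPP1 and BGLAP, had a median log2 fold change of 1.84, with 7 of 8 genes higher (camera adjusted p = 0.000601). The osteoclast list (CKB, CTSK and MMP9) had a median of 2.81 with 3 of 3 genes higher (adjusted p = 0.00932), and the matrix metalloproteinases a median of 2.45 with 3 of 4 higher (adjusted p = 0.00154). Lower expression was found for the cartilage matrix list (median -1.29, 0 of 10 genes higher, adjusted p = 0.000601), the small leucine-rich proteoglycans (-1.63, 0 of 7 higher, adjusted p = 0.00577) and the genes of hypoxia and glycolysis (-1.00, 4 of 13 higher, adjusted p = 0.00932). Single libraries moved some of these medians by more than 1.5 times. The cartilage matrix list had -0.63 without untreated replicate 3, the small leucine-rich proteoglycans -0.94 without healthy replicate 1, and the genes of hypoxia and glycolysis -0.42 without healthy replicate 1, -0.30 without untreated replicate 2 and -1.61 without untreated replicate 3, and 0.08 among genes with at least 10 reads in every library. LUM, a small leucine-rich proteoglycan that the filter left out of its list, went the other way, with 0 to 1 reads in healthy and 6 to 70 in untreated libraries, at least 11.0-fold higher. Above 0.05 with all libraries kept, the proteoglycans had medians of -0.53 without a filter, -0.60 with at least 10 counts in every library and -0.60 with all 9 libraries in one fit. The collagens as a family went both ways, with a median of -0.13 and 13 of 27 genes higher (camera adjusted p = 0.516), which was 0.12 with DESeq2, and 0.07 without healthy replicate 1, -0.22 without untreated replicate 1, 0.17 without untreated replicate 2 and -0.20 without untreated replicate 3. Under fry, a test that does not preset the correlation, only the matrix metalloproteinases stayed under 0.05 (adjusted p = 0.0122), and no list did with an estimated correlation (smallest adjusted p 0.385). The lists overlap, since COL1A1 and COL1A2 are in the bone list and among the collagens and MMP9 is in the osteoclast list and among the metalloproteinases.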

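In CLCS against healthy samples, 8 of the 17 lists had an adjusted p under 0.05 in camera. Higher expression was found for the bone list (median log2 fold change 1.92, 8 of 8 genes higher, adjusted p = 1.76e-05), the matrix metalloproteinases (2.36, 4 of 4, adjusted p = 0.00171), the osteoclast list (2.23, 3 of 3, adjusted p = 0.0193), the collagens (0.45, 18 of 26, adjusted p = 0.00408), the fibroblast list (0.90, 7 of 10, adjusted p = 0.00995) and the genes of Fig. 7B (0.17, 14 of 26, adjusted p = 0.0437). Lower expression was found for the small leucine-rich proteoglycans (-0.62, 1 of 7 higher, adjusted p = 0.0437) and the genes of hypoxia and glycolysis (-0.70, 4 of 13 higher, adjusted p = 0.0370). The cartilage matrix list had a median of -0.11 with 5 of 10 genes higher (adjusted p = 0.547), and of -0.07 without healthy replicate 1, -0.41 without healthy replicate 3, 0.16 without CLCS replicate 1, -0.28 without CLCS replicate 2 and -0.39 without CLCS replicate 3. With fry the matrix metalloproteinases alone stayed under 0.05 (adjusted p = 0.0315), and no list did with an estimated correlation (smallest adjusted p 0.432).
Some of these results rested on 1 library. The fibroblast list was above 0.05 with a median of 0.30 without CLCS replicate 3, and the median of the collagens was 0.74 without healthy replicate 2, 0.81 without CLCS replicate 1 and 0.11 without CLCS replicate 3. The genes of hypoxia and glycolysis were above 0.05 with medians of -0.39 without healthy replicate 1 and -0.42 without CLCS replicate 1, and the small leucine-rich proteoglycans with medians of -0.26 without healthy replicate 1, -0.31 without CLCS replicate 1 and -0.69 without CLCS replicate 2. The Fig. 7B genes changed direction or were above 0.05 with medians of 0.03 without healthy replicate 2, -0.12 without healthy replicate 3, 0.11 without CLCS replicate 2 and -0.01 without CLCS replicate 3, and had 0.61 without healthy replicate 1 and 0.28 without CLCS replicate 1. They were chosen by the study on these libraries and are not independent evidence. The osteoclast list had a median of 1.28 without healthy replicate 3. Some members that the filter left out went against their list. LUM, of the small leucine-rich proteoglycans, had 8 to 32 reads in CLCS libraries, at least 6.92-fold more than in healthy ones, COL7A1 among the collagens had 7 to 30 reads in healthy and 0 to 4 in CLCS libraries, and HMCN1 of Fig. 7B had 8 to 16 reads in healthy and 0 to 5 in CLCS libraries. With all libraries kept, the small leucine-rich proteoglycans were above 0.05 at medians of -0.21 without a filter, -0.57 with at least 10 counts in every library, -0.53 with all 9 libraries in one fit, -0.62 with the replicate number as a block and -0.63 with a pseudocount of 0.1. The same held for the Fig. 7B genes at 0.22 with limma-voom, 0.17 with the replicate number as a block and 0.18 with a pseudocount of 0.1, for the genes of hypoxia and glycolysis at -0.06 with at least 10 counts in every library and -0.77 with a pseudocount of 0.1, and among genes with at least 10 counts in every library for the collagens (0.29) and the fibroblast list (0.54), while the Fig. 7B genes changed direction there (-0.52).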

To corroborate the results observed with over‐representation analyses, we performed gene‐set enrichment tests using PANTHER software. These analyses confirmed that processes related with collagen metabolism and ossification, amongst others, were strongly enriched in the untreated sample (Figure 6D) but not in the CLCS sample (Figure 6E).

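The difference between the groups was tested directly, with the same lists in CLCS against untreated samples. The cartilage matrix list was higher in CLCS samples, with a median log2 fold change of 0.93 and 10 of 10 genes higher (camera adjusted p = 1.49e-05), and the median was 0.42 without untreated replicate 3. The collagens had a median of 0.44 (19 of 27 higher, adjusted p = 0.0127), and they were above 0.05 with medians of 0.10 without untreated replicate 2 and 0.22 without CLCS replicate 3. The bone list had a median of 0.19 (6 of 8 higher, adjusted p = 0.355), the osteoclast list -0.15 (1 of 3 higher, adjusted p = 0.422) and the matrix metalloproteinases -0.21 (2 of 6 higher, adjusted p = 0.422). These 3 medians moved by more than 1.5 times or changed sign with single libraries. For bone they were 0.47 without untreated replicate 1, -0.10 without untreated replicate 3, 0.08 without CLCS replicate 1 and 0.31 without CLCS replicate 3, where the first had an adjusted p under 0.05. For osteoclasts they were 0.25 without untreated replicate 1, -0.47 without untreated replicate 2, -0.44 without untreated replicate 3, -0.35 without CLCS replicate 1, -0.31 without CLCS replicate 2 and 0.17 without CLCS replicate 3, and for the metalloproteinases -0.38 without untreated replicate 2, 0.11 without untreated replicate 3 and -0.07 without CLCS replicate 2. Fry and the estimated correlation called no list in this comparison, with a smallest adjusted p of 0.695 and 0.588. From the enrichment of pathways in one group and not in the other, the paper proposes that remodeling prevailed in the untreated wound at this time and that CLCS shortened the recovery.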

In order to assess the organism‐specific molecular inflammatory response induced by CLCS scaffolds implanted at damaged articular cartilage, the RNA‐seq dataset was interrogated using Ingenuity Systems and Ingenuity Pathway Analysis (IPA) pathway databases. A simplified diagram of the IPA “Inflammatory pathway” displaying the differential expression of relevant inflammatory proteins and their specific receptors is shown in Figure S4 (Supporting Information). Regardless of the presence of CLCS scaffolds, cartilage injury seemed to elicit similar inflammatory‐related gene responses after injury (**Figure** **7**A). For instance, extracellular inflammatory signaling molecules IL21, SEMA3C, and TNIP1 were equally downregulated following cartilage injury both in the untreated and the CLCS samples, as were inflammatory effectors PTGES, ANXA8, and SOD3 (Figure 7A). 

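IL21 (ENSOCUG00000015304) had 10 to 47 reads in the healthy libraries, 0 to 4 in the untreated and 1 to 4 in the CLCS libraries, so that all libraries from defects lay under all healthy ones. It did not pass the low-count filter used with limma. DESeq2 with its prior on all 9 libraries without a filter, chosen after the values were seen, gave IL21 a log2 fold change of -3.05 in untreated (adjusted p = 0.000247, among values of 0.000247 to 0.0641 over the alternatives that tested it) and -2.58 in CLCS samples (adjusted p = 0.00416, among 0.00416 to 0.111). PTGES was also under the filter, with 5 to 38 reads in healthy libraries, 0 to 3 in untreated libraries, at least 5.41-fold lower, and 1 to 6 in CLCS libraries. TNIP1, which lies within 1000 bases of GPX3, had a log2 fold change of -2.70 (SE 0.47, adjusted p = 0.0324) in untreated and of -1.94 (SE 0.56, adjusted p = 0.121) in CLCS samples, with all libraries from defects under all healthy libraries. It was called in CLCS samples by DESeq2, and in untreated samples by 0 of the 6 fits that left out 1 library. DESeq2 also called SEMA3C in untreated samples. SEMA3C had log2 fold changes of -2.01 (SE 0.40, adjusted p = 0.0509) in untreated and -2.32 (SE 0.90, adjusted p = 0.246) in CLCS samples. SOD3 had -1.66 (SE 0.68, adjusted p = 0.278) and -0.76 (SE 0.63, adjusted p = 0.589), and ANXA8 -1.79 (SE 0.77, adjusted p = 0.303) and -0.95 (SE 0.65, adjusted p = 0.504), both with libraries from defects that overlapped the healthy ones in CLCS samples. Over the fits that left out 1 library, SOD3 ranged from -2.40 without healthy replicate 3 to -1.06 without healthy replicate 1 in untreated and from -1.50 without healthy replicate 3 to -0.16 without healthy replicate 1 in CLCS samples, ANXA8 from -2.35 without untreated replicate 1 to -1.00 without healthy replicate 1 and from -1.41 without healthy replicate 3 to -0.16 without healthy replicate 1, and SEMA3C in CLCS samples from -2.97 without CLCS replicate 2 to -1.13 without CLCS replicate 1.
In CLCS against untreated samples TNIP1 had a log2 fold change of 0.76 (unadjusted p = 0.177), SOD3 of 0.90 (unadjusted p = 0.0360) and ANXA8 of 0.84 (unadjusted p = 0.141), each with an adjusted p of 0.996 from limma. The genes of Fig. 7A had a median log2 fold change of -1.33 in untreated samples (8 of 19 genes higher, camera adjusted p = 0.0603) and of -0.95 in CLCS samples (8 of 19 higher, camera adjusted p = 0.547), the latter -0.16 without healthy replicate 1. The former was under 0.05 without single libraries, with a median of -1.08 without healthy replicate 3 and -1.72 without untreated replicate 1, and with all libraries kept at -1.59 with DESeq2, -1.34 with DESeq2 and its prior, -1.57 with edgeR and the size factors of DESeq2, -1.19 without a filter, -1.33 with the replicate number as a block and -1.56 with edgeR and TMM, chosen after the values were seen. Among the genes with at least 10 reads in every library these medians were 0.61 and 0.52.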

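STAB1 (ENSOCUG00000028026; chromosome 10, 97195751 to 97221008 in mOryCun1.1, overlapping NT5DC2) encodes a scavenger receptor. It had 383 ± 133 normalized reads in healthy, 665 ± 322 in untreated and 830.2 ± 208 in CLCS samples. The log2 fold change against healthy samples was 0.75 (SE 0.44, adjusted p = 0.482) in untreated and 1.15 (SE 0.36, adjusted p = 0.152) in CLCS samples, and the 3 CLCS libraries lay above the 3 healthy ones. DESeq2 called it in CLCS samples. The value in untreated samples was 0.38 without untreated replicate 3. In CLCS against untreated samples, the test of the difference itself, the log2 fold change was 0.40 (SE 0.39, unadjusted p = 0.341, adjusted p = 0.996), with a range over the fits without 1 library from 0.14 without untreated replicate 1 to 0.77 without untreated replicate 3, and the libraries of these groups overlapped.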

Interestingly, adipokine receptor STAB1 was found significantly upregulated only in the presence of CLCS scaffolds (Figure 7A and Table S3, Supporting Information), suggesting modest differences between the inflammatory responses of treated and untreated rabbits.

**Figure 7:**
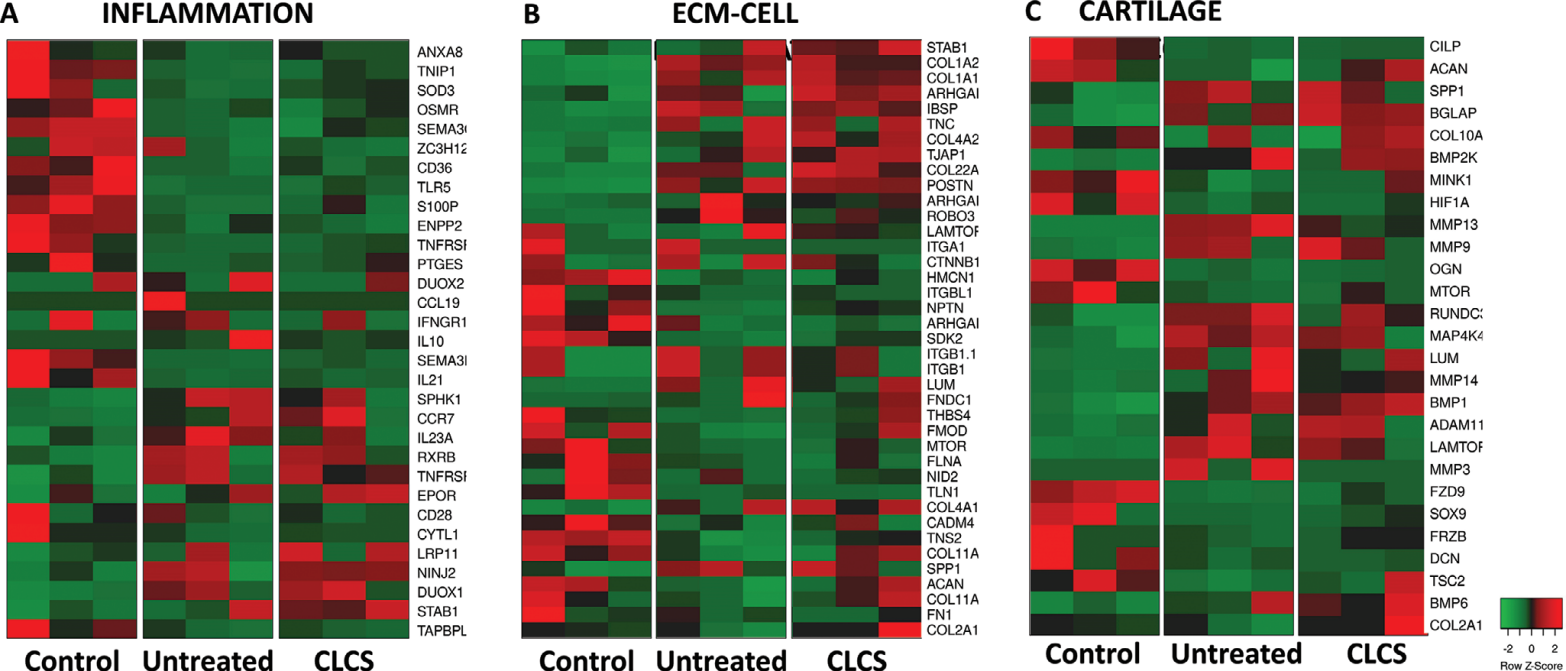
CLCS Treatment effect on Inflammation, ECM–cell communication, and cartilage homeostasis. A) Heatmap of differentially expressed genes of the inflammatory, B) ECM–cell communication, and C) cartilage homeostasis pathways between CSCL treated, untreated and healthy cartilage (control) in in vivo explants. Raw differentially expressed gene counts obtained from eXpress were mapped using heatmapper software^[115]^ and displayed as color‐coded: red represents overexpression while green underexpression.

To further explore the essential role of the molecular interaction between cells and their surrounding ECM in cartilage tissue homeostasis,^[^ ^25^ ^]^ IPA “ECM‐cell interaction” and “cartilage homeostasis” pathways were interrogated (Figures S5 and S6, Supporting Information). Similar to the inflammatory pathways, the presence of CLCS did not seem to dramatically alter the expression landscape of injury recovery (Figure 7B). Both CLCS and untreated cartilage displayed a significant increase in COL1A1, COL1A2, COL4A1 COL4A2, and COL22A1 compared to healthy cartilage (Figure 7B). However, some ECM collagenous components such as COL11A1 and COL11A2 were only found to be significantly altered in the untreated sample. 

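COL1A1 (ENSOCUG00000012881; chromosome 17, 26146307 to 26162191 in mOryCun1.1) had 126 ± 109 normalized reads in healthy, 1421 ± 575 in untreated and 1529 ± 457 in CLCS samples, with log2 fold changes of 3.79 (SE 0.70, adjusted p = 0.0398) and 3.95 (SE 0.65, adjusted p = 0.0277), called in 0 and 1 of the 6 fits that left out 1 library. COL22A1 rose by 1.86 (SE 0.47, adjusted p = 0.0916) in untreated and by 2.62 (SE 0.41, adjusted p = 0.0248) in CLCS samples. COL4A1 and COL4A2 lie within 1000 bases of each other. COL4A1 had 19.3 ± 15.5 normalized reads in healthy samples and rose by 2.14 (SE 0.68, adjusted p = 0.162) in untreated and 2.60 (SE 0.59, adjusted p = 0.0679) in CLCS samples, and was called in CLCS samples without healthy replicate 2 (3.20). COL4A2 rose by 1.64 (SE 0.46, adjusted p = 0.127) and 1.99 (SE 0.39, adjusted p = 0.0444), and the latter adjusted p was 0.0562 with the replicate number as a block, among values of 0.00199 to 0.164 over all alternatives. For each of these 4 genes all untreated and all CLCS libraries lay above the healthy libraries. COL4A1, COL4A2 and COL22A1 were called in untreated samples under DESeq2 only, with or without its prior on the fold change. In CLCS samples 2 of the 6 fits that left out 1 library called COL22A1 and 1 called COL4A2. COL4A1 was called in CLCS samples by DESeq2, limma-voom, edgeR with TMM and limma-trend. In CLCS against untreated samples COL22A1 had a log2 fold change of 0.75 (unadjusted p = 0.108), COL4A1 of 0.46 (unadjusted p = 0.366), COL4A2 of 0.34 (unadjusted p = 0.460) and COL1A1 of 0.16 (unadjusted p = 0.704), none past the correction in limma.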

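COL11A1 (ENSOCUG00000013367; chromosome 7, 67230699 to 67439701 in mOryCun1.1) had 263 ± 60.1 normalized reads in healthy, 122 ± 47.6 in untreated and 196 ± 88.6 in CLCS samples. The log2 fold change was -1.15 (SE 0.37, unadjusted p = 0.0171, adjusted p = 0.169) in untreated and -0.52 (SE 0.43, unadjusted p = 0.262, adjusted p = 0.588) in CLCS samples. COL11A2 (ENSOCUG00000016497), within 1000 bases of RXRB, had 642 ± 375, 286 ± 191 and 635 ± 251 normalized reads in healthy, untreated and CLCS samples. COL11A2 had a log2 fold change of -1.38 (SE 0.75, adjusted p = 0.435) in untreated and of 0.07 (SE 0.48, adjusted p = 0.961) in CLCS samples, and the latter was -0.01 without healthy replicate 2, -0.29 without healthy replicate 3 and -0.23 without CLCS replicate 3. Neither gene was called against healthy samples under any setting run. Between CLCS and untreated samples, COL11A1 differed by a log2 fold change of 0.62 (SE 0.47, unadjusted p = 0.222) and COL11A2 by 1.45 (SE 0.70, unadjusted p = 0.0738), both with an adjusted p of 0.996 from limma. Single libraries moved these differences, from 0.34 without CLCS replicate 3 to 1.07 without CLCS replicate 1 for COL11A1 and from 0.62 without untreated replicate 3 to 1.93 without untreated replicate 1 for COL11A2. Without untreated replicate 3 the change of COL11A2 in untreated samples was -0.55, and without CLCS replicate 1 that of COL11A1 in CLCS samples was -0.08.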

Similar differences can also be observed in the expression levels of important baseline membrane glycoproteins such as ACAN or FMOD (Figure 7A), supporting the idea that CLCS helped faster extracellular reorganization postinjury, especially in their proteoglycan components. 

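ACAN (ENSOCUG00000022093; chromosome 12, 80512 to 129978 in mOryCun1.1) encodes aggrecan and had 469 ± 142 normalized reads in healthy, 218 ± 103 in untreated and 385 ± 138 in CLCS samples. Its log2 fold change was -1.19 (SE 0.49, unadjusted p = 0.0438, adjusted p = 0.278) in untreated and -0.30 (SE 0.39, adjusted p = 0.749) in CLCS samples. FMOD (ENSOCUG00000009702), which encodes fibromodulin, had 70.4 ± 30.8, 19.9 ± 12.3 and 48.8 ± 25.5 normalized reads in healthy, untreated and CLCS samples. FMOD had a log2 fold change of -1.81 (SE 0.53, unadjusted p = 0.0108, adjusted p = 0.138) in untreated samples, where DESeq2 called it, and -0.53 (SE 0.50, adjusted p = 0.647) in CLCS samples. For both genes the untreated libraries all lay under the healthy ones. The direct difference between CLCS and untreated samples was 0.89 (SE 0.49, unadjusted p = 0.106) for ACAN and 1.28 (SE 0.51, unadjusted p = 0.0394) for FMOD, and neither passed the correction (adjusted p = 0.996 from limma). The difference in ACAN ranged from 0.40 without untreated replicate 3 to 1.18 without CLCS replicate 1, and without untreated replicate 3 its change in untreated samples was -0.70. In CLCS samples the change without single libraries ranged from -0.58 without healthy replicate 3 to -0.01 without CLCS replicate 1 for ACAN and from -0.95 without healthy replicate 2 to -0.20 without CLCS replicate 1 for FMOD. From differences in one group only, the paper proposes that CLCS helped a faster reorganization of the extracellular matrix after injury, above all in its proteoglycans.

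**Figure D3:**
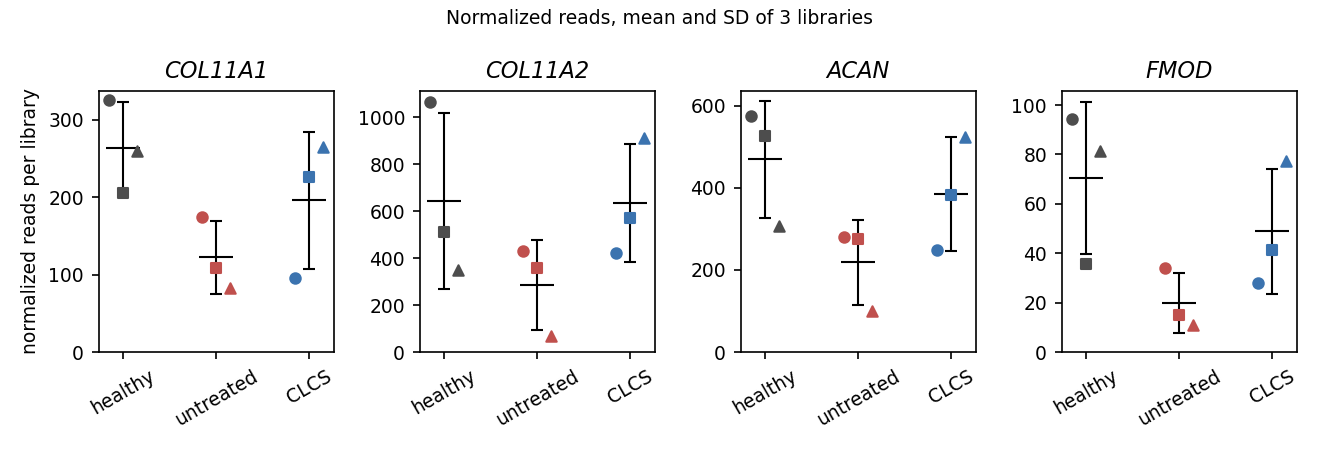
Normalized reads of COL11A1, COL11A2, ACAN and FMOD in each library by group; symbols mark the replicate number, and the bar and whiskers the mean and SD of 3 libraries. ACAN has a mean of 469 normalized reads in healthy, 218 in untreated and 385 in CLCS samples.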

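SOX9 (ENSOCUG00000011639; chromosome 17, 7733054 to 7738316 in mOryCun1.1), a transcription factor of chondrocytes, had 4 to 41 reads in the healthy libraries, 4 to 6 in the untreated and 4 to 9 in the CLCS libraries, and was under the low-count filter in every comparison. Its mean was 26.1 ± 19.9 normalized reads in healthy, 4.12 ± 0.559 in untreated and 7.74 ± 3.54 in CLCS samples, and the ranges of reads overlapped. MTOR, whose position overlaps that of ANGPTL7, had 55.5 ± 33.2, 21.4 ± 3.56 and 24.4 ± 10.1 normalized reads in healthy, untreated and CLCS samples. Its log2 fold change was -1.18 (SE 0.45, unadjusted p = 0.0343, adjusted p = 0.246) in untreated and -1.06 (SE 0.49, unadjusted p = 0.0660, adjusted p = 0.326) in CLCS samples. Between CLCS and untreated samples MTOR differed by 0.12 (SE 0.35, unadjusted p = 0.747), and by -0.18 without CLCS replicate 2. TSC2, which overlaps PKD1, had 3931 ± 1504 normalized reads in healthy, 1546 ± 372 in untreated and 3057 ± 1792 in CLCS samples. The change of TSC2 on the log2 scale was -1.31 (SE 0.38, unadjusted p = 0.00947, adjusted p = 0.132) in untreated samples, where DESeq2 called it, and -0.45 (SE 0.47, adjusted p = 0.681) in CLCS samples, and 0.86 (SE 0.44, unadjusted p = 0.0870, adjusted p = 0.996) between CLCS and untreated samples. Leaving out 1 library moved TSC2 from -0.90 without CLCS replicate 3 to -0.15 without CLCS replicate 2 in CLCS samples and from 0.42 without CLCS replicate 3 to 1.16 without CLCS replicate 2 between the groups of defects, and MTOR from -1.58 without healthy replicate 3 to -0.73 without healthy replicate 2 in untreated and from -1.46 without healthy replicate 3 to -0.62 without healthy replicate 2 in CLCS samples.

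**Figure D4:**
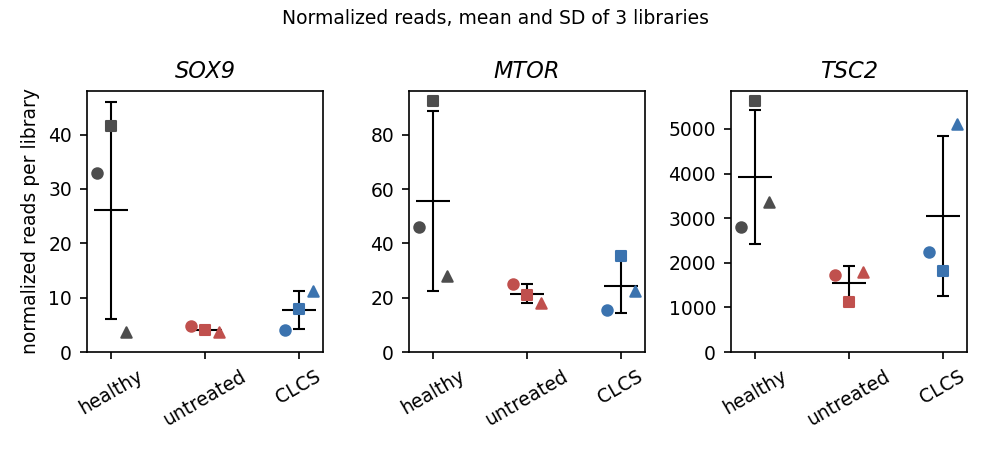
Normalized reads of SOX9, MTOR and TSC2 in each library by group; symbols mark the replicate number, and the bar and whiskers the mean and SD of 3 libraries. MTOR has a mean of 55.5 normalized reads in healthy, 21.4 in untreated and 24.4 in CLCS samples.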

Interestingly, key regulators of cartilage homeostasis, SOX9*, MTOR*, and its indirect inhibitor *TSC2*, were only found to be significantly altered in the untreated samples. Similarly, members of the MAPK, WNT, RUNX2 and NFKB (*MAPK4K* and *MINK1, FRZB* and *FRZ9*, *RUNDC3B*, and *NFKB1* respectively), indicators of hypertrophic cartilage, were altered only in untreated samples. 

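The table holds MAP4K4 and FZD9 for the symbols that the paper writes as MAPK4K and FRZ9. FZD9 (ENSOCUG00000011195) had 12 to 21 reads in the healthy libraries and 0 to 2 in the untreated libraries, at least 5.17-fold lower (adjusted p = 0.0251 from limma), and was called in 0 of the 6 fits that left out 1 library. In the CLCS libraries it had 0 to 5 reads, a log2 fold change of -2.56 (SE 0.62, adjusted p = 0.0800), and it was called there with the replicate number as a block (adjusted p = 0.0327, among values of 0.0207 to 0.209 over all alternatives) and by DESeq2. MAP4K4 rose by 1.35 (SE 0.38, adjusted p = 0.127) in untreated and by 0.80 (SE 0.46, adjusted p = 0.429) in CLCS samples. MINK1, which overlaps CHRNE, had log2 fold changes of -1.66 (SE 0.52, adjusted p = 0.159) and -0.93 (SE 0.41, adjusted p = 0.291), and RUNDC3B, which overlaps ABCB1 and SLC25A40, of 1.44 (SE 0.40, adjusted p = 0.120) and 1.05 (SE 0.40, adjusted p = 0.233). FRZB and NFKB1 had too few reads to be tested against healthy samples. FRZB had 4 to 50, 0 to 6 and 2 to 10 reads in healthy, untreated and CLCS libraries, and NFKB1 3 to 7, 6 to 48 and 7 to 13. In CLCS against untreated samples, MAP4K4 differed by a log2 fold change of -0.55, MINK1 by 0.73, RUNDC3B by -0.38 and NFKB1 by -0.64, each with an adjusted p of 0.996 from limma. These differences moved with single libraries, from -0.79 without CLCS replicate 2 to -0.16 without CLCS replicate 3 for MAP4K4, from 0.23 without untreated replicate 2 to 1.11 without untreated replicate 1 for MINK1, from -0.59 without CLCS replicate 2 to -0.17 without CLCS replicate 1 for RUNDC3B and from -1.29 without untreated replicate 2 to 0.04 without untreated replicate 3 for NFKB1. Against healthy samples the change of MAP4K4 in CLCS samples ranged from 0.44 without healthy replicate 3 to 1.19 without CLCS replicate 3.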

Overall, these results suggested a deviation from tissue regeneration pathway activation and maintenance of an active inflammatory state in untreated cartilage in comparison to CLCS samples.

CLCS treated samples macroscopical and histological analysis was performed at 12‐week postsurgery and compared to previous timepoints (**Figure** **8** and Figures S7 and S8, Supporting Information). The International Cartilage Repair Society (ICRS) I scoring system^[^ ^26^ ^]^ was utilized to evaluate the samples and compared to untreated controls (Figure 8). Macroscopically scored CLCS treated samples displayed a significant increase in scoring average both at 6 and 12 weeks in comparison to the previous timepoint (1.94 ± 0.18‐fold and 1.54 ± 0.06‐fold, *p* < 0.01 and *p* < 0.001). However, even though CLCS treated samples average score at 12 weeks post‐treatment (11.67 ± 0.47) was higher than control (11.11 ± 0.31), this difference was not statistically significant.

**Figure 8:**
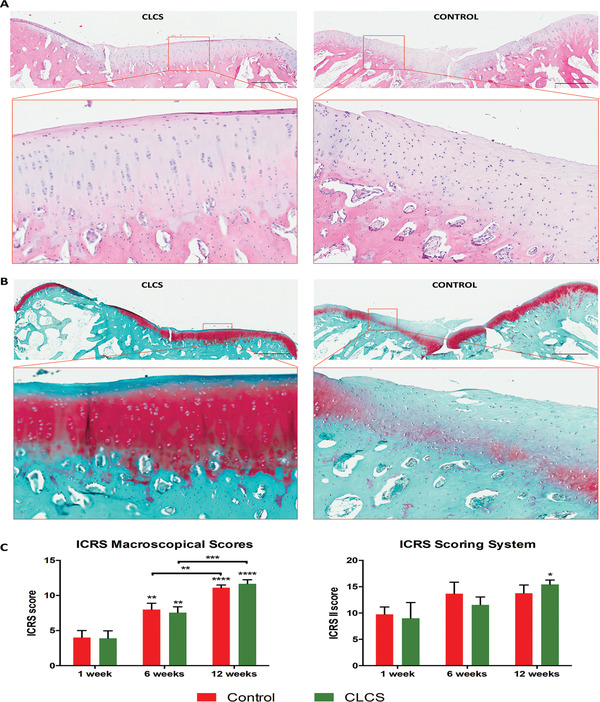
CLCS treated cartilage cellular distribution tissue structure and composition 12 weeks postsurgery. A,B) Representative images of hematoxylin and eosin staining (A) of the cellular composition and structure and safranin‐O tissue staining B) of ECM composition. All images refer to untreated empty control (CONTROL) and CLCS scaffold (CLCS) treated joint defects (and insets in red boxes) at 12 weeks post‐surgery. Scale bar represents 1 mm. C,D) ICRS macroscopic and histological scores. Results were tested for significance using nonparametric Mann–Whitney U test from the three biological replicates and two experimented observers. * was used for *p* values lower than 0.05.

In addition, fixed surgical CLCS treated samples slides stained in H&E displayed nuclear and ECM staining homogeneous across the width of the trochlear groove (Figure 8A). CLCS scaffolds could not be identified anymore with the tissue showing integrity throughout the defect. CLCS treated tissue exhibited the typical columnar chondrocyte organization through the deep zone of the tissue different from the superficial zone in the higher magnification inlets. Moreover, a decrease in cellular to matrix ratio was observed when the images were compared to untreated damaged tissue at 12 weeks postsurgery (Figure 8A). In addition, untreated cartilage defects displayed a pleiotropic cellular presence and areas with increased purple nuclear staining.

Safranin O stained slides from CLCS treated samples displayed a superficial thin band of blue staining corresponding to the superficial articular cartilage zone (Figure 8B). CLCS transitional and deep zones of repaired cartilage exhibited intense red staining of the GAGs and disappeared below in the calcified and subchondral bone tissues, stained only in blue. Conversely, untreated defects displayed a heterogeneous layer of reddish Safranin O stained area across the width of the tissue with greater areas of blue staining compared healthy cartilage (Figure 8B). Moreover, untreated damaged cartilage exhibited weaker red‐stained areas in comparison to CLCS treated samples and red staining was observed in subchondral bone.

The cartilage histology slides were scored following International Cartilage Repair Society (ICRS) guidelines.^[^ ^27^ ^]^ CLCS treated samples 12‐weeks post‐treatment showed a significant increase (1.72 ± 0.08‐fold, *p* < 0.05) in average score in comparison to the first‐week post‐treatment (Figure 9D). Even though CLCS treated samples histology score averages increased over time (9 ± 2.45, 11.55 ±1.23, and 15.44 ± 0.68), untreated samples displayed nonsignificant higher score values at earlier timepoints 1 and 6 weeks (9.78 ± 1.13 and 13.67 ± 1.78) and lower score average at 12 weeks (13.77 ± 1.25) in comparison to CLCS treated samples, suggesting that the intrinsic repair mechanism of the lapine model may be not be sufficient at longer term regeneration when the CLCS scaffolds might be a better treatment option.

## 3 Discussion

Tuning the inflammatory process following injury is crucial to establish long‐term cartilage homeostasis. Unlike other tissues, articular cartilage is composed of chondrocytes and a dense ECM composed by mainly of collagen Type II and GAG. It is difficult for chondrocytes to migrate the area of injury due to the dense structure of hyaline cartilage. Moreover, due to the articular cartilage having no blood vessels, migration of cells involved in the regenerative process is more difficult than other tissues. However, by implanting a scaffold that not only recruits appropriate cells, but also tunes the inflammatory response, it is possible to increase the endogenous regenerative capacity of a tissue that is inherently difficult to regenerate. Moreover, by tuning the inflammatory response, the scaffold is able to allow for the site of injury to overcome the initial acute inflammatory phase, and redirect resources towards tissue repair stages.^[^ ^28^ ^]^

After insult, initial inflammation is normally resolved within the first week.^[^ ^29^ ^]^ In this study, dGEMRC and histology results, as well as RNA levels, suggested an enhancement of the inflammatory resolution as early as 1‐week post‐implantation. At 1‐week post‐surgery, both empty and experimental cartilage increased their ECM GAG content. It is not unusual during the first week for ECM to be produced throughout the wound healing cascade for any healing process. Starting 3 days after injury, ECM deposition is an essential step in the repair process. However, the most appropriate inflammatory response would allow for regeneration and repair without the formation of a scar.^[^ ^29^ ^]^ Due to this, ECM production becomes critical to allow for the regeneration process, while also avoiding chronic inflammation.

Therefore, further histological and molecular experiments were performed. Repression of *TNFa, NOS2, IL21, IL4, IL7* relevant proinflammatory genes, and activation of anti‐inflammatory *IL10, CXCR4* gene expression supported the enhanced inflammatory resolution. In addition, FBR absence and lack of giant body cell formation confirmed the immunomodulatory induction of the CLCS. This supporting molecular data demonstrated a mechanism for the resolution of the initial inflammation that aids to drive the regeneration process.

A differential immunomodulatory expression profile was exhibited by the CLCS treated cartilage compared to untreated empty defects. CLCS scaffolds induced a downregulation of proinflammatory cytokines^[^ ^30^, ^31^, ^32^, ^33^, ^34^ ^]^ and upregulation of anti‐inflammatory IL10 cytokine,^[^ ^35^, ^36^, ^37^ ^]^ but also activated *IL6*, *MMP3*, and *MMP13* expression as a compensatory effect for the immunomodulation.^[^ ^38^ ^]^ These results correlate with the histological differences observed in the cellular and ECM composition between both experimental groups.

Histological results 1 week posttreatment at explanted CLCS scaffolds displayed greater integration and cellular infiltration throughout the entire depth of the scaffolds. Moreover, as expected, CLCS treated samples did not demonstrate any signs of foreign body reaction.

The advantage of utilizing a biomimetic scaffold similar to the native tissue composition, as well as the scaffold having porosity that enhances cell invasion and growth favored the retention of invading cells during the initial stages of inflammation.^[^ ^4^ ^]^ The increased number of mononucleated cells in the CLCS treated defects compared to the empty scaffolds allowed for superior inflammatory resolution, observed by the lack of material encapsulation or giant body cells, as well as the molecular analysis. Both histology and molecular results suggest that CSCL is able to tune the environment where is placed, favoring a faster inflammation resolution. On the contrary, untreated samples showed thinner necrotic areas without the presence of cells or clonal activity at the apical side of the tissue, probably arriving from the bone marrow. Moreover, big rounded cells were present, which are indicative of hypertrophy and future apoptosis due to cartilage degeneration.^[^ ^39^ ^]^ This unresolved inflammatory process, further enhanced by necrosis, released additional alarms to feed back into the inflammatory process, which can easily lead to chronic inflammation and cartilage disease. Likewise, Safranin O staining was chosen to assess the GAG content produced during the first stages of the cartilage repair process. Bluish‐green fast green staining of collagen from the scaffold further confirmed the presence and integration of the scaffolds within the native tissue. Cartilage matrix deposition and the presence of GAGs were still reduced at this stage. Conversely, empty defects showed some staining at the bottom, displaying some hypertrophic round chondrocytes under a layer of acellular collagenous bluish stained matrix, which is indicative of a scar formation process.^[^ ^40^ ^]^ These results, not observed in CLCS treated cartilage, suggest that CLCS scaffolds induced the repression of scar tissue formation. Further development of the scar in the articular cartilage defect normally evolves into degenerated cartilage or fibrocartilage with limited functional capacity and probably results in further tissue damage, chronic inflammation, and disease.^[^ ^39^ ^]^

Cytof analysis showed a snapshot of the infiltrating inflammatory cells at the site of implant at the early time point (1 week postimplant). Instead of evaluating specific staining, we focused our attention to identify the overall immune response at the site of implant. It has been recently reported that type 2 immunity exhibits many host‐protective functions, including maintenance of metabolic homeostasis, suppression of excessive type 1 inflammation, maintenance of barrier defense, and regulation of tissue regeneration.^[^ ^41^ ^]^ This type of immunity has been described in multiple different tissues and animal models.^[^ ^42^ ^]^ The presence of significantly higher infiltration of CD^3+^ together with CD^4+^ (not significantly higher, but in some samples was found—note outliners in Figure 4B) suggests the possibility of activation of type 2 immunity induced by CSCL. Moreover, as recently reported, biological scaffolds depend on their physicochemical features to promote the polarization of infiltrating macrophages towards the alternative M2 phenotype.^[^ ^28^ ^]^ M2 macrophages provide key growth factors, which aid in wound repair and the promotion of fibrogenesis. Furthermore, these cells can recruit TH2 effector cells, which further polarize the response. We found a significant difference in both CD^11b+^ and CD^206+^ cluster (M2 marker), suggesting the high presence of these specific cell types at the site of implant further confirmed by the overexpression of IL‐10 identified by RNA array and RT‐PCR. In fact, M2 macrophages can dampen the inflammatory response by releasing IL‐10, which can promote regulatory T cell differentiation. Overall, the type 2 response is complex, targeting many cell types and having both beneficial and pathogenic features that are not mutually exclusive. Moreover, we had several limitations of antibody cross‐reactivity due to the lapine model. However, we were able to confirm this unique immune environment and evaluated how this early response could be translated to a later time point in terms of tissue homeostasis.

Long‐term cartilage tissue regeneration was evaluated 12 weeks postsurgery.^[^ ^43^ ^]^ Even though complete regeneration was not achieved at 12 weeks, the results point towards an enhanced tissue repair process, with cellular and molecular levels indicating this at the mid‐timepoint. Histological and RNA expression outcomes suggest that the immunomodulatory effect of CLCS treated insults influenced the repair process and following 12‐weeks of tissue repair, and molecular tools further confirmed the remodeling of the tissue and reduction of the inflammatory environment.

Transcriptome analysis allowed for the identification of molecular pathways differentially activated or repressed in response to immunomodulatory CLCS scaffold treated cartilage compared to untreated cartilage defects.^[^ ^44^, ^45^ ^]^ Compared to previous work,^[^ ^46^ ^]^ differential expression of several members of the TNFa family *TNIP1, TNFRSF1A* and *TNFRSF11B*, *NFkB1*, *MMP9* and *MMP13* and interleukins *IL21* and *IL23A* in comparison to healthy controls was observed.

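MMP9 (ENSOCUG00000016101; chromosome 11, 13428159 to 13435070 in mOryCun1.1) encodes a gelatinase and had 7.38 ± 6.62 normalized reads in healthy, 48.6 ± 26.6 in untreated and 54.9 ± 36.3 in CLCS samples. Its log2 fold change was 2.81 (SE 0.83, unadjusted p = 0.0109, adjusted p = 0.139) in untreated samples, with all 3 untreated libraries above the healthy ones, and it was called there by DESeq2 and with the replicate number as a block. TNFRSF1A, within 1000 bases of PLEKHG6, rose by 1.34 (SE 0.54, adjusted p = 0.264) in untreated and by 1.42 (SE 0.45, adjusted p = 0.157) in CLCS samples. TNFRSF11B, which overlaps COLEC10, had 6 to 32 reads in the healthy libraries and 1 to 3 in those of either group of defects, at least 5.53-fold lower in untreated and at least 4.44-fold lower in CLCS samples, and was under the low-count filter.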

PCA analysis of the RNA expression data clearly demonstrated sample replicates in three distinct clusters. Healthy control cartilage RNA data clustered at one end of the bidimensional representation of the expression, while untreated empty defects RNA expression data clustered at the opposite side, suggesting that the homeostatic disruption produced with the insult at surgery was not restored by intrinsic mechanisms at 12‐weeks postsurgery. Furthermore, the existing differences in gross RNA expression from CLCS treated cartilage to healthy controls suggest a slower degree of tissue maturation. Conversely, an intermediary state of pathway activation is required to regain tissue homeostasis.

Unique signature profiles between untreated and CLCS treated cartilage was analyzed. As expected, untreated cartilage defects displayed a significant downregulation in cartilage‐specific ECM composition and maturation genes such as *ACAN*, *COL11A1*, *COL11A2*, *SOX9*.^[^ ^47^ ^]^ Moreover, inhibition of *MTOR* expression, described as a prior step to OA development in a rat model and associated with OA in humans,^[^ ^48^, ^49^, ^50^ ^]^ was found among the unique repressed genes in untreated empty defect samples, further confirming a damaged cartilage tissue state. Additionally, unique expression of biomimetic CLCS scaffolds treated cartilage defects included several downregulated proinflammatory genes such as *CD28, ENPP2, and OSMR*, coding for protein activators of the T‐cell inflammatory response,^[^ ^51^ ^]^ and inflammatory‐related cartilage degenerative conditions.^[^ ^52^, ^53^, ^54^ ^]^ IPA was utilized to determine significant cartilage regulatory pathways within the data sets and to discover any potential regulatory networks and causal relationships between biomimetic CLCS treated cartilage immunomodulation and regeneration at 12‐weeks postsurgery.

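CD28 (ENSOCUG00000016134) had 29 to 411 reads in the healthy libraries, 18 to 178 in the untreated and 30 to 89 in the CLCS libraries. Against healthy samples CD28 had a log2 fold change of -1.05 (SE 1.05, adjusted p = 0.724) in untreated and -1.00 (SE 0.88, adjusted p = 0.615) in CLCS samples, which ranged without 1 library from -1.95 without healthy replicate 2 to -0.11 without healthy replicate 1 and from -1.90 without healthy replicate 2 to -0.07 without healthy replicate 1. The libraries of the groups overlapped in both comparisons. ENPP2 had log2 fold changes of -1.59 (SE 0.47, adjusted p = 0.138) in untreated and -2.00 (SE 0.46, adjusted p = 0.0688) in CLCS samples, with all libraries from defects under the healthy ones. With the replicate number as a block the adjusted p of ENPP2 in CLCS samples was 0.0327, among values of 0.0327 to 0.182 over all alternatives. OSMR, which overlaps RICTOR, had -1.33 (SE 0.44, adjusted p = 0.174) in untreated and -1.73 (SE 0.68, adjusted p = 0.247) in CLCS samples, the latter -1.00 without CLCS replicate 1. ENPP2 and OSMR had too few reads to be tested between CLCS and untreated samples. CD28 differed there by a log2 fold change of 0.05 (SE 0.76), and by -0.74 without untreated replicate 3, -0.35 without CLCS replicate 1 and -0.28 with DESeq2.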

Transcriptome profiling suggests that the immune environment is being modulated favorably towards a repair process in CLCS implanted cartilage samples 12 weeks postsurgery. CLCS scaffold immunomodulatory induction could be observed when the expression profiles were compared to untreated cartilage defects. 

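IL23A (ENSOCUG00000007233; chromosome 11, 59154324 to 59155779 in mOryCun1.1), which encodes the specific subunit of interleukin 23, had 3 to 20 reads in the healthy libraries, 35 to 59 in the untreated and 7 to 35 in the CLCS libraries at 12 weeks. The log2 fold change was 1.94 (SE 0.65, unadjusted p = 0.0187, adjusted p = 0.175) in untreated samples, with all untreated libraries above the healthy ones, and 0.92 (SE 0.71, adjusted p = 0.559) in CLCS samples. CLCS samples differed from untreated samples by -1.02 (SE 0.52, unadjusted p = 0.0871, adjusted p = 0.996). IL23A moved with single libraries, from 1.24 without healthy replicate 1 to 2.48 without healthy replicate 2 in untreated samples, from 0.22 without healthy replicate 1 to 1.46 without healthy replicate 2 in CLCS samples and from -1.46 without CLCS replicate 2 to -0.53 without CLCS replicate 3 between them.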

Untreated cartilage displayed a significant increase in pro‐inflammatory *IL23* expression observed as early as 1‐week post‐surgery. In addition, untreated cartilage defects exhibited a significant decrease in *PTGES, TNIP1, IL21*, semaphorins and annexins RNA expression coding for necessary anti‐inflammatory molecules related to TNFa receptors and NF‐kB protein complex,^[^ ^55^ ^]^ activation of inflammatory condition through T cells,^[^ ^56^, ^57^ ^]^ chondrocyte inflammation and osteogenic differentiation.^[^ ^58^, ^59^ ^]^ The statistically significant altered expression in untreated cartilage defects indicates the presence of a proinflammatory environment within the tissue and lack of anti‐inflammatory capacity to counteract it. Conversely, CLCS treated cartilage defects did not exhibit significant alterations in the same mRNA molecules, or they were modulated and less significant in comparison to the untreated defects. These results suggest that CLCS scaffolds implanted after cartilage insult, induced the repression of proinflammatory signals. Many times this initial inflammatory process is not well resolved, and the organism may enter into a continuous state of inflammation becoming a chronic condition and resulting in immature fibrotic cartilage tissue.^[^ ^60^, ^61^ ^]^ However, this chronic inflammatory process can easily damage the articular cartilage tissue and any TE attempt to regenerate the tissue must first suppress proinflammatory processes in order to produce an environment that facilitates mature and functional cartilage tissue growth.^[^ ^62^ ^]^

The ECM plays a tremendous instructive role, containing cytokines, GFs, and important protein and GAG epitopes that are recognized by chondrocytes. Upon receiving various signals, chondrocytes respond accordingly resulting in cellular protein secretion, proliferation, or cell death which affects tissue dynamics during development, as well as healthy mature function, repair and disease stages.^[^ ^63^ ^]^ There were distinct differences in RNA expression of ECM–cell interaction components between CLCS and untreated cartilage defects.

Untreated cartilage defects displayed an aberrant of ECM GAGs and glycoproteins encoding mRNA expression in comparison to healthy cartilage. Abnormal expression of important ECM members such as ACAN, DCN, LUM, FMOD, and NID2 have a direct effect on cartilage composition, transmitted to chondrocytes through membrane receptors further signaling through SOX9 or MAPK, RUN, WNT, and MTOR signaling pathways to counteract ECM limitations with increased turnover and further degradation of the cartilage.^[^ ^64^, ^65^, ^66^ ^]^

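CADM4 (ENSOCUG00000026547) had 140.3 ± 65.9 normalized reads in healthy, 58.2 ± 29.2 in untreated and 81.0 ± 38.8 in CLCS samples. CADM4 had a log2 fold change of -1.28 (SE 0.48, unadjusted p = 0.0311, adjusted p = 0.235) in untreated and -0.81 (SE 0.47, unadjusted p = 0.127, adjusted p = 0.433) in CLCS samples. SDK2 (ENSOCUG00000000960) had 33.8 ± 11.4, 12.1 ± 2.68 and 16.6 ± 3.63 normalized reads in healthy, untreated and CLCS samples, with log2 fold changes of -1.38 (SE 0.36, unadjusted p = 0.00610, adjusted p = 0.103) and -0.95 (SE 0.35, unadjusted p = 0.0283, adjusted p = 0.223). All 3 CLCS libraries of SDK2 lay under the healthy libraries. DESeq2 called SDK2 in untreated samples. NPTN, which overlaps REC114, had 7 to 23 reads in the healthy, 2 to 4 in the untreated and 5 to 8 in the CLCS libraries and was under the low-count filter. Between CLCS and untreated samples CADM4 differed by 0.47 (SE 0.49, unadjusted p = 0.368, adjusted p = 0.996) and SDK2 by 0.43 (SE 0.30, unadjusted p = 0.196, adjusted p = 0.996), and without 1 library these values ranged from 0.12 without untreated replicate 3 to 0.85 without CLCS replicate 3 and from 0.25 without untreated replicate 3 to 0.61 without CLCS replicate 1. CADM4 in CLCS samples was -0.42 without CLCS replicate 3.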

CLCS scaffold treated cartilage also showed identical expression of cell adhesion molecules *CADM4, SDK2*, and *NPTN* RNA compared to the healthy control samples, which are all proteins essential for the selectivity of cellular response to the environment.^[^ ^67^, ^68^, ^69^, ^70^, ^71^, ^72^ ^]^ These results suggest that CLCS treated cartilage affected the ECM composition by inducing a similar expression of transmembrane receptors to healthy cartilage, increasing the chances for restored homeostasis after tissue repair. Integrins, through ligand binding and signal transduction activation, play an essential role in the cellular interaction with the surrounding ECM.^[^ ^60^, ^73^ ^]^ Untreated cartilage defects displayed a significant decrease in *TNS2* and *ITGBL1* RNA expression, whereas biomimetic CLCS scaffold treated cartilage did not show significant differences in *TNS2* expression, even reducing *ITGBL1* expression, suggesting CLCS scaffolds altered cellular interaction with the surrounding ECM.^[^ ^74^ ^]^

Differential gene expression in *BMP1, BMP2*, and *BMP2K* activating the TGFb family and SMAD signaling,^[^ ^75^ ^]^ *FRZB* and *FRZ9*, related to WNT,^[^ ^76^ ^]^ *LAMTOR1* and MTOR inhibitor coding gene *TSC2*,^[^ ^77^ ^]^ *NF‐kB1*,^[^ ^78^ ^]^ and *MAPK4K* and *MINK1* from the MAPK^[^ ^79^ ^]^ indicated a differential induction of these inflammatory signaling pathways in response to CLCS implants in comparison to untreated damaged cartilage. In addition, differential mRNA expression in *COL4* and *COL11*, *ACAN* and *MMP13* was observed further confirming the scaffolds induction of genes that are involved in cartilage homeostasis and OA.^[^ ^80^ ^]^ Moreover, untreated empty defects showed increased downregulation in *DCN* mRNA expression compared to CLCS treated cartilage. 

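BMP1 (ENSOCUG00000010592), which lies within 1000 bases of SFTPC, had 0 to 8 reads in the healthy, 18 to 27 in the untreated and 18 to 23 in the CLCS libraries. It rose by a log2 fold change of 2.60 (SE 0.74, adjusted p = 0.127) in untreated and 2.88 (SE 0.71, adjusted p = 0.0833) in CLCS samples. It was called in both by DESeq2, and in CLCS samples also without healthy replicate 1 (3.57). The groups of defects differed by 0.28 (SE 0.31, unadjusted p = 0.399) in BMP1. BMP2K, which overlaps PAQR3, rose by 1.19 (SE 0.36, adjusted p = 0.151) and 1.00 (SE 0.33, adjusted p = 0.162) and differed between the groups of defects by -0.18 (SE 0.39, unadjusted p = 0.647). BMP2 had 0 to 1 reads in a healthy library and none in the libraries from defects, so a difference was not detectable at this depth. LAMTOR1, within 1000 bases of LRRC51, had 4 reads in each healthy library, 11 to 30 in the untreated and 4 to 19 in the CLCS libraries. It rose by 2.06 (SE 0.42, adjusted p = 0.0564) in untreated samples, where DESeq2 called it, was under the low-count filter in CLCS against healthy samples, and differed by -0.66 (SE 0.57, unadjusted p = 0.286, adjusted p = 0.996) between CLCS and untreated samples.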

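DCN (ENSOCUG00000006969; chromosome 11, 93979247 to 94019672 in mOryCun1.1), which encodes decorin, had 171 ± 158 normalized reads in healthy, 28.7 ± 17.0 in untreated and 33.5 ± 6.55 in CLCS samples, with 34 to 365 reads across the healthy libraries. Against healthy samples the log2 fold change was -2.22 (SE 0.88, unadjusted p = 0.0379, adjusted p = 0.259) in untreated and -1.79 (SE 0.74, unadjusted p = 0.0437, adjusted p = 0.273) in CLCS samples. DESeq2 called it in both groups, and the CLCS group was also called without healthy replicate 2 (-2.66). Without healthy replicate 1 the values were -1.45 and -1.02. CLCS samples differed from untreated samples by 0.43 (SE 0.52, unadjusted p = 0.438, adjusted p = 0.996), and by -0.18 without untreated replicate 2.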

DCN, a member of the SLRPs, interacts with collagen to organize the structure of ECM, limits cellular access to proteinases, GFs and cytokines,^[^ ^81^ ^]^ and inhibits of the TGFb family and SMAD inflammatory signaling pathway, allowing for better wound healing and regeneration.^[^ ^82^ ^]^

*MAPK4K* and *MINK1* expression alterations in untreated cartilage defects modulated with biomimetic CLCS scaffold implants were also revealed. This was confirmed by the dysregulation of MAPK signaling, a major component of the immune reaction, inflammatory condition, and cartilage degeneration.^[^ ^83^, ^84^, ^85^, ^86^ ^]^ Excitingly, no significant differences were observed between CLCS treated defects and healthy cartilage explants in the same MAPK enzymes, reinforcing the scaffolds immunomodulatory effects at 12 weeks postsurgery.

Untreated damaged cartilage samples displayed a significant reduction in *SOX9* RNA expression, encoding for the cartilage master regulator protein, possibly linked to SMAD, MAPK/NF‐kB, MTOR, and WNT signaling dysregulation observed in the same untreated defects. SOX9 dysregulation has catastrophic effects on cartilage ECM composition, and the negative feedback loop leads to cartilage disease.^[^ ^87^, ^88^ ^]^ CLCS treated cartilage did not show any significant differences in *SOX9* expression in comparison to healthy cartilage, strongly suggesting a beneficial regenerative outcome induced by early immune modulation. 

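The table holds LRP1 for the symbol that the paper writes as LPR1. LRP1 (ENSOCUG00000013184) had 77.3 ± 60.8 normalized reads in healthy samples, with 24 to 151 reads per library, 39.4 ± 20.0 in untreated and 27.6 ± 5.17 in CLCS samples. LRP1 had a log2 fold change of -0.73 (SE 0.72, adjusted p = 0.714) in untreated and -1.11 (SE 0.62, unadjusted p = 0.117, adjusted p = 0.415) in CLCS samples, and it was called under none of the settings run. The CLCS libraries overlapped the healthy ones, and the value ranged without 1 library from -1.44 without healthy replicate 3 to -0.11 without healthy replicate 1 in untreated and from -1.82 without healthy replicate 3 to -0.49 without healthy replicate 1 in CLCS samples. In CLCS samples MMP9 rose by 2.96 (SE 0.81, unadjusted p = 0.00711, adjusted p = 0.108), and with the replicate number as a block its adjusted p was 0.0144, among values of 0.00366 to 0.304 over all alternatives. MMP9 differed from untreated samples by 0.15 (SE 0.65, unadjusted p = 0.825).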

Importantly, CLCS treated cartilage displayed a significant reduction in *LPR1* mRNA expression indicating a direct relation to MMP regulation via endocytosis.^[^ ^89^ ^]^ As a possible consequence of *LPR1* mRNA repression, treated cartilage exhibited a significant increase in *MMP9* and *MMP13* RNA expression, suggesting that CLCS treated cartilage was still under ECM remodeling, but not yet in homeostasis compared to healthy cartilage tissue.

The level of regeneration produced over the 12 weeks after CLCS scaffold implantation was followed via histological and molecular studies. Overall, a better level of regeneration was achieved in the CLCS treated cartilage experimental group, displaying tissue organization and composition similar to healthy tissue, and accompanied by a differential pattern of expression compared to untreated cartilage, which showed clear histological and molecular signs of an ongoing inflammatory expression process. Although, gross images exhibited a continuous surface in both experimental groups, rough and irregular areas could be observed on the surface of untreated cartilage, suggesting that the tissue integrity was not sufficient and probably not responding properly to the physical demands of the tissue. Gross appearance is often used to grade the quality of the cartilage and to assess the level of degeneration whenever invasive techniques with better resolution are available.^[^ ^90^ ^]^

CLCS treated cartilage appeared to have a better continuity on the surface whereas untreated samples exhibited empty areas and discontinuous superficial cartilage tissue. In addition, CLCS treated cartilage displayed a homogenous depth similar to healthy cartilage that was maintained throughout the entire width of the insulted area. Conversely, empty defects displayed thicker areas where bone marrow invasion could be observed from the subchondral bone and thinner cartilage areas. Differential cellular composition and organization could also be observed between both groups through the characteristic superficial, middle, deep and calcified zones. CLCS treated samples displayed flat cellular bodies, which were observed at the surface of the cartilage, while rounder chondrocytes were found in deeper zones. Moreover, the typical columnar organization of the cells could be recognized in deeper areas. At high resolution, CLCS treated cartilage images resembled healthy cartilage appearance. This was not present in untreated cartilage. The cellular composition was abnormal, without any morphological or size differences between zones displaying an anisotropic organization. Hunziker et al. described a similar organization in immature rabbit cartilage.^[^ ^90^ ^]^ Therefore, it could be inferred that the biomimetic CLCS scaffolds contributed to a better reorganization of cells and faster maturation into cartilage tissue that appears similar to naive healthy tissue.

Regenerated cartilage GAG composition was assessed using the Safranin O staining. Healthy cartilage is characterized by increased GAGs content in comparison to other tissues. GAGs such as ACAN, CS, HS, and DS provide structural and biological functions required by a very specific and demanding articular cartilage tissue.^[^ ^78^ ^]^ CLCS treated cartilage exhibited a greater and intense brown band indicative of important GAG quantities in the regenerated tissue. The superficial zone displayed homogeneous thin band with little or no staining. This is consistent with mature articular cartilage composition, where GAG content is less abundant in the superficial lamina splendens and increases throughout the depth of the articular cartilage.^[^ ^91^ ^]^ Taken together, the histological results showed CLCS treated cartilage defects to be in a superior regenerative stage at 12 weeks postsurgery. Both the cellular and ECM components appearance was closer to healthy cartilage than to untreated cartilage. Biomimetic CLCS scaffolds induced an immunomodulatory organism reaction during the initial phase of repair at the tissue, cellular and molecular levels that beneficially affected the repair process during the first 12 weeks of regeneration. However, molecular mechanisms underlying cartilage homeostasis and matrix production were analyzed to confirm the higher quality of the CLCS induced new cartilage. Not only did the CLCS treated cartilage display superior properties observed in histology, but the RNA expression processes ongoing at 12 weeks were better suited for the maintenance of the tissue homeostasis and long‐term regeneration.

The results observed demonstrated physical support and integration into the tissue allowing for cellular infiltration, tissue remodeling and regeneration, while also modulating the early phase inflammatory environment. Excitingly, biomimetic porous collagen scaffolds functionalized with CS exhibited increased modulatory capacity against the chronic inflammation produced after cartilage damage and modulated the inflammatory response towards an environment of regeneration rather than inflammation in comparison to untreated controls. This study therefore demonstrates the utility of biomimetic immunomodulatory 3D scaffolds for cartilage tissue regeneration in vivo and provides a platform for further preclinical studies; increasing the study sample size and utilizing larger mammalian models. Moreover, this study was performed in a lapine model, and it is well established that this species has superior cartilage repair properties when compared to larger animal models (including humans). Therefore, the results of this study must be confirmed in a model that has cartilage repair and regeneration abilities more similar to that of humans prior to translating the use of the CLCS scaffold in the clinic.

## 4 Conclusion

The capacity of biomimetic modifications to collagen scaffolds in the form of CS to modulate the immediate immune environment and support tissue integration results in increased tissue regeneration, which was tested in vivo in an orthotopic lapine model. The immunomodulatory properties of functionalized CLCS scaffolds in vivo were tested at 1 week postsurgery via a comprehensive molecular analysis, as well as through routine histological and noninvasive cartilage assessment procedures. A whole transcriptome analysis allowed for the understanding of the molecular pathways induced by the CLCS treated cartilage beneficial for the tissue regeneration after injury and the reduction of the accompanying chronic inflammatory process leading to disease states. Last, the porous biomimetic CLCS scaffolds showed improved histological molecular and cellular composition and organized tissue structure in comparison to untreated controls at 6 and 12 weeks postsurgery. The results presented suggest CLCS acellular scaffolds can be great candidates for cartilage tissue repair applications due to their ability to modulate the immune environment in favor of a regenerative process.

## 5 Experimental Section

### Porous Collagen‐Chondroitin Sulfate Scaffold Fabrication

CLCS functionalized scaffolds were fabricated from bovine tendon extracted type I Collagen using a freeze‐drying method.^[^ ^14^ ^]^ 200 g of purchased collagen type I in acetic acid (5% w/v; Nitta Casings Inc., NJ, USA) were dissolved in 1 L deionized water at a final concentration of 10 mg mL^‐1^ and mixed thoroughly. The collagen suspension was then precipitated by the addition of 0.1 m sodium hydroxide solution until the pH reached 5.5. CS (Carbosynth, Berkshire, UK) at a weight molar ratio 10:1 (Collagen:CS) was added to the solution and thoroughly mixed. 81 µL of 1.5 × 10^‐3^ m BDDGE were finally added to allow 24 h crosslinking at RT plus another 24 h at 4 °C. After water rinsing, the final slurry was poured onto a 24‐well culture plate and freeze‐dried until the resulting porous scaffolds were formed. The scaffolds were sterilized by UV irradiation for 4 h under a laminar flow hood.

### Scanning Electron Microscopy (SEM)

The morphology of the CLCS scaffold was characterized by scanning electron microscopy (SEM). Scaffolds were coated by 7 nm of Pt/Pl for scanning electron microscope (SEM; Nova NanoSEM 230, FEI, Hillsboro, OR, http://www.fei.com) examination.

### Compression Testing

CSCL scaffolds of 0.5 cm thickness were soaked in PBS and loaded on UniVert Mechanical Test System. A Load Cell of 10 N was calibrated and used to perform a compression test with a stretch magnitude of 35% and a stretch duration of 60 s and a relaxation time of 60 s. A minimum of three replicates were performed and recorded for each condition.

### Rheology

Wet scaffolds of 1 mm thickness and 8mm diameter were analyzed using an Anton Paar/MRC 302 rheometer equipped with an aluminum 8 mm insert plate. Both empty scaffolds and cellularized scaffolds collected at day 7 were characterized. An amplitude sweep test (log ramp 0.001%/10%, angular frequency of 10Hz, 25 recorded points, *T* of 37 °C) was used to verify the range of linear viscoelasticity. Frequency response was measured by frequency sweep tests in the range 1000/0.1 rad s^‐1^ (shear strain of 0.1%, 40 data point, *T* of 37 °C). Storage modulus and loss moduli measures were reported as an average of three samples collected at 1 rad s^‐1^ angular frequency.

### Fourier Transform Infrared Spectroscopy (FTIR)

The samples were analyzed in transmission mode at resolution 4, 64 points, over the range of 500–4000 cm^−1^ using a Nicolet 6700 spectrometer (Thermo‐Fisher Scientific, Waltham, MA, http://www.thermofisher.com). The FTIR spectra were reported after background subtraction, baseline correction, and reported on the graph after background subtraction, baseline correction, and normalization on Amide I, within the range of 500–1800 cm^−1^.

### In Vivo Articular Cartilage Rabbit Orthotopic Model

A total of twelve 4 to 5 month old New Zealand white (NZW) rabbits weighting 2 to 3 kg were selected providing 24 knees for the experimental groups. NZW underwent a surgical procedure to generate a critical size defect at the trochlear groove of the knee joint.^[^ ^92^ ^]^ All procedures followed the IACUC protocol (IS00004559) established by Houston Methodist Research Institute's Institutional Animal Care and Use Committee in accordance with the guidelines of the Animal Welfare Act and the Guide for the Care and Use of Laboratory Animals. Total anesthesia was induced by the CMP staff using 1–5 mg kg^‐1^ benzodiazepine intramuscularly and maintained with the continuous administration of inhaled anesthetic isoflurane gas (1–5%). Following appropriate aseptic procedures, the lateral aspect of the leg was prepped.

First, a longitudinal skin incision was made directly over the bilateral knee joints. Arthrotomy was performed via standard medial parapatellar dissection and the capsule was incised along the medial border of the quadriceps tendon, patella, and patellar tendon, taking care not to violate the extensor mechanism. Medial soft tissue release, lateral luxation of the patella, and hyperflexion of the knee were then performed to expose the weight‐bearing surface of the femoral condyles. A full‐thickness osteochondral defect, 4 to 6 mm in diameter by 0.5 to 1 mm in depth, was created in the trochlear groove using a clinical‐grade orthopedic microdrill. Both left and right trochleae were insulted, and the use of continuous saline irrigation helped to remove debris and to reduce heat necrosis to chondrocytes. A 5 mm diameter by 1 mm height CLCS scaffold was implanted at the right leg defect, while the left knee was left untreated and used as a control defect. Patellar reduction was followed by fascial and skin closures performed with 2‐0 Vicryl and 4‐0 Monocryl (Ethicon, NJ, USA) absorbable sutures respectively.

CMP staff performed the postoperatory care in individual cages of the animals under CMP standard operating procedures. Analgesics and antibiotics were administered if indicated by CMP staff, avoiding the use of carprofen as pain medication due to musculoskeletal healing interferences.^[^ ^93^ ^]^ At the end of the experiments, the animals were humanely euthanized by the non‐inhalant pharmaceutical method, consisting of 0.22 mg kg^‐1^ administered through the intravenous route.

### Delayed Gadolinium‐Enhanced Magnetic Resonance Imaging

All rabbits were transported under total anesthesia and monitored for immediate postsurgery (1 week and 12 weeks) dGEMRIC to assess the adequacy of the tissue deposition and the assessment of repair morphology process.^[^ ^94^ ^]^ Omniscan (gadodiamide; GE Healthcare, IL, USA) contrast agent at 0.2 mL kg^‐1^ (0.1 mmol kg^‐1^) was intramuscularly administered 10 min prior to the imaging procedure. Conventional coronal, radial, and sagittal MRI imaging at 3 Tesla whole‐body MRI scanner (Siemens MAGNETOM Vida, Siemens Healthineers, Germany) was performed using a 16‐channel transmit‐receive knee coil (Philipps Medical Systems AG, The Netherlands). A standard protocol for dGEMRIC T1 mapping acquisition was followed and data were processed by the core staff. The same protocol was followed in both experimental and control knees, including localizers, as follows. Coronal imaging, 3D T1‐weighted turbo field echo sequence for dGEMRIC (repetition time/echo time 4.6/1.59 ms, five inversion delays 200‐/300‐/400‐/800‐/1200 ms, flip angle 15°, matrix 260 × 198, field of view 13 cm, slice thickness 1.5 mm, bandwidth 478.9 Hz/Px, acquisition time 23:50 min, 79 slices). Radial imaging, 2D multiecho spin‐echo sequences for T2 mapping of cartilage (repetition time 2000 ms, six echo times 13‐/26‐/39‐/52‐/65‐/78 ms, flip angle 90°, matrix 240 × 194, field of view 10 cm, slice thickness 2 mm, bandwidth 291 Hz/Px, acquisition time 16:32 minutes, 30 slices); and a morphologic radial, 2D proton density‐weighted turbo spin‐echo sequence without fat suppression (repetition time/echo time 3085/30 ms, flip angle 90°, matrix 304 × 299, field of view 7 cm, slice thickness 2 mm, bandwidth 198.6 Hz/Px, acquisition time 9:25 min, 30 slices).

### Ex Vivo Histological Staining

At the end of in vivo experiments, tissue of interest containing the implanted scaffolds was harvested and fixed in 10% NBF overnight. Samples were then transferred to the CMP pathology department at the HMRI for wax embedding and tissue sectioning. Embedded samples were sectioned to 4 mm using a microtome, flattened in a 45 °C water bath and immobilized into histology slides. Before staining, the sections were deparaffinized and hydrated through a series of successive 10 min incubations. H&E staining following standard staining protocol using Wiegert's Iron Hematoxylin solution and 1% Eosin Y (Sigma‐Aldrich, MI, USA) was performed. For Safranin O staining, 0.02% fast green (Sigma‐Aldrich, MI, USA) and 1% Safranin O (Sigma‐Aldrich, MI, USA) were used. After each specific staining protocol, the samples underwent a dehydration process with 95%, 100% ethanol, and Xylenes. Finally, mounted glass cover slides (Corning, NY, USA) were imaged using a an automated Aperio Scanscope AT Turbo Scanner (Leica Biosystems, IL, USA) with the supporting Aperio ImageScope (Leica Biosystems, IL, USA) pathology slide viewing software.

### Imaging Mass Cytometry/CyTOF Antibody Staining

Metal‐labeled antibodies were prepared according to the Fluidigm protocol.^[^ ^95^ ^]^ Antibodies were obtained in carrier/protein‐free buffer and prepared using the MaxPar antibody conjugation kit (Fluidigm). After determining the percent yield by absorbance measurement at 280 nm, the metal‐labeled antibodies were diluted in Candor PBS Antibody Stabilization solution (Candor Bioscience) for long‐term storage at 4 °C. Antibodies used in this study are listed in Figure 4.

Samples were baked at 60 °C overnight, then dewaxed in xylene and rehydrated in a graded series of alcohol (ethanol absolute, ethanol:deionized water 90:10, 80:20, 70:30, 50:50, 0:100; 10 min each) for imaging mass cytometry. Heat‐induced epitope retrieval was conducted in a water bath at 95 °C in Tris buffer with Tween 20 at pH 9 for 20 min. After immediate cooling for 20 min, the sections were blocked with 3% bovine serum albumin in tris‐buffered saline (TBS) for 1 h. For staining, the sections were incubated overnight at 4 °C with an antibody master mix (Figure 3E). Samples were washed four times with TBS/0.1% Tween20. For nuclear staining, the sections were stained with Cell‐ID Intercalator (Fluidigm) for 5 min and washed twice with TBS/0.1% Tween20. Slides were air‐dried and stored at 4 °C for ablation. The sections were ablated with Hyperion (Fluidigm) for data acquisition. Imaging mass cytometry data were segmented by ilastik and CellProfiler. Histology topography cytometry analysis toolbox (HistoCAT) and R scripts were used to quantify cell number, generate tSNE plots, and perform neighborhood analysis. For all samples, cellular densities were averaged across three images per specimen.

### Tissue Repair Evaluation

The macroscopic assessment of the repaired tissue was evaluated using the ICRS I macroscopic scoring system, which considers the degree of defect repair, the integration to the border zone, and the macroscopic appearance.^[^ ^26^ ^]^ Two external observers, both blind to the treatment, independently scored the specimens.

The histological experimental samples were analyzed at the optical microscope to evaluate the histological parameters established by the ICRS; each criterion was evaluated based on the visual analog scale and graded from 0 to 3.

### Gene Expression Analysis

RNA was extracted from snap‐frozen harvested cartilage tissue samples previously stored at ‐80 °C. First, a 30 s homogenization was performed with a PowerGen 125 tissue homogenizer (ThermoFisher Scientific, MA, USA) in 1 mL of Trizol (Life Technologies, ThermoFisher Scientific, MA, USA). After homogenization, the samples were centrifuged at 12 000 g for 10 min at 4 °C and the supernatant was collected into a new 1.5 mL tube. The samples were thoroughly mixed with 100 mL chloroform (Sigma‐Aldrich, MI, USA) and incubated at RT for 2 min. A centrifugation cycle for 15 min at 12 000 g and 4 °C was performed to separate the RNA aqueous phase. RNeasy mini kit (Qiagen, MD, USA) and its total RNA isolation protocol was applied following manufacturer's indications. On‐column DNA digestion treatment with DNAse (Sigma‐Aldrich, MI, USA). As a final step, the RNA was eluted in 30 µL of RNase‐free water and quantified using a ND1000 spectrophotometer (NanoDrop, ThermoFisher Scientific, MA, USA). The cDNA was synthesized using iScript cDNA synthesis kit (Bio‐Rad, CA, USA) from 0.5 mg total RNA at 25 ng µL^‐1^ concentration in the RNA reverse transcription master mix. A RNAse‐free water (Qiagen, MD, USA) without RNA sample was included as a negative control to confirm retro‐transcription experimental success. The final mixture was loaded into a CFX96 RT‐PCR detection system thermal cycler machine (Bio‐Rad, CA, USA). StepOne real‐time PCR system (Applied Biosystems, ThermoFisher Scientific, MA, USA) with SYBR green method was used to amplify a specific amount of cDNA from a target gene that could be detected and quantified using specific TaqMan target probes (Applied Biosystems, ThermoFisher Scientific MA, USA). Nonreverse transcribed RNA, RNase‐free water, and reverse transcribed RNase‐free water were used as negative controls to confirm the success of the whole experimental process.^[^ ^96^ ^]^ The rabbit specific TaqMan target probes used were: TNFa (Oc03397715_m1), NOS2 (Oc03398289_m1), IL4 (Oc04096359_m1), IL1B (Oc03823250_s1), ADAMTS5 (Oc03395870_m1), MMP13 (Oc03396899_m1), IL10 (Oc03396940_m1), MMP3 (Oc03397816_m1), IL6 (Oc03822686_s1), ACTB (Oc03824857_g1) and GAPDH (Oc03823402_g1)

### Inflammatory PCR Array

Rabbit explants RNA extracted 1 week postsurgery were assessed using Rabbit Inflammatory Chemokines & Receptors RT2 Profiler PCR Array (Qiagen, MD, USA). cDNA synthesis was performed using the RT2 First Strand Kit (Qiagen, MD, USA) from 0.5 µg total RNA. Before cDNA conversion, genomic elimination buffer (Qiagen, MD, USA) was used to ensure genomic DNA elimination. Reverse transcription master mix was made adding RT2 First Strand Kit master mix into the thermal cycler machine, programmed to perform the cDNA conversion reaction. RT2 SYBR Green RT2 qPCR master mix (Qiagen, MD, USA) was added to the samples and loaded onto the array plates. ABI 7500 Fast Sequence Detection System (Applied Biosystems, ThermoFisher Scientific, MA, USA) was programmed relative expression was determined using data from the real‐time cycler and the ∆∆CT method. The resulting Ct values were analyzed through the SABiosciences Web‐based PCR Array Data Analysis Software version 3.5.

### RNA Sequencing

Extracted RNA from explanted rabbit articular cartilage tissue was totally sequenced and analyzed for in depth molecular understanding. Only high‐quality isolated RNA samples were used in the downstream analysis, checked using the Agilent 2100 bioanalyzer (Agilent Inc, CA, USA). High‐quality total RNA was then processed for sequencing library preparation through mRNA selection (polyA tail mediated) and fragmentation (TruSeq kit protocol). These fragmented mRNA molecules were converted to cDNA libraries with TruSeq adaptor sequences in order to allow multiple libraries to be run on a single sequencing lane. For this experiment, the sequencing run was deemed successful after the proprietary quality controls were passed.^[^ ^97^ ^]^ Base sequence quality scores (Q scores) threshold was set above Q30. FastQC was used to plot short k‐length nucleotides (k‐mer) or single sequences overrepresented at certain positions in the reads indicating issues at library preparation or library contamination.^[^ ^98^ ^]^ All library preparation and sequencing processing was performed at the Epigenomics Core of Weill Cornell Medical College (New York, USA).

To analyze RNA sequencing data, an in‐house bioinformatics pipeline was used based on previously published works.^[^ ^99^ ^]^ A schematic of the analysis pipeline is provided in Figure 5A. FastQ files that contained high‐quality RNA sequencing reads were aligned to the “oryCun2.0.”^[^ ^100^ ^]^ In this process, “Tophat” aligned reads to “oryCun2.0” using the short‐read aligner “Bowtie” prior to identification of splice junctions that lie between exon regions. Following alignment, “Tophat” produced the required sequence alignment map (SAM) files required for further analysis such as, alignment viewing or the identification of differentially expressed genes.^[^ ^101^ ^]^ Following alignment to the reference genome, SAM or the binary version BAM output files were analyzed using “eXpress” software package to guide downstream specific analysis tasks such as PCA and identification of differentially expressed genes. The gene count matrix was used to filter transcripts that were present or absent in each of the experimental conditions; the lists of genes were compared using Venn diagrams via the InteractiVenn platform.^[^ ^102^ ^]^

DEseq2 was then used to calculate differential gene expression between sample types. In this package for “R” programming environment, the number of reads per sample was first normalized using an internal negative binomial model.^[^ ^103^ ^]^ The significance level of FDR adjusted *p*‐value of 0.05 was used to identify differentially expressed genes. Raw and processed RNA‐Seq data are deposited in the Gene Expression Omnibus database with accession number GSE149098.

Finally, the platforms PANTHER and WebGestalt were used to perform statistical overrepresentation/enrichment tests.^[^ ^104^, ^105^ ^]^ All annotation sets were tested for overrepresentation (Binomial test, FDR < 0.05) comparing the lists of genes expressed in each experimental condition to those expressed by a standard genome of reference. Similarly, all annotation sets were tested for statistical enrichment using the lists of differentially expressed genes in each experimental condition (FDR <0.05). The results of statistical enrichment testing are displayed showing the differential distribution of significantly enriched clusters of genes compared to the overall expression tendency within samples. IPA software was used for the interpretation and analysis of the data and elucidate biological interdependencies between differentially expressed genes of the inflammatory, ECM–cell and cartilage homeostasis customized pathways.^[^ ^106^ ^]^ Heatmapper software^[^ ^107^ ^]^ was used to display the results as color‐coded.

### Statistical Analysis

All experimental data distributions were assessed for normality using the Kolmogorov Smirnov test. For data that did not follow a normal distribution, a non‐parametric Kruskal–Wallis test was applied to determine significant differences in the median between groups. A Mann‐Whitney U test was then applied ad post hoc to determine significant differences between specific group pairs for median scores (IHC) between, controls versus study groups. Data with a normal distribution, one‐way and two‐way Analysis of Variance (ANOVA) tests (GraphPad Prism 6, CA, USA) followed by Dunnett's, Tukey ´s, or Sidak's post hoc test, were used to determine significant differences between groups. The test statistic and corresponding *p* value were reported, and statistical significance was defined as *p* < 0.05. All statistical analysis for each data set described is listed in the figure legends.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

G.B.M. and F.T. involved at all levels from study conception, experimentation, data collection/analysis assisted by A.S. and F.B.N. M.H., S.S., and F.C. performed the surgeries and assisted with MRI protocol and interpretation supervised by P.M. M.Q.; RNAseq data analysis. P.R.; Multivariate statistics. T.J./E.C.; macro and pathology scoring and collation. E.T., L.W.F., P.M., F.T., A.B., and F.P. study management, data analysis, interpretation. All authors reviewed and edited the final version of the manuscript.

## Supporting information

Supporting Information

## Data Availability

Research data are not shared.

# Supplementary material for: Biomimetic Scaffolds Modulate the Posttraumatic Inflammatory Response in Articular Cartilage Contributing to Enhanced Neoformation of Cartilaginous Tissue In Vivo
**Source:** Adv Healthc Mater. 2021 Oct 28;11(1):2101127. doi: 10.1002/adhm.202101127

# ADVANCED HEALTHCARE MATERIALS

## Supporting Information

for *Adv. Healthcare Mater.*, DOI: 10.1002/adhm.202101127

Biomimetic scaffolds modulate the post-traumatic inflammatory response in articular cartilage contributing to enhanced neo-formation of cartilaginous tissue in vivo

*Guillermo Bauza-Mayol<sup>1,2,3</sup>, Marcos Quintela<sup>3</sup>, Ava Brozovich<sup>1,2,4</sup>, Michael Hopson<sup>2</sup>, Shazad Shaikh<sup>2</sup>, Fernando Cabrera<sup>1,2</sup>, Aaron Shi<sup>1,2</sup>, Federica Banche Niclot<sup>1,6</sup>, Francesca Paradiso<sup>1,2,3</sup>, Emma Combella<sup>5</sup>, Tom Jovic<sup>5</sup>, Paul Rees<sup>2</sup>, Ennio Tasciotti<sup>1,2,7</sup>, Lewis W Francis<sup>1\*</sup>, Patrick Mcculloch<sup>2</sup>, Francesca Taraballi<sup>1,2\*</sup>*

# **Biomimetic scaffolds modulate the post-traumatic inflammatory response in articular cartilage contributing to enhanced neo-formation of cartilaginous tissue in vivo.**

*Guillermo Bauza-Mayol<sup>1,2,3</sup>, Marcos Quintela<sup>3</sup>, Ava Brozovich<sup>1,2,4</sup>, Michael Hopson<sup>2</sup>, Shazad Shaikh<sup>2</sup>, Fernando Cabrera<sup>1,2</sup>, Aaron Shi<sup>1,2</sup>, Federica Banche Niclot<sup>1,6</sup>, Francesca Paradiso<sup>1,2,3</sup>, Emma Combella<sup>5</sup>, Tom Jovic<sup>5</sup>, Paul Rees<sup>2</sup>, Ennio Tasciotti<sup>1,2,7</sup>, Lewis W Francis<sup>1\*</sup>, Patrick Mcculloch<sup>2</sup>, Francesca Taraballi<sup>1,2\*</sup>.*

## **Supplementary Materials**

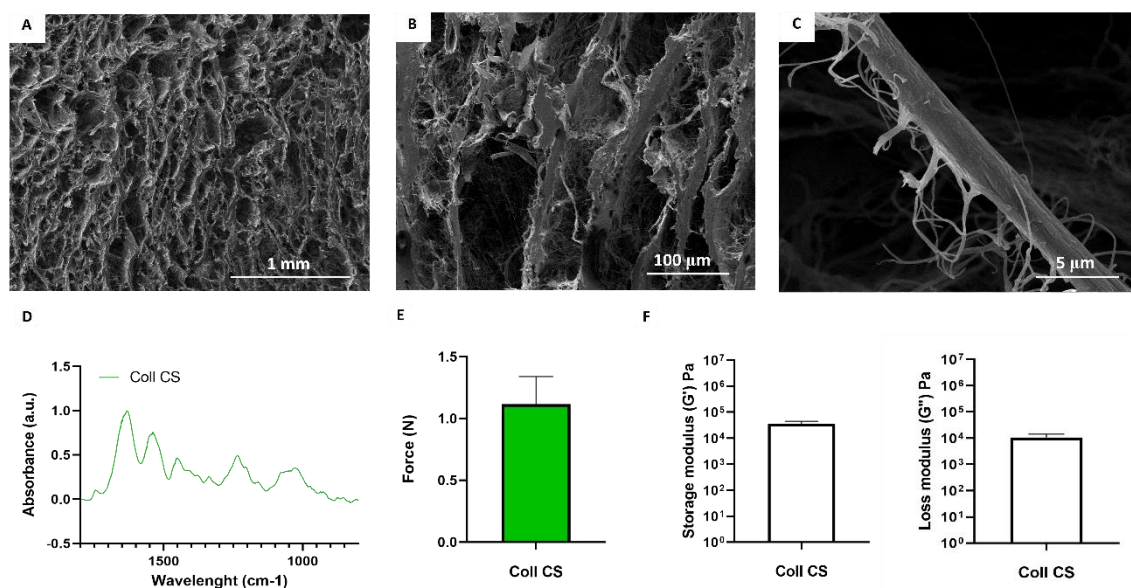

Supplementary Figure 1. (S1)

Supplementary Figure 1. Structural and chemical characterization of the CLCS scaffolds. (A-B-C) Scanning electron microscope images of CSCL at different magnification. Scale bars are included in the figure. (D) Fourier transform infrared

spectroscopy spectra of CSCL. The spectra highlighted the presence of typical collagen Amide I, Amide II, Amide III. The presence of CS inside the collagen scaffold represented mainly on the sugar peaks that arise around 1000 cm<sup>-1</sup>. (E) Compression test performed on CSCL scaffolds. Data are mean 3 + standard dev (SD). (F) Rheology analysis of storage modulus (G', Pa) and loss modulus (G'', Pa) in CSCL scaffolds. Data are mean 3 + standard dev (SD).

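This list gives, for genes with an FDR under 0.05 in the authors' DESeq2 comparison of untreated defects with healthy cartilage, the symbol, the log2 fold change and the adjusted p. The paper's list has 293 entries, 169 of them with higher and 124 with lower expression, and 292 distinct names. In the deposited values, 254 of the names were tested here in untreated against healthy samples. All 254 had the direction the list gives, and 236 had an unadjusted p under 0.05 in limma. Of the 74 called genes with a symbol, 72 are in the list. Because the list was made from the same libraries, this is not independent evidence.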

**Supplementary material S2.** List of differentially expressed genes in untreated cartilage defects in comparison to healthy control at 12 weeks post-surgery (FDR < 0.05, p<0.05).

| Gene name | log2FoldChange | Fold change | P adj.  |
|-----------|----------------|-------------|---------|
| FBXL13    | 3,9439         | 15,3903     | 0,00000 |
| POSTN     | 3,7271         | 13,2421     | 0,00000 |
| MMP13     | 3,6959         | 12,9595     | 0,00000 |
| LUM       | 3,6801         | 12,8177     | 0,00000 |
| PMCH      | 3,4694         | 11,0763     | 0,00000 |
| COL1A2    | 3,3098         | 9,9164      | 0,00000 |
| SLC9A5    | 3,3055         | 9,8869      | 0,00000 |
| COL1A1    | 3,2740         | 9,6732      | 0,00000 |
| OIP5      | 3,2618         | 9,5921      | 0,00000 |
| CRYBG2    | 3,0838         | 8,4783      | 0,00000 |
| SLC19A1   | 3,0742         | 8,4222      | 0,00000 |
| CERKL     | 3,0548         | 8,3096      | 0,00000 |
| METTL7B   | 3,0109         | 8,0607      | 0,00000 |
| EPG5      | 2,8768         | 7,3451      | 0,00000 |
| DUOXA2    | 2,8283         | 7,1024      | 0,00000 |
| KCNH4     | 2,8283         | 7,1024      | 0,00002 |
| KIAA0895  | 2,7010         | 6,5024      | 0,00080 |
| CLEC12B   | 2,6223         | 6,1571      | 0,00001 |
| METTL4    | 2,6168         | 6,1341      | 0,00061 |
| B4GALNT1  | 2,5964         | 6,0480      | 0,00006 |
| SLC14A1   | 2,5922         | 6,0300      | 0,00009 |
| KCTD19    | 2,5919         | 6,0290      | 0,00204 |
| HMGXB3    | 2,5787         | 5,9741      | 0,00000 |
| MROH2B    | 2,5697         | 5,9367      | 0,00003 |
| CCDC152   | 2,5541         | 5,8730      | 0,00000 |
| ZSWIM1    | 2,5371         | 5,8044      | 0,00140 |
| C12orf4   | 2,5154         | 5,7177      | 0,00563 |

|          |        |        |         |
|----------|--------|--------|---------|
| CTSK     | 2,5006 | 5,6593 | 0,00002 |
| TBATA    | 2,4887 | 5,6127 | 0,00863 |
| NUDCD2   | 2,4327 | 5,3990 | 0,00693 |
| MRM3     | 2,4244 | 5,3680 | 0,00750 |
| SLC1A7   | 2,4144 | 5,3308 | 0,00928 |
| MMP9     | 2,4051 | 5,2967 | 0,00004 |
| FLAD1    | 2,3981 | 5,2711 | 0,00008 |
| SLC15A3  | 2,3388 | 5,0588 | 0,00000 |
| DDX39A   | 2,3373 | 5,0537 | 0,00000 |
| SCRN3    | 2,3046 | 4,9402 | 0,00000 |
| ZWILCH   | 2,2984 | 4,9192 | 0,01761 |
| THBS2    | 2,2737 | 4,8355 | 0,01043 |
| MARCKSL1 | 2,2707 | 4,8255 | 0,02084 |
| SPNS1    | 2,2597 | 4,7888 | 0,00856 |
| CTSA     | 2,2334 | 4,7025 | 0,02204 |
| BCKDHB   | 2,2318 | 4,6971 | 0,00314 |
| NCOA5    | 2,2107 | 4,6291 | 0,00008 |
| APOA2    | 2,2092 | 4,6242 | 0,02183 |
| MROH2A   | 2,2076 | 4,6190 | 0,00193 |
| YARS     | 2,1964 | 4,5832 | 0,00270 |
| LMF2     | 2,1932 | 4,5731 | 0,00008 |
| PRMT7    | 2,1852 | 4,5479 | 0,00039 |
| C1QL3    | 2,1788 | 4,5279 | 0,00000 |
| SEMA6D   | 2,1588 | 4,4654 | 0,00998 |
| DSG1     | 2,1491 | 4,4356 | 0,00180 |
| ATP6V0D2 | 2,1475 | 4,4306 | 0,02639 |
| IQGAP2   | 2,1311 | 4,3807 | 0,00340 |
| ADCY3    | 2,1283 | 4,3721 | 0,00000 |
| 5S_rRNA  | 2,1265 | 4,3667 | 0,02247 |
| UBE2O    | 2,1248 | 4,3615 | 0,00054 |
| PPIE     | 2,1065 | 4,3065 | 0,00000 |
| IBSP     | 2,0882 | 4,2522 | 0,00000 |
| SPHK1    | 2,0708 | 4,2011 | 0,01130 |
| PRICKLE2 | 2,0607 | 4,1720 | 0,04488 |
| PROX2    | 2,0441 | 4,1243 | 0,00126 |
| OLFML2B  | 2,0410 | 4,1154 | 0,01119 |
| TESK1    | 1,9975 | 3,9930 | 0,00247 |
| EIF2AK4  | 1,9914 | 3,9761 | 0,00000 |
| MMP2     | 1,9896 | 3,9713 | 0,02774 |
| TTLL5    | 1,9858 | 3,9609 | 0,00000 |
| SYN1     | 1,9833 | 3,9538 | 0,00097 |
| ENPP5    | 1,9618 | 3,8956 | 0,00647 |
| SLC18A2  | 1,9317 | 3,8151 | 0,02134 |

|          |        |        |         |
|----------|--------|--------|---------|
| CALD1    | 1,9269 | 3,8024 | 0,00329 |
| ZCWPW1   | 1,9130 | 3,7658 | 0,00180 |
| NPAS1    | 1,9129 | 3,7657 | 0,02662 |
| TRPV2    | 1,9075 | 3,7517 | 0,01759 |
| ZFHX2    | 1,9005 | 3,7335 | 0,03537 |
| FRYL     | 1,8943 | 3,7174 | 0,00450 |
| VMP1     | 1,8776 | 3,6747 | 0,02991 |
| PTRHD1   | 1,8690 | 3,6527 | 0,02426 |
| AMBRA1   | 1,8669 | 3,6476 | 0,00418 |
| POLDIP2  | 1,8336 | 3,5643 | 0,00000 |
| LAMTOR1  | 1,8205 | 3,5320 | 0,02577 |
| MMP19    | 1,8187 | 3,5276 | 0,00525 |
| BMP1     | 1,8022 | 3,4875 | 0,03615 |
| TYROBP   | 1,7867 | 3,4503 | 0,02517 |
| PDE6A    | 1,7865 | 3,4497 | 0,02042 |
| PCYT1B   | 1,7786 | 3,4310 | 0,02433 |
| APBB1IP  | 1,7747 | 3,4218 | 0,00856 |
| GLI1     | 1,7708 | 3,4125 | 0,00170 |
| BASP1    | 1,7661 | 3,4014 | 0,03835 |
| MFSD8    | 1,7660 | 3,4010 | 0,02984 |
| CLSTN1   | 1,7649 | 3,3985 | 0,00044 |
| EPB41L2  | 1,7618 | 3,3912 | 0,03359 |
| COPG2    | 1,7577 | 3,3815 | 0,04520 |
| PITPNM3  | 1,7567 | 3,3792 | 0,00343 |
| BCAS1    | 1,7261 | 3,3084 | 0,03023 |
| TRPT1    | 1,7148 | 3,2825 | 0,00105 |
| COMT     | 1,7059 | 3,2624 | 0,00040 |
| SPP1     | 1,7052 | 3,2608 | 0,00153 |
| PIGH     | 1,6834 | 3,2118 | 0,00003 |
| TFRC     | 1,6745 | 3,1920 | 0,01811 |
| COL4A1   | 1,6555 | 3,1504 | 0,01802 |
| COL22A1  | 1,6521 | 3,1430 | 0,01839 |
| SLC26A10 | 1,6445 | 3,1263 | 0,03436 |
| UBA7     | 1,6389 | 3,1142 | 0,00033 |
| NYAP2    | 1,6016 | 3,0349 | 0,01631 |
| SKIV2L2  | 1,6009 | 3,0333 | 0,02240 |
| FAM120B  | 1,5985 | 3,0284 | 0,00250 |
| NEK8     | 1,5908 | 3,0121 | 0,00109 |
| GFM2     | 1,5798 | 2,9893 | 0,00524 |
| IL23A    | 1,5792 | 2,9881 | 0,02872 |
| MTX1     | 1,5584 | 2,9453 | 0,00109 |
| DKC1     | 1,5548 | 2,9380 | 0,00040 |
| RNF167   | 1,5338 | 2,8955 | 0,00028 |

|          |        |        |         |
|----------|--------|--------|---------|
| DNAH11   | 1,5233 | 2,8745 | 0,00008 |
| PRIMPOL  | 1,5168 | 2,8615 | 0,00356 |
| FAM198B  | 1,5140 | 2,8559 | 0,01882 |
| SWSAP1   | 1,4963 | 2,8213 | 0,00133 |
| NCAPH2   | 1,4903 | 2,8094 | 0,00380 |
| TNC      | 1,4798 | 2,7891 | 0,03359 |
| RXRB     | 1,4742 | 2,7782 | 0,01474 |
| VPS29    | 1,4682 | 2,7668 | 0,00038 |
| SMG6     | 1,4508 | 2,7336 | 0,01476 |
| PAQR6    | 1,4252 | 2,6855 | 0,00515 |
| TMSB10   | 1,4092 | 2,6558 | 0,04548 |
| LRRC41   | 1,3722 | 2,5886 | 0,01303 |
| ASTE1    | 1,3358 | 2,5242 | 0,00304 |
| PKD2L2   | 1,3339 | 2,5208 | 0,02859 |
| TDRD6    | 1,3320 | 2,5175 | 0,02563 |
| PLTP     | 1,3232 | 2,5023 | 0,00049 |
| BGLAP    | 1,3213 | 2,4988 | 0,00754 |
| AUP1     | 1,3172 | 2,4918 | 0,04408 |
| ELAC2    | 1,3134 | 2,4853 | 0,00888 |
| PPT1     | 1,3026 | 2,4667 | 0,00021 |
| DNAJC17  | 1,2942 | 2,4524 | 0,01802 |
| SLC24A5  | 1,2916 | 2,4481 | 0,00250 |
| AGT      | 1,2820 | 2,4318 | 0,03674 |
| TMEM150B | 1,2694 | 2,4106 | 0,00133 |
| FANK1    | 1,2672 | 2,4069 | 0,01631 |
| KAT5     | 1,2519 | 2,3816 | 0,01952 |
| TP53TG5  | 1,2428 | 2,3666 | 0,02319 |
| PPIL2    | 1,1995 | 2,2967 | 0,01897 |
| SDS      | 1,1907 | 2,2827 | 0,01395 |
| B4GAT1   | 1,1843 | 2,2725 | 0,02703 |
| KATNA1   | 1,1757 | 2,2591 | 0,00983 |
| TMEM204  | 1,1647 | 2,2418 | 0,01043 |
| PPOX     | 1,1617 | 2,2372 | 0,00380 |
| ERBB2    | 1,1525 | 2,2230 | 0,00563 |
| FAM227B  | 1,1432 | 2,2086 | 0,01631 |
| CCDC65   | 1,1314 | 2,1907 | 0,00452 |
| BMP2K    | 1,1279 | 2,1854 | 0,04718 |
| EDC3     | 1,0812 | 2,1158 | 0,00801 |
| CAST     | 1,0788 | 2,1123 | 0,02839 |
| RAD9A    | 1,0757 | 2,1078 | 0,01942 |
| RHPN2    | 1,0679 | 2,0964 | 0,01472 |
| SLC46A1  | 1,0637 | 2,0903 | 0,01631 |
| NR1I3    | 1,0604 | 2,0855 | 0,04805 |

|          |         |        |         |
|----------|---------|--------|---------|
| EMC4     | 1,0536  | 2,0757 | 0,01626 |
| ETNK2    | 1,0420  | 2,0591 | 0,02517 |
| HMGH5    | 1,0349  | 2,0490 | 0,01474 |
| VRK2     | 1,0221  | 2,0308 | 0,01474 |
| RPL10    | 0,9938  | 1,9914 | 0,02134 |
| C1orf167 | 0,9927  | 1,9900 | 0,03750 |
| LRRC71   | 0,9658  | 1,9531 | 0,01942 |
| CRBN     | 0,9552  | 1,9388 | 0,04640 |
| MYH11    | 0,9349  | 1,9118 | 0,02976 |
| GPLD1    | 0,9155  | 1,8863 | 0,01907 |
| ND6      | 0,9097  | 1,8787 | 0,03677 |
| MAP3K15  | 0,9051  | 1,8727 | 0,01802 |
| CNOT1    | 0,8735  | 1,8321 | 0,03296 |
| ADAMTSL4 | -0,8332 | 0,5613 | 0,04414 |
| SPRYD3   | -1,0049 | 0,4983 | 0,03813 |
| CADM4    | -1,2137 | 0,4311 | 0,01165 |
| NCAPD2   | -1,2456 | 0,4217 | 0,00833 |
| TSC2     | -1,2632 | 0,4166 | 0,01578 |
| COPB2    | -1,2644 | 0,4163 | 0,00938 |
| BBS4     | -1,3102 | 0,4033 | 0,00983 |
| GBA3     | -1,3338 | 0,3967 | 0,01180 |
| ZNF335   | -1,3345 | 0,3965 | 0,02774 |
| DDX17    | -1,3405 | 0,3949 | 0,00971 |
| ZNF292   | -1,3506 | 0,3921 | 0,01183 |
| AP2A1    | -1,3544 | 0,3911 | 0,00998 |
| FHOD1    | -1,3676 | 0,3875 | 0,03884 |
| FAN1     | -1,3819 | 0,3837 | 0,00133 |
| TNS2     | -1,3946 | 0,3803 | 0,00459 |
| THBS1    | -1,4040 | 0,3779 | 0,04690 |
| SH2B3    | -1,4164 | 0,3746 | 0,01921 |
| SYTL4    | -1,4246 | 0,3725 | 0,02227 |
| MINK1    | -1,4379 | 0,3691 | 0,01143 |
| C19orf66 | -1,4434 | 0,3677 | 0,02235 |
| PCNX4    | -1,4504 | 0,3659 | 0,02577 |
| FANCC    | -1,4508 | 0,3658 | 0,02043 |
| GAPDH    | -1,4534 | 0,3652 | 0,02595 |
| UBP1     | -1,4659 | 0,3620 | 0,00153 |
| LRMP     | -1,4670 | 0,3617 | 0,00485 |
| UNC93A   | -1,5324 | 0,3457 | 0,00239 |
| DIXDC1   | -1,5332 | 0,3455 | 0,00091 |
| FMOD     | -1,5373 | 0,3445 | 0,02145 |
| IRF2BPL  | -1,5440 | 0,3429 | 0,03396 |
| WDR54    | -1,5770 | 0,3352 | 0,00771 |

|          |         |        |         |
|----------|---------|--------|---------|
| LRRC30   | -1,6027 | 0,3293 | 0,00804 |
| NKIRAS2  | -1,6059 | 0,3285 | 0,02375 |
| CTGF     | -1,6095 | 0,3277 | 0,00193 |
| HTRA2    | -1,6128 | 0,3270 | 0,01043 |
| MYO18A   | -1,6187 | 0,3256 | 0,01911 |
| SOD3     | -1,6193 | 0,3255 | 0,02344 |
| KPNA1    | -1,6297 | 0,3231 | 0,00004 |
| UBE2T    | -1,6324 | 0,3226 | 0,02230 |
| RBFOX3   | -1,6389 | 0,3211 | 0,01739 |
| BEST1    | -1,6626 | 0,3159 | 0,00018 |
| CFAP44   | -1,6726 | 0,3137 | 0,02552 |
| ANXA8    | -1,6998 | 0,3078 | 0,00418 |
| ADM      | -1,7194 | 0,3037 | 0,03312 |
| MINDY1   | -1,7197 | 0,3036 | 0,01631 |
| THBS4    | -1,7299 | 0,3015 | 0,02828 |
| 5S_rRNA  | -1,7563 | 0,2960 | 0,02926 |
| SERPINA3 | -1,7720 | 0,2928 | 0,01914 |
| IFFO1    | -1,7995 | 0,2873 | 0,00000 |
| SETD1A   | -1,8078 | 0,2856 | 0,00584 |
| SMOC2    | -1,8214 | 0,2829 | 0,00198 |
| CLU      | -1,8240 | 0,2824 | 0,00349 |
| BOC      | -1,8266 | 0,2819 | 0,01882 |
| TMEM263  | -1,8314 | 0,2810 | 0,00164 |
| FAM151A  | -1,8325 | 0,2808 | 0,00000 |
| PITRM1   | -1,8369 | 0,2799 | 0,00550 |
| HSF4     | -1,8548 | 0,2765 | 0,01631 |
| SOX9     | -1,8601 | 0,2755 | 0,03975 |
| LMCD1    | -1,8698 | 0,2736 | 0,02517 |
| MTBP     | -1,8966 | 0,2686 | 0,00265 |
| THRA     | -1,8983 | 0,2683 | 0,00009 |
| VPS54    | -1,9502 | 0,2588 | 0,00655 |
| SHMT2    | -1,9513 | 0,2586 | 0,00001 |
| ENO1     | -1,9723 | 0,2548 | 0,00349 |
| S100P    | -1,9858 | 0,2525 | 0,04443 |
| ERRFI1   | -2,0020 | 0,2497 | 0,00061 |
| TLN1     | -2,0322 | 0,2445 | 0,00021 |
| SERPINE2 | -2,0358 | 0,2439 | 0,00071 |
| SSH3     | -2,0465 | 0,2421 | 0,00049 |
| LYPLA2   | -2,0496 | 0,2415 | 0,00335 |
| BARX1    | -2,0511 | 0,2413 | 0,00000 |
| SPATA46  | -2,0699 | 0,2382 | 0,01373 |
| EPHB6    | -2,0982 | 0,2335 | 0,02809 |
| KIAA1211 | -2,1233 | 0,2295 | 0,00257 |

|           |         |        |         |
|-----------|---------|--------|---------|
| DCN       | -2,1257 | 0,2291 | 0,00019 |
| ITGBL1    | -2,1304 | 0,2284 | 0,03214 |
| GALNT2    | -2,1405 | 0,2268 | 0,01527 |
| KIAA0355  | -2,1413 | 0,2267 | 0,00329 |
| MTFR1     | -2,1722 | 0,2219 | 0,01802 |
| DOK1      | -2,1953 | 0,2183 | 0,00601 |
| LOXL3     | -2,2033 | 0,2171 | 0,00004 |
| HIF1A     | -2,2181 | 0,2149 | 0,00001 |
| PTGES     | -2,2249 | 0,2139 | 0,02338 |
| WWP2      | -2,2355 | 0,2124 | 0,00020 |
| GREM1     | -2,2499 | 0,2102 | 0,01556 |
| TNFRSF11B | -2,2621 | 0,2085 | 0,01520 |
| CYTL1     | -2,2656 | 0,2080 | 0,00003 |
| LRRIQ4    | -2,2687 | 0,2075 | 0,00007 |
| TUB       | -2,2974 | 0,2034 | 0,00295 |
| ACSF2     | -2,2989 | 0,2032 | 0,00001 |
| TLR5      | -2,3109 | 0,2015 | 0,01808 |
| TSC22D2   | -2,3148 | 0,2010 | 0,00596 |
| GRIN2C    | -2,3362 | 0,1980 | 0,01658 |
| CSNK1D    | -2,3631 | 0,1944 | 0,00000 |
| NUP54     | -2,3695 | 0,1935 | 0,01165 |
| TAPBPL    | -2,3776 | 0,1924 | 0,00000 |
| ANKRD13D  | -2,3986 | 0,1897 | 0,00448 |
| TNIP1     | -2,4295 | 0,1856 | 0,00007 |
| PPP1R1B   | -2,4378 | 0,1846 | 0,00849 |
| DACT2     | -2,4430 | 0,1839 | 0,00424 |
| NYAP1     | -2,4521 | 0,1827 | 0,00276 |
| FZD9      | -2,4854 | 0,1786 | 0,00693 |
| TMEM184B  | -2,4993 | 0,1769 | 0,00000 |
| SEMA3D    | -2,5559 | 0,1701 | 0,00016 |
| GOS2      | -2,5568 | 0,1700 | 0,00642 |
| TMIE      | -2,6091 | 0,1639 | 0,00340 |
| MRS2      | -2,6119 | 0,1636 | 0,00126 |
| C2orf40   | -2,6162 | 0,1631 | 0,00040 |
| CILP      | -2,6212 | 0,1625 | 0,00000 |
| OGN       | -2,6564 | 0,1586 | 0,00004 |
| PPP1R3C   | -2,6639 | 0,1578 | 0,00011 |
| ANGPTL7   | -2,6728 | 0,1568 | 0,00004 |
| SCN5A     | -2,6802 | 0,1560 | 0,00302 |
| AGFG2     | -2,7088 | 0,1530 | 0,00051 |
| ALKBH5    | -2,7332 | 0,1504 | 0,00008 |
| STC2      | -2,7370 | 0,1500 | 0,00000 |
| BARHL1    | -2,8065 | 0,1429 | 0,00170 |

|         |         |        |         |
|---------|---------|--------|---------|
| AP5Z1   | -3,0084 | 0,1243 | 0,00000 |
| M1AP    | -3,0442 | 0,1212 | 0,00012 |
| IL21    | -3,0510 | 0,1207 | 0,00009 |
| SLC38A4 | -3,0622 | 0,1197 | 0,00000 |
| CA9     | -3,0951 | 0,1170 | 0,00009 |
| UVRAG   | -3,1947 | 0,1092 | 0,00025 |
| NUDT6   | -3,3552 | 0,0977 | 0,00000 |
| TPR     | -4,0822 | 0,0590 | 0,00000 |

Supplementary S3.

**Supplementary materials S3.** List of differentially expressed genes in CLCS treated cartilage defects in comparison to healthy control at 12 weeks post-surgery (FDR < 0.05,  $p < 0.05$ ).

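The list gives the same measures for the authors' DESeq2 comparison of CLCS treated defects with healthy cartilage. The text of the paper counts 198 genes, and the copy of the paper's list read here holds 197 entries, 125 with higher and 72 with lower expression, so the list as a whole was not compared with the genes called here.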

| Gene name | log2FoldChange | Fold change | P adj.     |
|-----------|----------------|-------------|------------|
| FBXL13    | 3,71763839     | 13,1559031  | 6,657E-12  |
| POSTN     | 3,68950101     | 12,901805   | 1,0249E-09 |
| COL1A1    | 3,35020397     | 10,1979267  | 5,8645E-13 |
| METTL7B   | 3,23173701     | 9,39398316  | 6,0956E-10 |
| LUM       | 3,17504091     | 9,03197137  | 3,2669E-05 |
| COL1A2    | 3,14219043     | 8,82863519  | 2,1079E-14 |
| SLC9A5    | 2,99592314     | 7,97742498  | 9,9272E-07 |
| C12orf4   | 2,94299687     | 7,69007075  | 0,00074886 |
| OIP5      | 2,9413608      | 7,68135488  | 4,0901E-07 |
| PMCH      | 2,79898582     | 6,95951044  | 4,2188E-08 |
| MROH2B    | 2,77409249     | 6,84045593  | 6,2026E-06 |
| SLC19A1   | 2,70623794     | 6,52617622  | 3,0376E-07 |
| KIAA0895  | 2,69813627     | 6,48963018  | 0,00098725 |
| MMP13     | 2,67270138     | 6,37621986  | 4,6021E-06 |
| CRYBG2    | 2,64556602     | 6,25741168  | 0,000176   |
| METTL4    | 2,60086109     | 6,06648603  | 0,00085757 |
| MMP9      | 2,53227013     | 5,78481224  | 1,7107E-05 |
| B4GALNT1  | 2,49359121     | 5,63178091  | 0,000176   |
| KCTD19    | 2,39644021     | 5,26502438  | 0,0068016  |
| HMGXB3    | 2,36978663     | 5,16864685  | 5,4459E-11 |
| DDX39A    | 2,34565421     | 5,08290831  | 1,6995E-09 |
| COL22A1   | 2,32256297     | 5,00220079  | 0,00020459 |
| PRMT7     | 2,31120765     | 4,96298347  | 0,000176   |
| DUOXA2    | 2,2858242      | 4,87642613  | 0,00074886 |
| IBSP      | 2,23681137     | 4,71354129  | 7,7707E-07 |
| SLC15A3   | 2,22220045     | 4,66604573  | 2,9008E-08 |

|          |            |            |            |
|----------|------------|------------|------------|
| SCRN3    | 2,20345096 | 4,60579742 | 3,0376E-07 |
| FLAD1    | 2,19828563 | 4,58933662 | 0,00054538 |
| COPG2    | 2,18784031 | 4,55622916 | 0,00777267 |
| TESK1    | 2,17297718 | 4,50953032 | 0,00082532 |
| SPNS1    | 2,13696873 | 4,39836927 | 0,01904741 |
| LMF2     | 2,13350955 | 4,38783583 | 0,000176   |
| MARCKSL1 | 2,12517754 | 4,36256776 | 0,04515582 |
| CLEC12B  | 2,0719087  | 4,20442554 | 0,00184947 |
| EPB41L2  | 2,06624634 | 4,18795616 | 0,00998347 |
| KCNH4    | 2,0536641  | 4,15159037 | 0,00766742 |
| CALD1    | 2,0428629  | 4,12062422 | 0,00184947 |
| BMP1     | 2,0270577  | 4,07572778 | 0,01719344 |
| OLFML2B  | 2,02334459 | 4,06525144 | 0,01564072 |
| ADCY3    | 1,99233879 | 3,97881491 | 3,6501E-06 |
| COL4A1   | 1,97861832 | 3,94115454 | 0,00325045 |
| PPIE     | 1,97421442 | 3,92914231 | 4,0775E-05 |
| TRPV2    | 1,94621663 | 3,85362618 | 0,01859391 |
| COMT     | 1,9441778  | 3,84818405 | 3,8781E-05 |
| DSG1     | 1,93421946 | 3,82171304 | 0,00888739 |
| CERKL    | 1,88243771 | 3,68697519 | 3,7194E-06 |
| EIF2AK4  | 1,86619699 | 3,64570288 | 3,5338E-08 |
| SLC14A1  | 1,86493676 | 3,64251967 | 0,01749095 |
| MROH2A   | 1,85711046 | 3,6228133  | 0,01859391 |
| SLC26A10 | 1,84232287 | 3,5858692  | 0,01695623 |
| POLDIP2  | 1,82967178 | 3,55456194 | 4,0124E-06 |
| PAQR6    | 1,81619641 | 3,52151545 | 0,00014786 |
| EPG5     | 1,81252412 | 3,51256306 | 0,0087413  |
| NCOA5    | 1,8039086  | 3,49164916 | 0,00384528 |
| TTLL5    | 1,79229414 | 3,46365236 | 7,5979E-07 |
| CCDC152  | 1,78675152 | 3,45037106 | 0,00467881 |
| FRYL     | 1,78414625 | 3,44414588 | 0,01193758 |
| HIPK1    | 1,77108027 | 3,41309429 | 0,01326829 |
| CTSK     | 1,73577008 | 3,33057225 | 0,01193758 |
| UBA7     | 1,73400423 | 3,32649814 | 0,00014968 |
| SWSAP1   | 1,73185845 | 3,32155419 | 0,00013631 |
| PROX2    | 1,73121412 | 3,32007105 | 0,01330935 |
| COL4A2   | 1,7168852  | 3,28725916 | 0,01695623 |
| BGLAP    | 1,71575797 | 3,28469171 | 0,000176   |
| UBE2O    | 1,70543994 | 3,26128368 | 0,01385779 |
| ELAC2    | 1,69246598 | 3,23208687 | 0,00027961 |
| RXRB     | 1,64731716 | 3,13250576 | 0,00567472 |
| NCAPH2   | 1,61859716 | 3,07076298 | 0,00157272 |
| SKIV2L2  | 1,61771218 | 3,06887989 | 0,02710255 |

|          |            |            |            |
|----------|------------|------------|------------|
| CLSTN1   | 1,60519126 | 3,0423608  | 0,00258447 |
| PITPNM3  | 1,58151572 | 2,99284118 | 0,01481621 |
| GLI1     | 1,56570097 | 2,96021297 | 0,01033237 |
| SPP1     | 1,56325628 | 2,95520105 | 0,00601209 |
| TNC      | 1,53125026 | 2,89036214 | 0,0334512  |
| AMBRA1   | 1,53054053 | 2,88894058 | 0,04029148 |
| MMP19    | 1,52206897 | 2,87202632 | 0,03910048 |
| FAM120B  | 1,50887586 | 2,84588203 | 0,00675819 |
| SDS      | 1,49783649 | 2,8241887  | 0,00090292 |
| C1QL3    | 1,4831982  | 2,795678   | 0,00563989 |
| MTX1     | 1,47820692 | 2,78602251 | 0,00307768 |
| TMEM150B | 1,4779178  | 2,78546425 | 0,00012416 |
| NEK8     | 1,46170048 | 2,7543282  | 0,00473281 |
| RNF167   | 1,43721201 | 2,70797048 | 0,00104498 |
| DNAJC17  | 1,42422915 | 2,68371069 | 0,00876417 |
| R3HCC1L  | 1,41767012 | 2,67153722 | 0,03149713 |
| FAM198B  | 1,40486329 | 2,64792689 | 0,04503547 |
| PLTP     | 1,39912857 | 2,63742225 | 0,000213   |
| ERBB2    | 1,39227663 | 2,62492579 | 0,00044742 |
| KAT5     | 1,38656384 | 2,61455214 | 0,00914732 |
| DNAH11   | 1,36994746 | 2,58461153 | 0,00074886 |
| RHPN2    | 1,33389021 | 2,52081495 | 0,0011064  |
| PIGH     | 1,32818547 | 2,51086676 | 0,00317824 |
| CCDC65   | 1,31803106 | 2,49325607 | 0,00061679 |
| ARHGAP9  | 1,30279702 | 2,46706721 | 0,0192575  |
| PPIL2    | 1,25577125 | 2,38794771 | 0,0157695  |
| MYH11    | 1,25479072 | 2,3863253  | 0,00150373 |
| BMP6     | 1,23841463 | 2,35939118 | 0,01482926 |
| CYP8B1   | 1,23665908 | 2,35652188 | 0,00858012 |
| SLC46A1  | 1,23398339 | 2,35215542 | 0,00429472 |
| ETNK2    | 1,2331426  | 2,35078501 | 0,0061521  |
| RAD9A    | 1,22840915 | 2,34308477 | 0,00651257 |
| PMM1     | 1,22123966 | 2,33146967 | 0,01985879 |
| PRIMPOL  | 1,20876011 | 2,31138905 | 0,04484638 |
| DUOX1    | 1,20657517 | 2,30789113 | 0,01911171 |
| CRBN     | 1,19002389 | 2,28156521 | 0,00818319 |
| PPOX     | 1,17223087 | 2,25359906 | 0,004524   |
| B4GAT1   | 1,14621887 | 2,21333046 | 0,04544305 |
| DKC1     | 1,12089435 | 2,17481751 | 0,02970741 |
| PPT1     | 1,10114337 | 2,1452464  | 0,00393972 |
| SIMC1    | 1,08763626 | 2,12525546 | 0,04097304 |
| WDR74    | 1,08091009 | 2,11537009 | 0,01911171 |
| KATNA1   | 1,06817352 | 2,09677713 | 0,03000373 |

|          |            |            |            |
|----------|------------|------------|------------|
| APBB1    | 1,06481161 | 2,0918967  | 0,03789458 |
| STAB1    | 1,05419566 | 2,07656014 | 0,03000373 |
| LRRC71   | 1,0329255  | 2,04616927 | 0,01330935 |
| DDB2     | 0,98100239 | 1,97383637 | 0,03789458 |
| RPL10    | 0,96751532 | 1,95546988 | 0,03375358 |
| UBQLN4   | 0,95608368 | 1,94003634 | 0,04503547 |
| DAGLB    | 0,95190411 | 1,93442408 | 0,01803709 |
| FLOT2    | 0,95146382 | 1,93383381 | 0,01828116 |
| HMG5     | 0,94854105 | 1,92992    | 0,03789458 |
| EDC3     | 0,93728071 | 1,91491547 | 0,03744885 |
| SLC35A2  | 0,89344835 | 1,85761091 | 0,02841494 |
| NCAPD3   | 0,88648159 | 1,84866215 | 0,03018535 |
| MAP3K15  | 0,82671307 | 1,77363982 | 0,04635911 |
| ADAMTSL4 | -0,9112643 | 0,53171892 | 0,02732118 |
| FAN1     | -1,0825398 | 0,47219681 | 0,0264153  |
| KPNA1    | -1,0998885 | 0,46655256 | 0,01768864 |
| IFFO1    | -1,1389595 | 0,45408695 | 0,00666224 |
| BARX1    | -1,1813661 | 0,44093377 | 0,02127105 |
| UBP1     | -1,2408548 | 0,42312187 | 0,0140257  |
| UNC93A   | -1,2916514 | 0,4084832  | 0,01923772 |
| LRMP     | -1,3182591 | 0,40101856 | 0,01911171 |
| BBS4     | -1,358883  | 0,38988404 | 0,00878241 |
| LOXL3    | -1,3719505 | 0,38636854 | 0,03555601 |
| SMOC2    | -1,3814866 | 0,38382308 | 0,04170148 |
| LRRC30   | -1,3980988 | 0,37942883 | 0,03555601 |
| SYTL4    | -1,4071557 | 0,37705432 | 0,03319776 |
| COPB2    | -1,4118819 | 0,37582114 | 0,00365663 |
| CYTL1    | -1,4153329 | 0,37492321 | 0,02649462 |
| ZNF335   | -1,4346256 | 0,36994287 | 0,02100628 |
| TPM2     | -1,4455559 | 0,36715067 | 0,03312616 |
| DIXDC1   | -1,4938342 | 0,35506763 | 0,00172058 |
| ACSF2    | -1,5045896 | 0,35243043 | 0,0121643  |
| MYO18A   | -1,5059013 | 0,35211014 | 0,04504732 |
| FAM151A  | -1,5322437 | 0,34573926 | 7,8318E-06 |
| IRF2BPL  | -1,565067  | 0,33796202 | 0,04272283 |
| MINDY1   | -1,5854526 | 0,33322011 | 0,04173792 |
| TNIP1    | -1,5885421 | 0,33250728 | 0,02669956 |
| LYPLA2   | -1,6178919 | 0,32581121 | 0,04179753 |
| PLCG1    | -1,6725034 | 0,31370852 | 0,01356355 |
| DCN      | -1,6935505 | 0,30916512 | 0,00682929 |
| PRRC2C   | -1,7039398 | 0,30694673 | 0,04982189 |
| TMEM263  | -1,7065015 | 0,30640219 | 0,00542139 |
| ERRFI1   | -1,7144022 | 0,30472881 | 0,00666224 |

|          |            |            |            |
|----------|------------|------------|------------|
| ARL9     | -1,7755347 | 0,29208603 | 0,039964   |
| VPS54    | -1,7968665 | 0,287799   | 0,01911171 |
| PPP1R3C  | -1,8697603 | 0,27361889 | 0,01631995 |
| SPATA46  | -1,9014601 | 0,26767234 | 0,03575558 |
| CSNK1D   | -1,9177233 | 0,26467185 | 2,3769E-05 |
| HIF1A    | -1,9485906 | 0,2590692  | 0,00014786 |
| AGFG2    | -1,94976   | 0,25885928 | 0,02933096 |
| SERPINE2 | -1,9602945 | 0,256976   | 0,00165101 |
| TAPBPL   | -1,9646164 | 0,25620731 | 4,4987E-05 |
| STC2     | -1,9724727 | 0,25481591 | 0,00071655 |
| SETD1A   | -1,9741641 | 0,25451735 | 0,00311801 |
| TUB      | -1,9833478 | 0,25290233 | 0,01803709 |
| AP5Z1    | -1,9998839 | 0,25002012 | 0,00157272 |
| BEST1    | -2,0145767 | 0,24748677 | 4,6021E-06 |
| SEMA3D   | -2,0316938 | 0,24456778 | 0,00589727 |
| PITRM1   | -2,0732846 | 0,23761789 | 0,00176066 |
| C2orf40  | -2,0815614 | 0,23625857 | 0,0106284  |
| PDPN     | -2,1050865 | 0,2324373  | 0,02254649 |
| DACT2    | -2,1080429 | 0,23196147 | 0,02353721 |
| TLN1     | -2,1352976 | 0,2276205  | 0,00014786 |
| LYRM4    | -2,138665  | 0,22708983 | 0,03558817 |
| 5S_rRNA  | -2,181666  | 0,22042106 | 0,00563989 |
| MRS2     | -2,1919166 | 0,21886048 | 0,01267037 |
| LRRIQ4   | -2,2177492 | 0,21497649 | 0,00014968 |
| NUP54    | -2,2239972 | 0,21404749 | 0,02638132 |
| SLC38A4  | -2,2267801 | 0,213635   | 3,672E-05  |
| CILP     | -2,2431828 | 0,21121983 | 2,5405E-07 |
| NYAP1    | -2,2790175 | 0,20603803 | 0,0087256  |
| FBXO25   | -2,3353836 | 0,19814334 | 0,00752038 |
| OGN      | -2,3552359 | 0,19543545 | 0,00052158 |
| TMEM184B | -2,3705822 | 0,19336758 | 1,8867E-09 |
| CLU      | -2,3906648 | 0,19069451 | 5,3124E-05 |
| TPR      | -2,4785889 | 0,17941981 | 3,2726E-09 |
| IL21     | -2,5365555 | 0,17235374 | 0,0024698  |
| ANGPTL7  | -2,5528756 | 0,17041502 | 0,00013817 |
| PPP1R1B  | -2,6603418 | 0,1581821  | 0,00442027 |
| CA9      | -2,8893159 | 0,13496751 | 0,00046116 |
| M1AP     | -2,932684  | 0,1309707  | 0,00035059 |
| NUDT6    | -3,0260442 | 0,12276369 | 9,1814E-15 |
| TMIE     | -3,1602916 | 0,11185552 | 0,00027961 |
| SCN5A    | -3,2686145 | 0,10376454 | 0,00017656 |
| UVRAG    | -3,3265145 | 0,0996826  | 0,00015823 |

Supplementary S4.

**Supplementary material S4. Inflammatory pathway comparison.** Diagram displaying relevant inflammatory molecular axes differentially regulated in CLCS treated cartilage compared to untreated repaired cartilage. Significant upregulated (red) or downregulated (green) RNA expression is color-coded derived from the DEseq2 across the RNA-seq data from CLCS treated and untreated cartilage compared to healthy control samples. Cut off for significance is set at  $p > 0.05$ ,  $\log_2$  FC (-1,1) and FDR  $< 0.25$ .

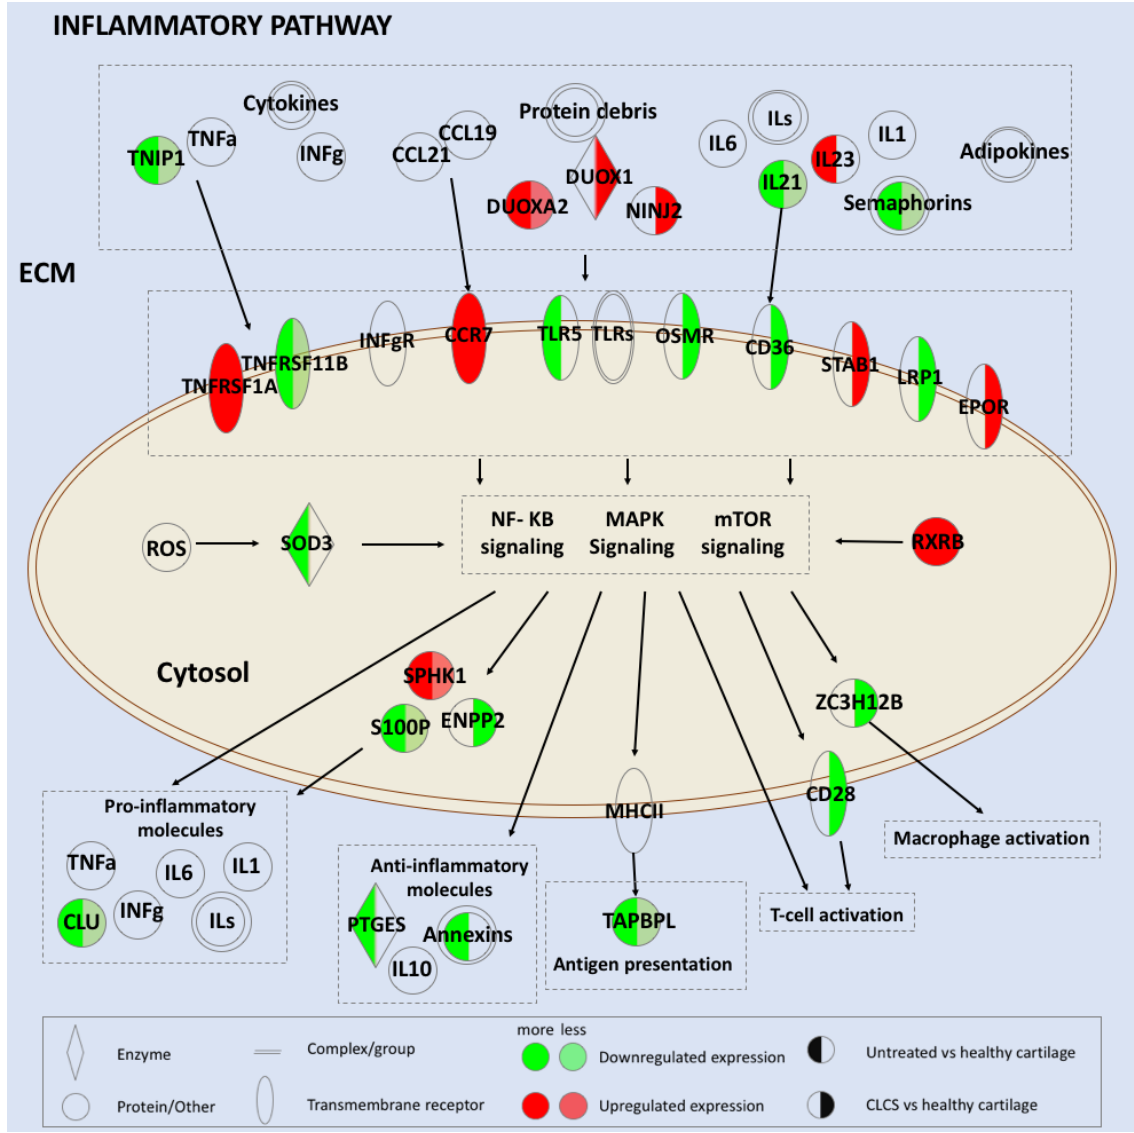

Supplementary S5.

**Supplementary material S5. ECM-Cell communication pathway comparison.**

Diagram displaying the cellular location of relevant molecular axes involved in ECM cell interaction, focal adhesions and cell-cell interactions. Significant upregulated (red) or downregulated (green) RNA expression is color-coded derived from the DEseq2 across the RNA-seq data from CLCS treated and untreated cartilage compared to healthy control samples. Cut off for significance is set at  $p > 0.05$ ,  $\log_2$  FC (-1,1) and FDR  $< 0.25$ .

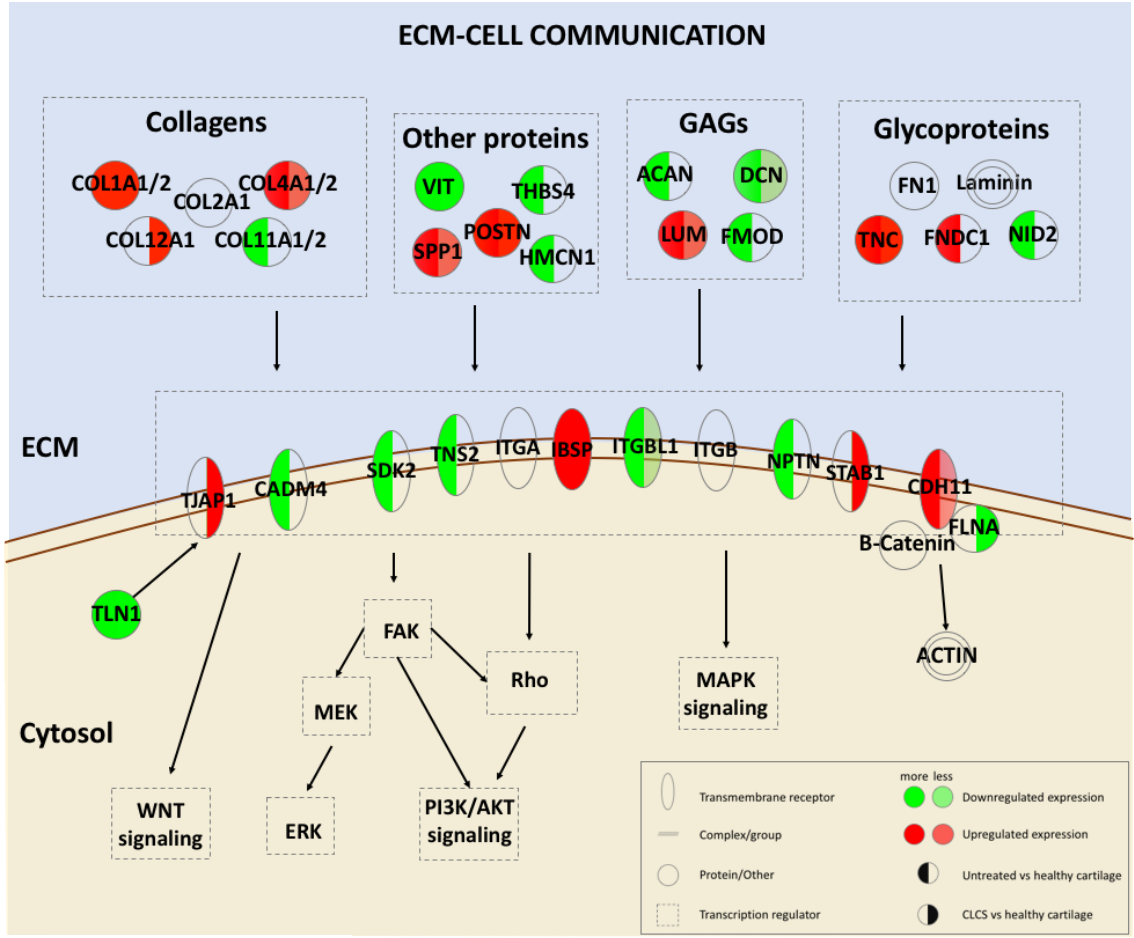

Supplementary S6.

**Supplementary material S6. Cartilage homeostasis pathway comparison.**

Diagram displaying relevant molecular axes involved in cartilage homeostasis leading to healthy and hypertrophic cartilage ECM production. Significant upregulated (red) or downregulated (green) RNA expression is color-coded derived from the DEseq2 across

the RNA-seq data from CLCS treated and untreated cartilage compared to healthy control samples. Cut off for significance is set at  $p > 0.05$ ,  $\log_2$  FC (-1,1) and FDR  $< 0.25$ .

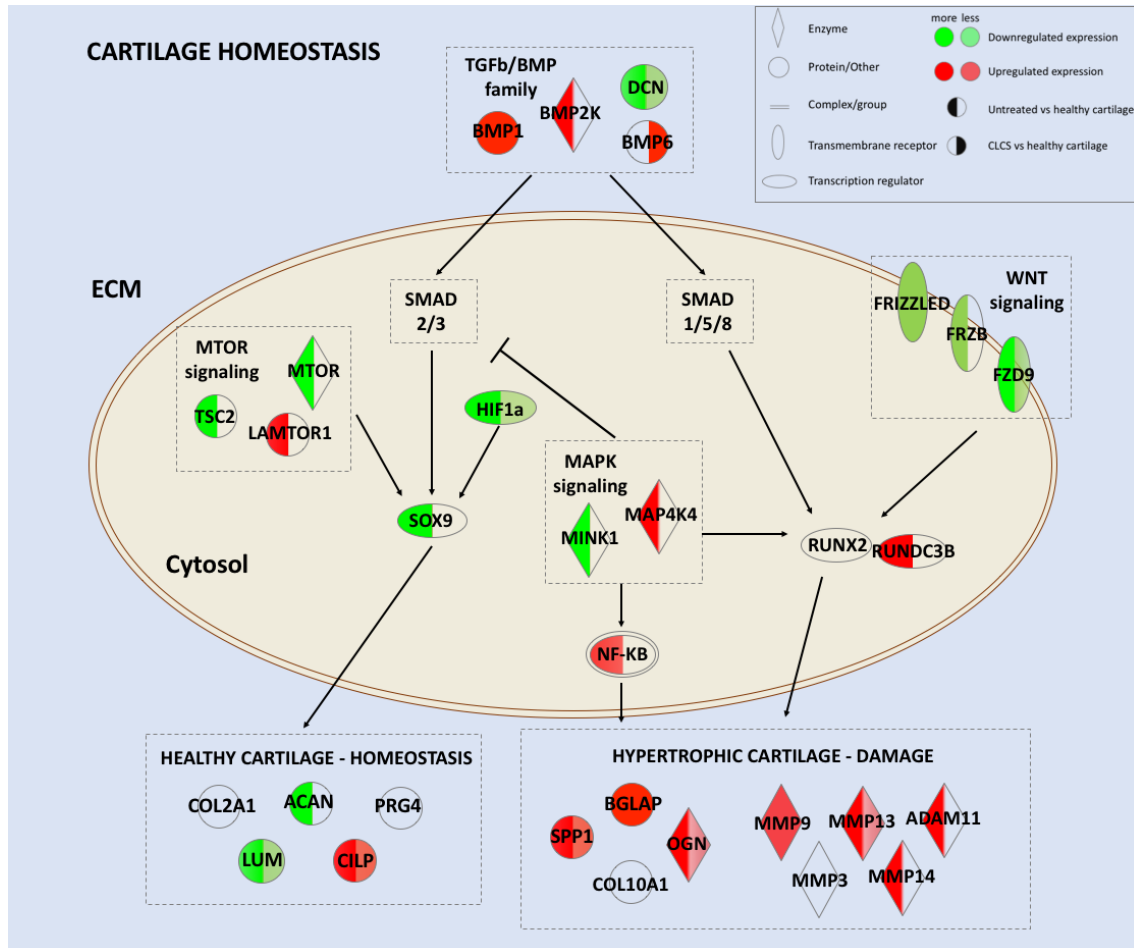

Supplementary S7.

### Supplementary material S7. Articular cartilage gross anatomy regeneration.

Rabbit femoral heads macroscopical images at 1-, 6- and 12-weeks post-treatment (CLCS) compared to untreated (control).

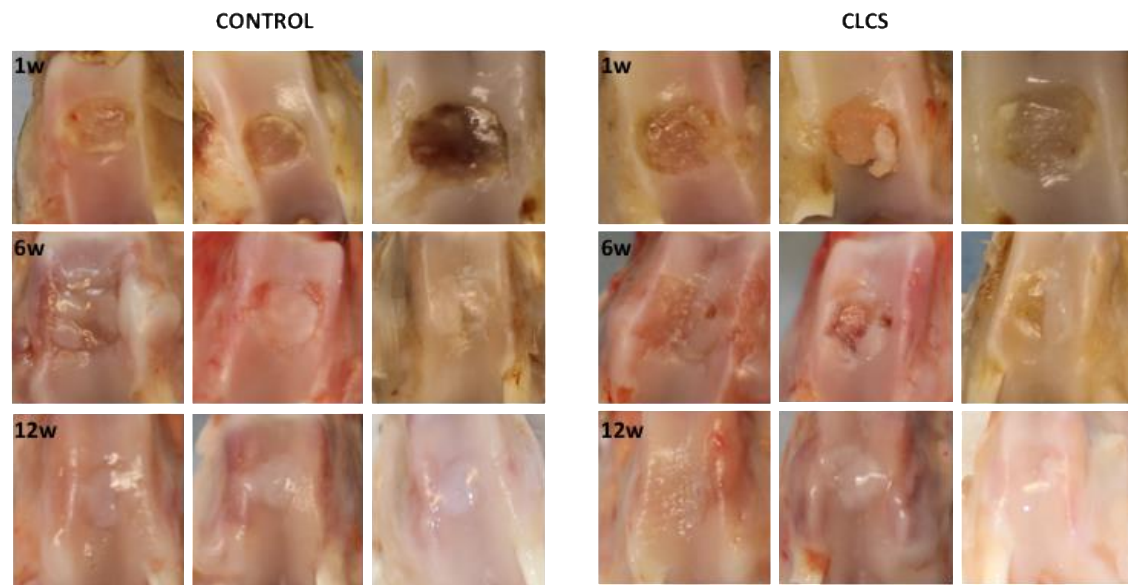

Supplementary S8.

**Supplementary material S8. Articular cartilage tissue regeneration.** Hematoxylin and eosin staining of rabbit *ex vivo* slides at 1-, 6- and 12-weeks post-treatment (CLCS) compared to untreated (control).

## CONTROL

1w

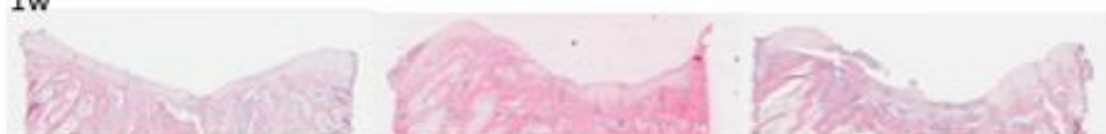

6w

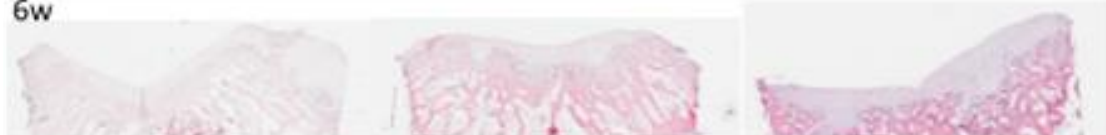

12w

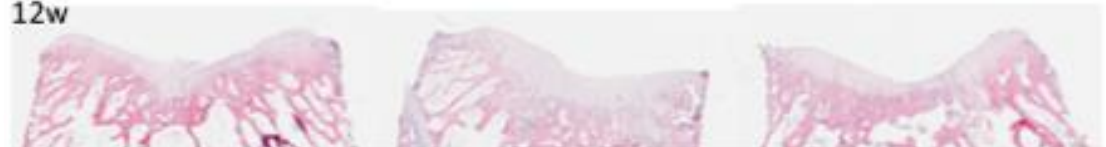

## TREATED

1w

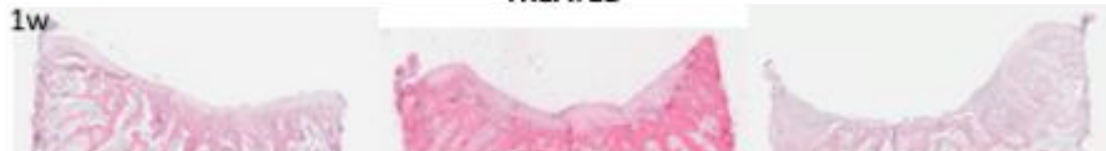

6w

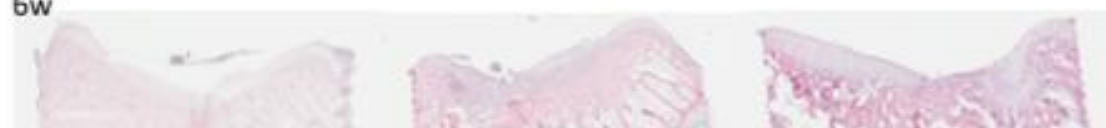

12w

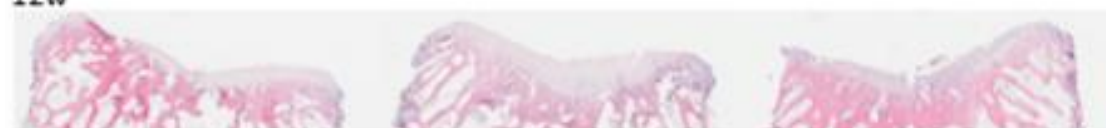

**Supplement:** Supplementary file 1 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

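RNA sequencing was analysed for 9 libraries from rabbit cartilage 12 weeks after surgery, 3 each from CLCS treated defects, untreated defects and healthy cartilage. Both tables of the series were used, and all of their per-sample columns were read. The 3 healthy columns are repeated with identical values in both tables and were used once. The group and replicate number of each library were taken from the column headers and the sample labels.

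The deposited values are a signal per gene, which the authors made before deposit by dividing the gene counts of a library by its DESeq2 size factor, as their methods and the values show. According to the authors' methods, polyA RNA was made into TruSeq libraries and sequenced as read pairs, which were checked with FastQC and aligned to oryCun2.0 with TopHat and Bowtie. Multiple alignments were disregarded, alignments were counted per gene with eXpress, and the counts were normalized with DESeq2. The methods do not give tool versions, the annotation release, a filter on low counts or the strand setting of the count. As deposited, the columns hold decimals, and every value is a whole multiple of the smallest value above 0 of its column. This step equals the inverse of the DESeq2 size factor computed from the recovered reads, within 7.87e-10. Whole reads were therefore recovered for 100% of the values of each library. Only genes with a read in at least 1 library are listed, 14870 in total. Library totals lie between 724986 and 1226408 recovered reads.

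The design, written before the data were examined, assumed counts per gene. For the case of normalized values it named limma, which was used here: lmFit and eBayes of limma 3.58.1 in R 4.3.3 on log2 of the deposited value plus a pseudocount of 1, with Benjamini-Hochberg adjustment and a call at an adjusted p under 0.05. The count test of the design, the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, was run on the recovered reads as an alternative chosen after the values were seen. It called 87 genes in untreated and 123 in CLCS against healthy samples, and 0 in CLCS against untreated samples, where 88 genes had an unadjusted p under 0.05. Each comparison used the 6 libraries of its pair of groups and the genes kept by filterByExpr of edgeR on their recovered reads. Standard errors are those of limma after its empirical Bayes step. A fold was given as a limit where all libraries of a group had 3 reads or fewer, computed against that number of reads, and such a limit covers counting error only.

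Detection in a group meant at least 1 read in all 3 libraries. The position of the CLCS libraries was measured on log2 CPM with TMM normalization and a prior count of 2, as the projection on the line from the healthy to the untreated mean, with exact exchanges of the labels of the 6 libraries from defects. Gene lists were tested with camera at a correlation between genes of 0.01, with fry and an estimated correlation beside it, adjusted over the lists of a comparison. A median log2 fold change was also ranked among 10000 random lists matched on expression. The 23 lists were written before the data were examined. They comprise collagens, matrix metalloproteinases, ADAMTS proteases, integrins and mitochondrial transcripts by symbol, marker lists of small leucine-rich proteoglycans, cartilage matrix, bone, osteoclast, monocyte and macrophage, lymphocyte, neutrophil and marrow, erythroid, endothelial, skeletal muscle, fibroblast, proliferation, hypoxia and glycolysis and immediate early genes, the genes of the qPCR in Fig. 3D, and the genes of Fig. 7A, Fig. 7B and Fig. 7C. Of these, 17 had at least 3 tested members. Genes were named by a rule set at the same time: every gene that the paper names for the sequencing at this time point, the 5 largest increases and the 5 largest decreases among called genes whose groups do not overlap, and members of a list where its result is given. Genes shown only as examples of abundant transcripts or of neighbouring genes were chosen after their values were seen.

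The pipeline was tested on simulated data with the depth and spread of these libraries. With 171 changed genes of a log2 change of 2 among 3527 tested ones, it recovered 69%, and 7.1% of its calls were unchanged genes. It made 0 calls in a simulation without changed genes. In the 20 further simulations without any change, used for the shared healthy libraries, it called at most 2 genes in untreated samples and 0 in both comparisons. The position of a group simulated midway between the others came out at 49.2%, in a step that used 176 genes. The position of the real libraries was measured over 3812 genes. A midway group lies equally far from both other means, so similar noise in both need not move it. The simulated value therefore cannot show the shift seen for real libraries left out of their own mean, and it does not check the position for that shift. Whether the replicate number marks a pair of samples was checked with the deviations from the group mean across genes. Their Pearson correlation across genes between libraries of the same number was 0.29, 0.13 and -0.04 for untreated and healthy, 0.28, 0.14 and 0.19 for CLCS and healthy and 0.25, 0.33 and 0.30 for CLCS and untreated libraries. All 3 were over 0.1 for CLCS with either other group, so equal numbers were taken as pairs there, and not for untreated and healthy. The paper places the scaffold in the right and the untreated defect in the left knee of an animal, and does not say that a number marks an animal. The replicate number was used as a block in an alternative only.

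Alternatives set before the data were examined were DESeq2 1.42.0 with and without its prior on the fold change, limma-voom with TMM, edgeR with the size factors of DESeq2, no low-count filter, at least 10 reads in every library, all 9 libraries in one fit, the replicate block, each library left out in turn, an adjusted p under 0.01 and a pseudocount of 0.1. For detection, other minimums were tried, and for the position, other sets of genes, a prior count of 0.5 and the size factors of DESeq2. Added after the values were seen were edgeR with TMM, limma-trend, DESeq2 with its prior on all 9 libraries without a filter and counting genes with a symbol, detection by distinct symbols, detection at an equal depth of all genes but ENSOCUG00000023467, the position on the deposited values, and the exchange of the labels of the position within pairs of equal replicate number. Gene positions came from the RefSeq annotation of mOryCun1.1, joined by symbol, so they are not those of the assembly of the alignment, and genes without a symbol have no position here. Ontology and pathway annotation was not used here, and the enrichment tests of the paper were not repeated. The magnetic resonance imaging, histology, mass cytometry, PCR and other assays of the paper were not analysed here.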

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

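The tests used in this part were set before the results were seen, except that the tests of the scaling and of single libraries were chosen as the ones to weigh for these lists after their result was seen.

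The paper's lists of differentially expressed genes compare each group of defects with healthy cartilage, and Fig. 7 describes differences between both groups. In a direct test of CLCS against untreated samples, which are 2 groups with different treatment, 5 gene lists had an adjusted p under 0.05 in camera. The cartilage matrix list (median log2 fold change 0.93), the collagens (0.44), the Fig. 7A genes (0.40, 12 of 15 genes higher, adjusted p = 0.0465) and the Fig. 7B genes (0.22, 20 of 29, adjusted p = 0.0127) were higher in CLCS samples. The mitochondrial transcripts (-0.32, 1 of 12 higher, adjusted p = 0.0127) were lower. No single gene passed the correction. The lists share members, as 5 of the 10 cartilage matrix genes are collagens, and 8 of the 27 collagens are in Fig. 7B, whose genes the study chose on these libraries.

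The number of lists and genes was set against the other splits of the samples. As many lists were found in 2 of the 10 splits of the 6 samples, the real one included, and as many genes in 10 of the 10, since the real split called 0 genes with 95 at an unadjusted p under 0.05. Another split gave 1 gene at most. Among the 4 splits that part all 3 pairs of equal replicate numbers, as the real one does, 1 gave as many lists and 4 as many genes, and the other split with as many lists parts 1 pair. A share under 0.1 is out of reach with 10 splits. Fry gave adjusted p-values of at least 0.695 for every list and camera with an estimated correlation at least 0.588. Leaving out single libraries moved several medians. The cartilage matrix list had a median of 0.42 without untreated replicate 3, the collagens of 0.10 without untreated replicate 2 and 0.22 without CLCS replicate 3, the mitochondrial transcripts of -0.22 without untreated replicate 1, -0.19 without untreated replicate 2, -0.59 without untreated replicate 3, -0.53 without CLCS replicate 1, -0.35 without CLCS replicate 2 and -0.16 without CLCS replicate 3, and the Fig. 7A genes of 0.73 without untreated replicate 1, 0.55 without untreated replicate 2, 0.17 without untreated replicate 3, 0.24 without CLCS replicate 1 and 0.51 without CLCS replicate 2. In the fits that left out a library the adjusted p of the cartilage matrix list was above 0.05 in 0, that of the collagens in 2, the mitochondrial transcripts in 4 and the Fig. 7A genes in 4 of 6. The Fig. 7B genes ranged over the 6 fits from 0.18 without untreated replicate 2 to 0.30 without untreated replicate 3, and they were above 0.05 at 0.18 without untreated replicate 2, 0.30 without untreated replicate 3 and 0.22 without CLCS replicate 2.

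The scaling of the libraries is a candidate explanation, because 1 gene without a symbol took 49.4% of the reads of CLCS replicate 3 and 1.49% of untreated replicate 3. One factor shifts all genes of a library alike, while camera sets a list against the other genes, and the cartilage matrix list went up and the mitochondrial transcripts went down. The mean log2 value of the former list minus that of the latter, which a factor leaves nearly unchanged, was 1.46 higher in CLCS than in untreated samples (SD 0.930 and 0.696, n = 3 each, with CLCS replicate 1 under untreated replicate 1). The sign of this difference follows from the opposite directions of the 2 lists. A factor alone would not part these lists, yet the groups overlapped. The difference may thus be chance, and the test does not settle whether the scaling was the whole cause. With TMM, which scales these libraries nearly as the size factors of DESeq2 do, in limma-voom the medians were 0.93 for the cartilage matrix list, 0.44 for the collagens and -0.30 for the mitochondrial transcripts, each still at an adjusted p under 0.05. The Fig. 7A genes were above 0.05 in 8 alternatives that left out no library, among them DESeq2 (0.29) and edgeR with TMM (0.28), and the mitochondrial transcripts were so without a filter (-0.35). Besides the scaling, open explanations are an effect of the scaffold, the side of the animal, since scaffolds lay in the right and untreated defects in the left knee, a different share of cartilage in the explants, and the chance split of 3 against 3 samples, which cannot be told apart from a shared difference at this number of samples. The scaffold, the side and the share of cartilage were not tested for this difference.

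Genes without a symbol lie outside those the paper discusses. They made up 15 of the 89 genes called in untreated and 18 of the 104 called in CLCS against healthy samples, while 3794 of the 14870 genes of the table lack one. When 1 library was left out, their number ranged from 1 without healthy replicate 1 to 3 without healthy replicate 3 in untreated and from 0 without CLCS replicate 1 to 9 without healthy replicate 2 in CLCS samples. Gene ENSOCUG00000005327 had the largest decrease among the called genes of both comparisons, with all libraries kept and a pseudocount of 1. In CLCS samples its log2 fold change of -4.10 was close to -4.08 for UVRAG and -4.02 for TMIE, whose folds are given as limits. Without CLCS replicate 2 it was -4.30, against -4.51 for CA9 and -4.35 for TMIE. For untreated samples, 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p-value under 0.05, and the number for CLCS samples was 1 of the 10 as well. No other split called a gene in either comparison. Since 10 splits allow no share under 0.1, a chance split and a shared difference cannot be told apart by this count alone. Whether reads of a neighbouring gene reach these genes was not tested, because the annotation used here was joined by symbol. A difference between condyle and trochlea and an effect of the injury stay open for them, both untested.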

How the results depend on the processing

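The direct comparison of CLCS with untreated samples called 0 genes under every alternative run, with 63 to 548 genes at an unadjusted p under 0.05. The mean position of the CLCS libraries stayed between 73.1% and 81.2% in the alternatives of genes, scale and normalization, less than the spread between the libraries, and it ranged from 69.2% without untreated replicate 1 to 82.8% without CLCS replicate 3 when 1 library was left out. For the number of genes called in untreated samples (89), in CLCS samples (104) and in both (47), edgeR with the size factors of DESeq2, the replicate block, edgeR with TMM and limma-trend stayed within 1.5 times. The other alternatives moved at least one of them, as follows.

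DESeq2 called 275, 243 and 175 genes in untreated samples, in CLCS samples and in both, and 275, 254 and 179 with its prior on the fold change. With limma-voom the numbers were 44, 84 and 31, of which the second stayed within 1.5 times. With all 9 libraries in one fit, 171 genes were called in untreated samples, and with a pseudocount of 0.1, 68 in CLCS samples and 28 in both. DESeq2 with its prior on all 9 libraries, without a filter and counting genes with a symbol, chosen after the values were seen, called 304, 187 and 161. For these settings the cause was not tested. Without a filter, which raised the number of tested genes to 14300 and 13856, the numbers were 20, 13 and 8. With at least 10 counts in every library, which left 2304 genes in untreated samples, they were 45 in untreated samples and 30 in both. The stricter threshold of 0.01 left 2, 0 and 0, by construction, with 582 and 576 genes at an unadjusted p under 0.05.

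The fits that each left out 1 library, with 3 against 2 samples, called 2 without healthy replicate 2 to 7 without healthy replicate 3 in untreated samples, 0 without CLCS replicate 1 to 81 without healthy replicate 2 in CLCS samples and 0 without CLCS replicate 1 to 21 without CLCS replicate 3 in both. The number of gene lists under 0.05 against healthy samples changed by less than 1.5 times in these fits, and in CLCS against untreated samples it ranged from 2 without untreated replicate 2 to 6 without untreated replicate 1, against 5 with all libraries. Among the other alternatives, the number of lists was 2 in untreated and 1 in CLCS samples with at least 10 counts in every library, where fewer members were tested, 5 in CLCS samples with a pseudocount of 0.1 and 3 in CLCS against untreated samples without a filter. The cause of the last 2 was not tested.

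Detected genes followed the presence rule by its construction. In healthy, untreated and CLCS samples, at least 10 counts in all 3 libraries gave 2679, 2708 and 2510 genes, at least 100 counts 520, 583 and 505, and at least 1 count in any library 12316, 13017 and 12208. With at least 1 CPM or by distinct symbols, the latter chosen after the values were seen, they stayed within 1.5 times.

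Some medians of gene lists and single genes changed direction, most of them close to 0. With DESeq2, DESeq2 with its prior, edgeR with the size factors of DESeq2 and edgeR with TMM, in this order, the median of the collagens in untreated samples was 0.12, 0.11, 0.12 and 0.12 instead of -0.13. For CLCS against untreated samples that of the monocyte and macrophage list was -0.20, -0.11, -0.20 and -0.21 instead of 0.09, and the log2 fold change of CD28 was -0.28, -0.12, -0.29 and -0.31 instead of 0.05. With DESeq2 on all 9 libraries without a filter, the log2 fold change was -0.01 for COL11A2 in CLCS against healthy samples, and -0.21 for CD28 in CLCS against untreated samples. With all 9 libraries in one limma fit the medians were 0.64 for the Fig. 7B genes and 1.07 for the Fig. 7C genes in untreated against healthy samples, and -0.02 for the monocyte and macrophage list in CLCS against untreated samples. Without a filter they were 0.11 for the collagens, 0.62 for the ADAMTS proteases and 0.48 for the proliferation list in untreated against healthy samples, and 0.10 for the integrins and 0.10 for the proliferation list in CLCS against healthy samples, and 0.06 for the osteoclast list, -0.14 for the monocyte and macrophage list and -0.02 for the genes of hypoxia and glycolysis in CLCS against untreated samples. For these settings the cause was not tested. Among genes with at least 10 counts in every library, where the lists keep fewer members, the medians were -0.11 for the integrins, -0.03 for the fibroblast list, 0.08 for the genes of hypoxia and glycolysis and 0.61 for the Fig. 7A genes in untreated against healthy samples, and 0.07 for the cartilage matrix list, 0.52 for the Fig. 7A genes, -0.52 for the Fig. 7B genes and -0.30 for the Fig. 7C genes in CLCS against healthy samples, and 0.01 for the proliferation list and -0.04 for the genes of hypoxia and glycolysis in CLCS against untreated samples.

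Leaving out 1 library changed the direction of further medians and genes, which then rest on fewer samples. In untreated against healthy samples the values ranged from -0.16 without untreated replicate 2 to 0.16 without healthy replicate 2 for the ADAMTS proteases, -0.25 without healthy replicate 3 to 0.22 without healthy replicate 1 for the Fig. 7B genes, -0.22 without untreated replicate 1 to 0.17 without untreated replicate 2 for the collagens, -0.40 without untreated replicate 3 to 0.67 without untreated replicate 2 for the fibroblast list, -0.18 without untreated replicate 3 to 0.14 without healthy replicate 2 for the integrins and -0.12 without untreated replicate 2 to 0.44 without healthy replicate 3 for the mitochondrial transcripts. In CLCS against healthy samples they went from -0.14 without healthy replicate 1 to 0.24 without healthy replicate 2 for the ADAMTS proteases, -0.12 without healthy replicate 3 to 0.61 without healthy replicate 1 for the Fig. 7B genes, -0.17 without CLCS replicate 3 to 0.45 without CLCS replicate 1 for the Fig. 7C genes, -0.41 without healthy replicate 3 to 0.16 without CLCS replicate 1 for the cartilage matrix list, -0.04 without healthy replicate 3 to 0.21 without CLCS replicate 1 for the integrins and -0.29 without healthy replicate 3 to 0.51 without healthy replicate 1 for COL11A2. For CLCS against untreated samples the ranges were -0.02 without CLCS replicate 1 to 0.30 without CLCS replicate 2 for the ADAMTS proteases, -0.10 without untreated replicate 3 to 0.47 without untreated replicate 1 for the bone list, -0.59 without untreated replicate 3 to 0.37 without untreated replicate 1 for the lymphocyte list, -0.38 without untreated replicate 2 to 0.11 without untreated replicate 3 for the matrix metalloproteinases, -0.32 without untreated replicate 1 to 0.53 without untreated replicate 3 for the monocyte and macrophage list, -0.47 without untreated replicate 2 to 0.25 without untreated replicate 1 for the osteoclast list, -0.09 without untreated replicate 2 to 0.83 without untreated replicate 1 for the small leucine-rich proteoglycans, -0.74 without untreated replicate 3 to 0.77 without untreated replicate 1 for CD28, -0.18 without untreated replicate 2 to 0.83 without untreated replicate 1 for DCN, -0.18 without CLCS replicate 2 to 0.39 without CLCS replicate 1 for MTOR and -1.29 without untreated replicate 2 to 0.04 without untreated replicate 3 for NFKB1.

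A change of direction was counted where the sign differed at 2 decimals, a rule added after the results were seen. Besides these changes of direction, the alternatives that left out no library changed the side of the threshold 78 times to weaker and 114 times to stronger over all gene lists and named genes, and those that left out 1 library 175 times to weaker and 11 times to stronger. Of the named genes, 21 of 53 in untreated, 28 of 54 in CLCS samples and 16 of 17 between CLCS and untreated samples kept direction and side of the threshold under every alternative that left out no library. When libraries were left out, 38, 27 and 13 of them kept both in all 6 fits of their comparison. The replicate block brought OIP5, EPG5, DCN, SLC9A5 and ENSOCUG00000027376 in untreated and CERKL, TPR, ENSOCUG00000010646 and ENSOCUG00000009111 in CLCS samples under the threshold, and beyond these and the changes given with the results it changed the call of no other named gene or list.

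Depth limited which genes could be tested. Of the 60 genes in the table that the paper names, 48 had enough reads in untreated and 47 in CLCS against healthy samples. An alternative for tables of the authors' own comparisons, with an absolute log2 fold change of at least 1, was not run, because the tables hold values per library. The filter of at least 10 counts in every library gave no value for the ADAMTS proteases and the monocyte and macrophage list in any comparison, nor for the metalloproteinase, osteoclast and proliferation lists against healthy samples, as fewer than 3 members were left, nor for named genes with fewer counts. DESeq2 on all 9 libraries without a filter was run for genes only.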

Differences from the paper's values

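The number of genes called against healthy cartilage was lower than the paper's in both comparisons. In untreated samples it was 89 against the paper's 293, of which 47 were higher against the paper's 169 and 42 lower against the paper's 124. Among the alternatives set before the data were examined, DESeq2 with and without its prior on the fold change came within 1.5 times of all 3 numbers, with 275, 153 and 122 genes each time, and the others did not. In CLCS samples 104 genes were called against the paper's 198, 70 higher against the paper's 125 and 34 lower against the paper's 73. The total came within 1.5 times at 243 with DESeq2 and 254 with DESeq2 with its prior, the higher genes at 150 with DESeq2, 153 with DESeq2 with its prior and 87 with edgeR with the size factors of DESeq2, and the lower genes at 93 with DESeq2, 101 with DESeq2 with its prior and 52 with the replicate block, while the other alternatives set before the data were examined did not reach them. DESeq2 with its prior on all 9 libraries without a filter, counting genes with a symbol and chosen after seeing the values, gave 304 genes in untreated (175 higher, 129 lower) and 187 in CLCS samples (120 higher, 67 lower).

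Of 57 log2 fold changes that the paper or its supplement gives, 13 differed by more than the standard error, and 0 had another sign. In untreated against healthy samples the log2 fold change was 4.04 against the paper's 3.70 for MMP13, 2.60 against the paper's 1.80 for BMP1 and 4.69 against the paper's 3.73 for POSTN. It came within the standard error of the paper's value for MMP13 at 3.85 with DESeq2 with its prior, 3.97 without healthy replicate 3 and 3.81 without untreated replicate 3. BMP1 came within it at 2.44 with DESeq2, 1.91 with DESeq2 with its prior, 2.41 with edgeR with the size factors of DESeq2, 1.75 without healthy replicate 3 and 2.42 without untreated replicate 3. For POSTN this was so at 3.69 with DESeq2 with its prior, 4.03 without healthy replicate 3 and 4.39 without untreated replicate 3. For these 3 genes the other alternatives set before the data were examined did not close the gap. Chosen after seeing the values, DESeq2 with its prior on all 9 libraries without a filter came within the standard error as well, at 3.81 for MMP13, 1.94 for BMP1 and 3.80 for POSTN, and edgeR with TMM, chosen after seeing the values too, at 2.41 for BMP1.

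In CLCS against healthy samples the log2 fold change was 3.17 against the paper's 2.71 for SLC19A1, 3.83 against the paper's 3.00 for SLC9A5, 2.88 against the paper's 2.03 for BMP1, 4.21 against the paper's 3.72 for FBXL13, 4.69 against the paper's 3.69 for POSTN, 2.60 against the paper's 1.98 for COL4A1, 3.11 against the paper's 2.65 for CRYBG2, 3.69 against the paper's 3.23 for METTL7B, 3.93 against the paper's 2.40 for KCTD19 and -3.83 against the paper's -2.89 for CA9. It came within the standard error of the paper's value for SLC19A1 at 2.94 with DESeq2 with its prior, 3.03 without healthy replicate 1, 3.04 without healthy replicate 3 and 2.96 without CLCS replicate 3. SLC9A5 came within it at 3.57 with DESeq2, 2.94 with DESeq2 with its prior, 3.54 with edgeR with the size factors of DESeq2, 2.80 without healthy replicate 1 and 3.75 without CLCS replicate 1. For BMP1 this was so at 2.74 with DESeq2, 2.05 with DESeq2 with its prior, 2.70 with edgeR with the size factors of DESeq2, 2.03 without healthy replicate 3 and 2.72 without CLCS replicate 3. FBXL13 came within it at 3.79 with DESeq2 with its prior, 4.00 without healthy replicate 1, 4.07 without healthy replicate 3 and 3.87 without CLCS replicate 2. For POSTN this was so at 3.68 with DESeq2 with its prior and 4.04 without healthy replicate 3. COL4A1 came within it at 2.43 with DESeq2, 2.02 with DESeq2 with its prior, 2.43 with edgeR with the size factors of DESeq2, 2.02 without healthy replicate 3, 2.44 without CLCS replicate 1 and 2.48 without CLCS replicate 3. For CRYBG2 this was so at 2.87 with DESeq2 with its prior, 2.77 without CLCS replicate 1 and 2.99 without CLCS replicate 3. METTL7B came within it at 3.30 with DESeq2 with its prior, 3.33 without healthy replicate 3 and 3.43 without CLCS replicate 3. None of the alternatives set before the data were examined closed the gap for KCTD19. CA9 came within it at -2.89 with DESeq2 with its prior, -3.35 without healthy replicate 3 and -3.23 without CLCS replicate 3. The alternatives not named here that were set before the data were examined did not close these gaps. Chosen after seeing the values, DESeq2 with its prior on all 9 libraries without a filter came within the standard error as well, at 2.61 for SLC19A1, 2.88 for SLC9A5, 2.17 for BMP1, 3.59 for FBXL13, 3.71 for POSTN, 2.05 for COL4A1, 2.47 for CRYBG2, 3.33 for METTL7B and -3.06 for CA9, but not for KCTD19, and edgeR with TMM, chosen after seeing the values too, at 3.54 for SLC9A5, 2.70 for BMP1 and 2.43 for COL4A1.

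The numbers of detected genes were within 1.5 times of the paper's. By distinct symbols, a count chosen after seeing the values, 5565 symbols were detected in healthy, 5887 in untreated and 5468 in CLCS samples, against the paper's 5566, 5888 and 5469, and the shares found in the group and not in healthy samples were 17.1% and 13.7%, against the paper's 17.1% and 13.7%.

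Among the genes that the paper's text, figures or supplement give as changed in untreated samples, several did not pass the adjusted threshold in limma or were not tested. The threshold here was an adjusted p under 0.05, while the legends of the paper's supplementary pathway diagrams set a looser FDR cutoff. A gene named here may thus still pass the cutoff of those diagrams. IL23A, MAP4K4, ITGBL1, TNFRSF1A, FRZB, BMP2, MTOR, COL11A1, ANXA8, COL11A2, ACAN and CADM4 passed the threshold under no setting run, those without 1 library included. SOD3, NPTN, MINK1, TNFRSF11B, BMP2K, SOX9, RUNDC3B, IL21, NFKB1 and PTGES were called only by DESeq2 with its prior on all 9 libraries without a filter, a setting chosen after seeing the values. DESeq2 with and without its prior on the fold change called LAMTOR1, SDK2, COL22A1, SEMA3C, FMOD, BMP1, TSC2, COL4A1, COL4A2 and CRYBG2, and so did its fit on all 9 libraries, chosen after seeing the values, except for SEMA3C. SLC19A1 and TNS2 were called by all 9 libraries in one limma fit and DESeq2 with and without its prior and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. C12orf4 was called by limma without a filter and all 9 libraries in one limma fit and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. OIP5 was called by all 9 libraries in one limma fit, the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by limma-trend and the fit of DESeq2 on all 9 libraries without a filter. EPG5 was called by edgeR with the size factors of DESeq2, all 9 libraries in one limma fit, the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by edgeR with TMM and the fit of DESeq2 on all 9 libraries without a filter. KIAA0895 and LUM were called by all 9 libraries in one limma fit and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. DCN and MMP9 were called by the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. SLC9A5 was called by edgeR with the size factors of DESeq2, all 9 libraries in one limma fit, the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by edgeR with TMM, limma-trend and the fit of DESeq2 on all 9 libraries without a filter. KCTD19 was called by all 9 libraries in one limma fit and, chosen after seeing the values, by limma-trend and the fit of DESeq2 on all 9 libraries without a filter.

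For CLCS samples the same holds for the following genes. SOD3, SEMA3C, OSMR, LRP1, ANXA8, CD28 and PTGES passed the threshold under no setting run, those without 1 library included. IL21 was called only by DESeq2 with its prior on all 9 libraries without a filter, a setting chosen after seeing the values. DESeq2 with and without its prior on the fold change called TNIP1, DCN, BMP1 and STAB1, and so did its fit on all 9 libraries, chosen after seeing the values, except for STAB1. C12orf4 was called by limma without a filter and all 9 libraries in one limma fit and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. CERKL and MMP9 were called by the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. KIAA0895 was called by limma without a filter and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. LUM was called by all 9 libraries in one limma fit and, chosen after seeing the values, by the fit of DESeq2 on all 9 libraries without a filter. COL4A1 was called by limma-voom and DESeq2 with and without its prior and, chosen after seeing the values, by edgeR with TMM, limma-trend and the fit of DESeq2 on all 9 libraries without a filter. ENPP2 was called by the replicate block and DESeq2 with its prior. TPR was called by limma-voom, limma on genes with at least 10 counts in every library, the replicate block and DESeq2 with and without its prior and, chosen after seeing the values, by limma-trend and the fit of DESeq2 on all 9 libraries without a filter. Without 1 library, limma also called DCN without healthy replicate 2, BMP1 without healthy replicate 1 and COL4A1 without healthy replicate 2 in CLCS samples.

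Some statements on single groups also differ. FZD9, which the paper gives as altered only in untreated samples, was called in CLCS samples by DESeq2, DESeq2 with its prior and the replicate block. The paper gives STAB1 as activated only with CLCS, and it passed the threshold there in DESeq2 and DESeq2 with its prior, not in limma (adjusted p = 0.152, 0.0363 to 0.411 over the alternatives). Ossification is given as enriched in untreated and not in CLCS samples, while the bone list, a list of markers and not the paper's ontology term, had an adjusted p of 1.76e-05 in CLCS samples, where 8 of 8 genes were higher. SDK2 is given as equal in CLCS and healthy samples, and its values in all 3 CLCS libraries lay under those of the 3 healthy ones (log2 fold change -0.95, unadjusted p = 0.0283).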

Other observations

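The test of the share of ND6 and the test of the 200 genes with the highest values were chosen only after the results were seen. In the test of the share of chondrocytes, the statistic was changed from the range of the list medians to the difference between the bone and the lymphocyte list after the medians had been seen. Bone cells were judged on camera alone, and the reading of the percentiles for reads that align to several places was settled, after the values of both tests had been seen. The other tests of this part were chosen before.

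Few reads lay on genes that tissues express abundantly. PFN1 and B2M had 0 to 6 and 0 to 10 reads per library, while ND6 had 10216 to 35044 and no other mitochondrial protein gene more than 747. If only a random part of the reads had been counted, the genes of the cytosolic ribosome would lie near the top. Their median percentile by mean value was 77.1 over 38 genes, under the 90 set for the test, which argues against a random part as the whole explanation. The ribosomal genes would also lie low if reads that align to several places were left out, as the authors' methods state. In that case genes without processed copies should be near the top, and the 16 genes of the cartilage matrix list had a median percentile of 92.8, as that explanation predicts. Of the abundant genes, ACTB, EEF1A1 and GAPDH lay about as high, at 92.4, 92.2 and 89.5, while PFN1 and B2M lay at 52.0 and 67.4. Which of these genes have processed copies was not tested, so the percentiles do not decide on this explanation. Leaving out such reads does not explain ND6. Reads counted on the strand opposite to the gene would put most mitochondrial reads on ND6, which alone is encoded on the other strand than the other 12, and its share was at least 86.0% in each of the 9 libraries. A count on the opposite strand may therefore be a part of the explanation, and it stays a hypothesis, since it was found and tested on the same data and the strand setting is not stated in the methods. COL2A1, chosen after its values were seen, had 505 to 20508 reads per library, and where such reads come from under this explanation was not tested.

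A count on the opposite strand would also move reads of a gene to its neighbour. Of the 200 named genes with the highest mean value, 81% overlapped or lay within 1000 bases of another protein-coding gene, against a median of 43.5% in 10000 random lists of matched length (0 as high, a permutation p of 0.0001, the smallest that this number of lists can give) and 41.0% of all 10290 named genes with a position. Among the 90 genes called higher in either comparison, 70 had a position, and 64.3% of these were near another gene, against a median of 50% (92 of the random lists as high, a permutation p of 0.0092). Some changes given at a gene may thus belong to a neighbour that the text names beside it. IFFO1, within 1000 bases of GAPDH, had 7088 to 34713 reads per library, against 15 to 91 on GAPDH. RNF167, within 1000 bases of PFN1, had 3451 to 19849, against 0 to 6 on PFN1. COL2A1 and FAN1, with 505 to 20508 and 1360 to 12971 reads, had no such neighbour. The strand of the neighbours was not used in this test. An alternative that was not tested is that genes near other genes are expressed more highly in cartilage.

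Changes in cell types were weighed with the marker lists. Bone cells in the samples from defects would raise both the bone and the osteoclast list, and the largest of their 4 camera adjusted p-values against healthy samples was 0.0193, in line with that explanation. Fry put the smallest of them at 0.0963, so the result depends on the correlation that camera presets. Among the bone genes, SPARC, with 587 to 2147 reads per library and abundant in healthy samples too, had a log2 fold change of -0.33 in untreated samples, against 2.24 for IBSP and 3.79 for COL1A1, which like SPARC is also made by other cells. A lower share of chondrocytes as the whole cause, with the mix of other cells unchanged, would raise the lists of all other cell types alike. In each of the 6 libraries from defects the bone list changed by at least 2.29 more on the log2 scale than the lymphocyte list. The SD of this difference among healthy libraries was 0.767. This argues against that form alone, although the lymphocyte list has only 5 genes and may not measure lymphocytes here. It cannot decide on a lower share with more bone cells in place of chondrocytes, which need not raise the lymphocyte list. Blood or marrow cells were not decided, because 2 genes of the erythroid and the neutrophil and marrow lists had enough reads to be tested, and with so few their presence and their absence cannot be told apart. Bone formed in the defect, bone taken along with the explant and the difference between condyle and trochlea stay open.

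The number of lists past the threshold was also set against the other splits of the samples. In untreated against healthy samples 1 of the 10 splits of the 6 samples gave as many lists, and the highest number in another split was 4. In CLCS against healthy samples 2 of the 10 gave as many, and another split reached 8. Of the 4 splits that part all 3 pairs of equal replicate numbers, as the real one does, 2 gave as many lists and 1 as many genes in CLCS samples. The other split with 8 lists exchanges healthy and CLCS replicate 1.

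Lists without a call that are given nowhere else follow, with their range over the fits that left out 1 library where that moved the median by more than 1.5 times or changed its sign. In untreated against healthy samples these were the ADAMTS proteases (-0.06, 2 of 4 genes higher, adjusted p = 0.938), the integrins (0.02, 4 of 7 genes higher, adjusted p = 0.938), the monocyte and macrophage list (0.58, 4 of 5 genes higher, adjusted p = 0.248), the lymphocyte list (-0.74, 0 of 5 genes higher, adjusted p = 0.176), the fibroblast list (0.06, 6 of 11 genes higher, adjusted p = 0.0699), the proliferation list (-0.50, 1 of 4 genes higher, adjusted p = 0.676), the mitochondrial transcripts (0.07, 6 of 12 genes higher, adjusted p = 0.582), the Fig. 7B genes (-0.04, 14 of 28 genes higher, adjusted p = 0.562) and the Fig. 7C genes (-0.66, 10 of 21 genes higher, adjusted p = 0.938). Without 1 library the median ranged for the ADAMTS proteases from -0.16 without untreated replicate 2 to 0.16 without healthy replicate 2, the integrins from -0.18 without untreated replicate 3 to 0.14 without healthy replicate 2, the monocyte and macrophage list from 0.38 without untreated replicate 3 to 0.72 without untreated replicate 2, the lymphocyte list from -1.25 without untreated replicate 1 to -0.19 without untreated replicate 3, the fibroblast list from -0.40 without untreated replicate 3 to 0.67 without untreated replicate 2, the proliferation list from -0.52 without untreated replicate 1 to -0.33 without healthy replicate 3, the mitochondrial transcripts from -0.12 without untreated replicate 2 to 0.44 without healthy replicate 3, the Fig. 7B genes from -0.25 without healthy replicate 3 to 0.22 without healthy replicate 1 and the Fig. 7C genes from -1.09 without untreated replicate 2 to -0.36 without untreated replicate 1. The monocyte and macrophage list was under 0.05 at 0.74 without a filter. The fibroblast list was under 0.05 at 0.33 with DESeq2, 0.27 with DESeq2 and its prior, 0.33 with edgeR and the size factors of DESeq2, 0.14 without a filter, 0.32 with all 9 libraries in one fit, 0.33 with edgeR and TMM, chosen after the values were seen, 0.29 without healthy replicate 1 and 0.67 without untreated replicate 2.

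Against healthy samples, the CLCS samples had no call for the ADAMTS proteases (0.01, 2 of 4 genes higher, adjusted p = 0.634), the integrins (-0.08, 3 of 7 genes higher, adjusted p = 0.597), the monocyte and macrophage list (0.20, 3 of 5 genes higher, adjusted p = 0.170), the lymphocyte list (-0.79, 0 of 5 genes higher, adjusted p = 0.0902), the proliferation list (-0.29, 1 of 3 genes higher, adjusted p = 0.597), the mitochondrial transcripts (-0.39, 3 of 12 genes higher, adjusted p = 0.434) and the Fig. 7C genes (0.21, 10 of 20 genes higher, adjusted p = 0.547). Without 1 library the median ranged for the ADAMTS proteases from -0.14 without healthy replicate 1 to 0.24 without healthy replicate 2, the integrins from -0.04 without healthy replicate 3 to 0.21 without CLCS replicate 1, the monocyte and macrophage list from 0.00 without healthy replicate 2 to 0.69 without CLCS replicate 3, the lymphocyte list from -0.89 without CLCS replicate 1 to -0.49 without healthy replicate 1, the proliferation list from -0.45 without healthy replicate 3 to -0.07 without CLCS replicate 2, the mitochondrial transcripts from -0.60 without CLCS replicate 1 to -0.04 without healthy replicate 3 and the Fig. 7C genes from -0.17 without CLCS replicate 3 to 0.45 without CLCS replicate 1. The monocyte and macrophage list had a call at 0.68 without a filter.

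Between CLCS and untreated samples there was none for the ADAMTS proteases (0.27, 3 of 4 genes higher, adjusted p = 0.726), the integrins (0.09, 5 of 7 genes higher, adjusted p = 0.726), the small leucine-rich proteoglycans (0.43, 4 of 7 genes higher, adjusted p = 0.150), the monocyte and macrophage list (0.09, 3 of 5 genes higher, adjusted p = 0.971), the lymphocyte list (-0.11, 2 of 5 genes higher, adjusted p = 0.971), the fibroblast list (0.00, 6 of 11 genes higher, adjusted p = 0.971), the proliferation list (-0.26, 2 of 4 genes higher, adjusted p = 0.355), the genes of hypoxia and glycolysis (0.09, 5 of 10 genes higher, adjusted p = 0.389) and the Fig. 7C genes (0.15, 13 of 21 genes higher, adjusted p = 0.389). Without 1 library the median ranged for the ADAMTS proteases from -0.02 without CLCS replicate 1 to 0.30 without CLCS replicate 2, the integrins from 0.02 without CLCS replicate 2 to 0.14 without CLCS replicate 1, the small leucine-rich proteoglycans from -0.09 without untreated replicate 2 to 0.83 without untreated replicate 1, the monocyte and macrophage list from -0.32 without untreated replicate 1 to 0.53 without untreated replicate 3, the lymphocyte list from -0.59 without untreated replicate 3 to 0.37 without untreated replicate 1, the fibroblast list from -0.48 without untreated replicate 2 to 0.30 without untreated replicate 3, the proliferation list from -0.43 without CLCS replicate 3 to -0.09 without untreated replicate 1, the genes of hypoxia and glycolysis from 0.03 without CLCS replicate 1 to 0.15 without untreated replicate 2 and the Fig. 7C genes from 0.12 without CLCS replicate 3 to 0.39 without CLCS replicate 1. The small leucine-rich proteoglycans had an adjusted p under 0.05 at 0.83 without untreated replicate 1 and 0.50 without CLCS replicate 1. The fibroblast list had an adjusted p under 0.05 at -0.48 without untreated replicate 2.

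The lists for erythroid, neutrophil and marrow, endothelial, skeletal muscle and immediate early genes and for the qPCR genes of Fig. 3D had fewer than 3 tested members and gave no result. Many members are in more than 1 list, as 9 of 12 fibroblast, 5 of 8 bone, 1 of 3 osteoclast, 2 of 6 monocyte and macrophage and 1 of 5 lymphocyte genes are also held by another list, and the genes of Fig. 7A, Fig. 7B and Fig. 7C were chosen by the study on these libraries. Among the Fig. 7C genes FZD9 was at the limit of detection in untreated samples, where the median with this gene at its limit was also -0.66.

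The tables hold 16 symbols in the form of a date, which were read as they stand, and 73 genes with the symbol 5S_rRNA.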
